# Generation and maturation of human iPSC-derived 3D organotypic cardiac microtissues in long-term culture

**DOI:** 10.1038/s41598-022-22225-w

**Published:** 2022-10-18

**Authors:** Ece Ergir, Jorge Oliver-De La Cruz, Soraia Fernandes, Marco Cassani, Francesco Niro, Daniel Pereira-Sousa, Jan Vrbský, Vladimír Vinarský, Ana Rubina Perestrelo, Doriana Debellis, Natália Vadovičová, Stjepan Uldrijan, Francesca Cavalieri, Stefania Pagliari, Heinz Redl, Peter Ertl, Giancarlo Forte

**Keywords:** Cardiovascular models, Heart development

## Abstract

Cardiovascular diseases remain the leading cause of death worldwide; hence there is an increasing focus on developing physiologically relevant in vitro cardiovascular tissue models suitable for studying personalized medicine and pre-clinical tests. Despite recent advances, models that reproduce both tissue complexity and maturation are still limited. We have established a scaffold-free protocol to generate multicellular, beating human cardiac microtissues in vitro from hiPSCs—namely human organotypic cardiac microtissues (hOCMTs)—that show some degree of self-organization and can be cultured for long term. This is achieved by the differentiation of hiPSC in 2D monolayer culture towards cardiovascular lineage, followed by further aggregation on low-attachment culture dishes in 3D. The generated hOCMTs contain multiple cell types that physiologically compose the heart and beat without external stimuli for more than 100 days. We have shown that 3D hOCMTs display improved cardiac specification, survival and metabolic maturation as compared to standard monolayer cardiac differentiation. We also confirmed the functionality of hOCMTs by their response to cardioactive drugs in long-term culture. Furthermore, we demonstrated that they could be used to study chemotherapy-induced cardiotoxicity. Due to showing a tendency for self-organization, cellular heterogeneity, and functionality in our 3D microtissues over extended culture time, we could also confirm these constructs as human cardiac organoids (hCOs). This study could help to develop more physiologically-relevant cardiac tissue models, and represent a powerful platform for future translational research in cardiovascular biology.

## Introduction

Cardiovascular diseases (CVD) remain the leading cause of death worldwide^1–4^, and developing new therapies is still a major challenge, since a significant number of drug candidates fail to pass clinical trials, or are withdrawn from the market due to adverse side effects^5–7^. In order to approve safer and more effective therapies, there is an increasing demand to develop faithful models of human heart tissue for pre-clinical research^7^. While recent technologies provide some insight into how human CVDs can be modelled in vitro, a comprehensive overview of the complexity of the human heart remains elusive due to the limited cellular heterogeneity, physiological complexity, or maturity of the constructs produced^8^. Furthermore, animal models may not always faithfully reflect the unique features of human biology and disease, and could give rise to ethical concerns^9–11^.

Induced pluripotent stem cell (iPSC) technology has revolutionized the differentiation and derivation of cardiomyocytes for personalized disease modelling and drug testing^8,12–20^. However, when cultured in 2D as models for development, disease and toxicology^18,21,22^, cardiomyocytes do not reflect the 3D complexity of the native tissue, where the geometry, the presence of different cell types and their interaction with the extracellular matrix (ECM) play a crucial role.

Early 3D cardiac tissue models called “cardiospheres” were developed by culturing human heart tissue biopsies, or by mixing non-isogenic populations of cardiomyocytes, non-myocytes and biocompatible hydrogels^23–25^; however, such microtissues generally have limited culture continuity, self-organization and fail to capture the heterogeneity characteristic of organotypic models. Recently, cardiac tissue engineering technologies have enabled the development of more physiologically-relevant tissue models, which entail a higher degree of complexity, organization and dynamics^26–29^, such as engineered heart tissues (EHTs)^27,30,31^, isogenic cardiac microtissues^24,32–37^, and organs-on-a-chip^38–48^.

Organoids, defined as 3D miniaturized versions of an organ, are emerging as promising tools showing realistic micro-anatomy, and organ specific function^9,49–51^. In order to be considered as an "organoid", an in vitro model must fulfil specific requirements, including: (1) 3D multicellular composition with organ-specific cell types, (2) self-organization and histological resemblance to the tissue of origin and (3) recapitulation of at least one specialized biological function similar to the organ being modelled^51–53^.

Well-established organoids have been already generated for the brain, kidneys, intestines, guts, lungs and many other organs^9,54^, while organoid models of the heart have only started to emerge in the last couple of years^55,56^. Notably, early mammalian cardiac organoids showing spontaneous self-organization with distinct atrium- and ventricle- like regions were generated from mouse pluripotent stem cells (PSCs)^57,58^, or as a part of gastruloids^59^. Shortly afterwards, human PSC-derived cardiac organoid models were described^56,60–65^, which were developed with different approaches varying from assembling different cardiac cell types^62^, followed by other self-organized models more faithful to cardiac-specific development^56,63–66^.

Recently reported human cardiac organoids include single chamber models—namely the left ventricle in the case of “cardioids”^56^—, relying on an external ECM scaffold, such as Matrigel^61,63^, display chamber-like structures^56,64^, featuring the co-emergence of gut tissue together with atrial- and ventricular-like regions^63,65^. While being extremely informative, most of these models are generated by short-term culture, while long-term culture could help them acquire a more mature phenotype, a feature which is usually desirable for more physiologically relevant in vitro tissue models^67,68^.

Here, we aimed to establish a simple protocol to generate induced pluripotent stem cell (iPSC)-based human 3D cardiac microtissues that could be generated in scaffold-free conditions, cultured for extended periods, featuring multiple cell types of the human heart with spontaneous proto-tissue organization, preserve coordinated contractile activity for several months, and functionally responsive to cardioactive drugs—which are hereby referred as 3D human organotypic cardiac microtissues (hOCMTs). By combining RNA-sequencing, ultrastructural and metabolic analyses, we demonstrated that dimensionality and time in culture are crucial mediators of survival, differentiation, collective organization and maturation of hOCMTs. Finally, we confirmed our human organotypic cardiac microtissues (hOCMTs) qualify as 3D human cardiac organoids (hCOs), hence as an in vitro heart model, by proving their response to cardioactive and cardiotoxic drugs in long-term culture.

## Results

### 2D-to-3D culture switch promotes spontaneous cardiac microtissue formation in scaffold-free conditions and proto-tissue organization in long-term culture

Since the 2D monolayer differentiation of induced pluripotent stem cell (iPSC)-derived cardiomyocytes is well established in the literature, and long-term cultures of iPSC-derived cardiomyocyte monolayers naturally tend to delaminate into beating clusters^69^, we first performed human iPSC (hereafter hiPSC) differentiation in a 2D system and tested whether they could be used to generate 3D cardiac aggregates in the absence of any external ECM scaffold.

Cardiac differentiation was induced in confluent 2D hiPSC monolayers by sequential modulation of the WNT pathway with small molecules, in the absence of insulin^70^ as previously described by Lian et al.^13,14^: First, mesoderm specification was achieved by transient WNT activation through chemical inhibition of GSK3, followed by cardiac mesoderm differentiation through the inhibition of the WNT palmitoleoyltransferase PORCN^13,14^ (Fig. 1A). When beating cell clusters were observed (day 7), insulin supplement was added to the media, since it was needed for cell survival after early contractile cardiomyocytes emerged during differentiation^70^. On day 15 of differentiation, the monolayer was dissociated into single cells and seeded on round-bottom ultra-low attachment plates in order to induce the spontaneous formation of aggregates in the presence of ROCK inhibitor (Fig. 1A). Throughout the study, we used 2D monolayer cultures as controls.

**Figure 1:**
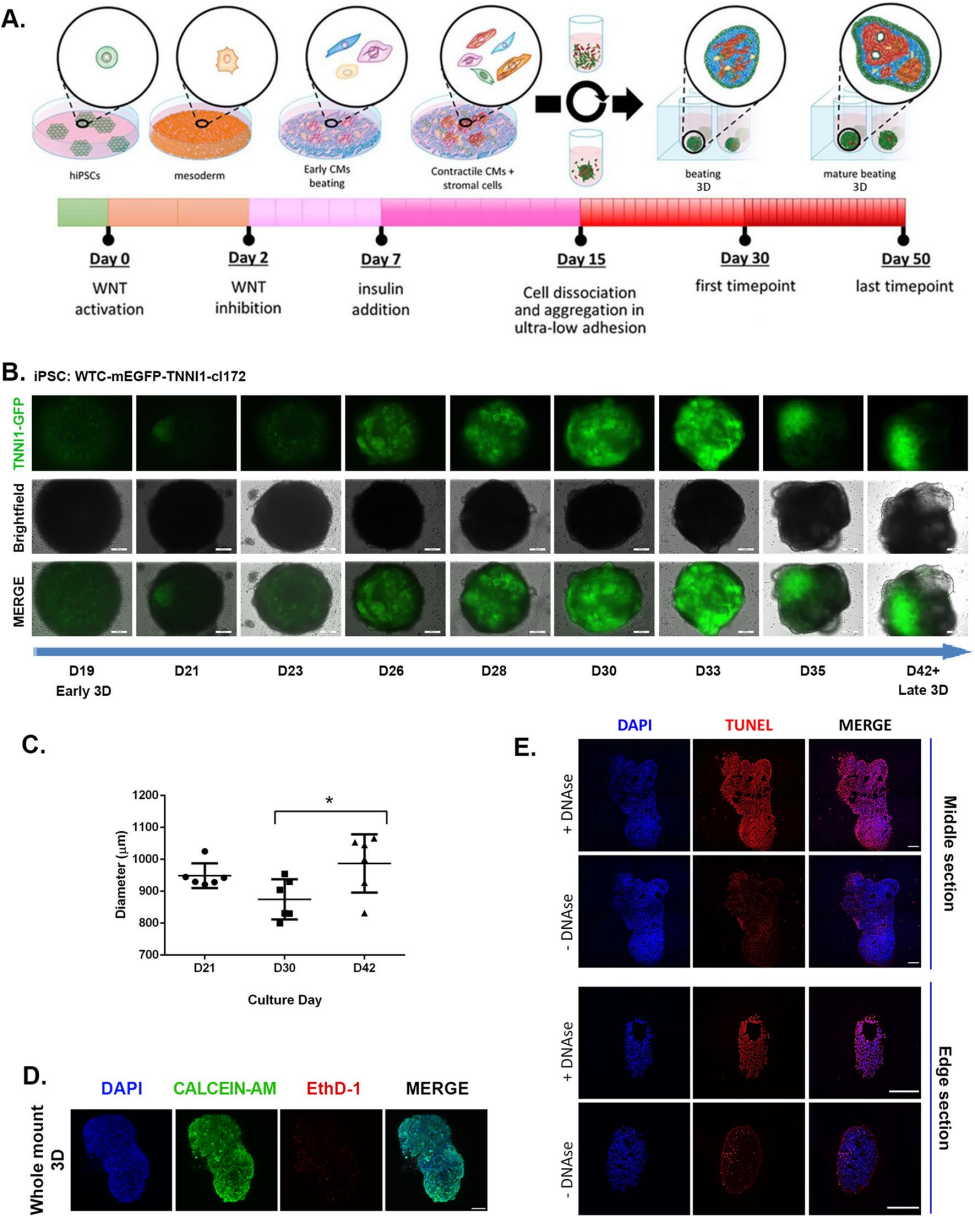
Long-term human cardiac microtissues can be spontaneously generated by scaffold-free conditions in 3D. (**A**) Schematic workflow for the generation and long-term culture of hiPSC derived cardiac microtissues. Warm colours represent cardiomyocyte lineages, while the rest of the colours represent non-myocytes. (**B**) Monitoring spontaneous self-organization of hiPSC-derived cardiomyocytes within 3D microtissues expressing GFP-tagged Cardiac Troponin I reporter over culture time (scale bar = 200 μm). (**C**) Average diameter of 3D long-term cultured cardiac microtissues over time (n = 6, Mean ± SD, Tukey’s multiple comparisons test). (**D**) Cell viability of 3D long-term cultured microtissues with Calcein/AM staining on day 50, green = live, red = dead, blue = DAPI counterstain (Scale bar = 200 µm). (**E**) TUNEL staining (red) depicting apoptotic cells on day 50 3D long-term cultured microtissue cryosections, and positive controls with DNAse I treatment (edge and center). Nuclei were counterstained with DAPI (blue) (scale bar = 200 µm).

One day after switching the culture from 2 to 3D, we observed under the light microscope a tendency for the spontaneous formation of 3D microtissues without the need for any ECM scaffold, which started to show spontaneous beating behaviour upon removing the ROCK inhibitor after 48 h. To monitor this spontaneous cellular organization, we repeated the experiment to generate microtissues from hiPSC expressing GFP-tagged cardiac troponin I (TNNI1) reporter. As expected, we observed the emergence of GFP-expressing contractile cardiomyocytes together with non-GFP-tagged non-myocyte cells within the microtissues. With time in culture from day 21 to day 42, the GFP-tagged contractile cardiomyocytes and non-myocytes gradually and spontaneously rearranged within the microtissues from a random distribution to more discrete regions (Fig. 1B, Supplementary Fig. 1A). The diameter of the microtissues reached up to 0.9 ± 0.04 mm on day 21 and 1 ± 0.09 mm on day 42, in the absence of any external ECM supplementation (Fig. 1C, Supplementary Video 1 for day 53). The microtissues went on displaying spontaneous contractile activity in long-term culture and until at least day 100 (Supplementary Video 2 for day 107).

This observation suggested that modifying a well-established 2D protocol^13,14^ into our 3D differentiation protocol could give rise to scaffold-free contractile cardiac microtissues that contain not only cardiomyocytes (GFP-tagged), but also other non-myocyte cell populations (non-GFP tagged), which collectively showed a tendency to be spontaneously redistributed in extended culture times.

A common drawback of 3D cultures is the possibility of apoptotic/necrotic core formation due to poor oxygen and nutrient diffusion towards the core of the construct^71^. In order to rule out that this occurs in our extended 3D cultures (day 50), we performed whole mount cell viability assay and despite some physiological levels of dead cells throughout the microtissues, we demonstrated no accumulation of non-viable cells was visible at the core of the constructs (Fig. 1D). Moreover, we complemented this analysis by performing Terminal deoxynucleotidyl transferase (TdT) dUTP Nick-End Labeling (TUNEL) assay, which detects the presence of apoptotic cells, on cryosections obtained from the edge and the core of the 3D tissues. Here we noticed no accumulation of apoptotic cells at either position in the 3D microtissues (Fig. 1E and Supplementary Fig. 1B). Finally, we confirmed the absence of a necrotic/apoptotic core by ultrastructural analysis of the core of the microtissue by transmission electron microscopy (TEM) (Supplementary Fig. 1C).

Due to the presence of intrinsic and spontaneous signs of proto-self-organization, cellular heterogeneity, and functional beating in our 3D microtissues over extended culture time, we will hereafter refer to these constructs as human organotypic cardiac microtissues (hOCMTs).

### 2D-to-3D culture switch prompts the formation of human iPSC-derived organotypic cardiac microtissues composed of multiple heart cell types

One of the key features of *bona fide* organoids is the presence of different cell types typical of the given organ, as well as their ability to self-organize in microstructures similar to the organ being modelled^51–53^.

To assess the cellular heterogeneity of our 3D hOCMTs, we quantified the presence of the three most represented cell populations in the human heart over time^72,73^—cardiomyocytes, fibroblasts and endothelial cells—by flow cytometry at given time-points (day 15, day 30 and day 50, Fig. 2A,B). On day 15 of differentiation (i.e. the first time-point of microtissue aggregation), the flow cytometry analysis of cardiac troponin T2 (TNNT2)-positive population indicated the differentiation into cardiomyocytes in 2D (54.14 ± 9.08%) in addition to a distinct population of CD90-positive non-myocytes (28.87 ± 13.04%). The flow cytometry analysis demonstrated that 3D extended culture was associated with a significant increase in the percentage of TNNT2-positive cardiomyocytes as compared to 2D culture (3D day 50: 83.27 ± 9.45% vs 2D day 50: 27.23 ± 15,86%, p < 0.0001) (Fig. 2B). On the contrary, 2D culture was shown to favour the overgrowth of CD90-positive cells (2D day 50: 52.97 ± 13.44% vs 3D day 50: 23.38 ± 7.35%, p < 0.001) (Fig. 2B). While a very limited number of CD31-positive cells was observed in any of the 2D culture timepoints, a significant increase in cells expressing the endothelial marker CD31 occurred during 3D culture (3D day 50: 12.78 ± 2.71% vs 2D day 50: 4.07 ± 2.76% in, p < 0.001) (Fig. 2B).

**Figure 2:**
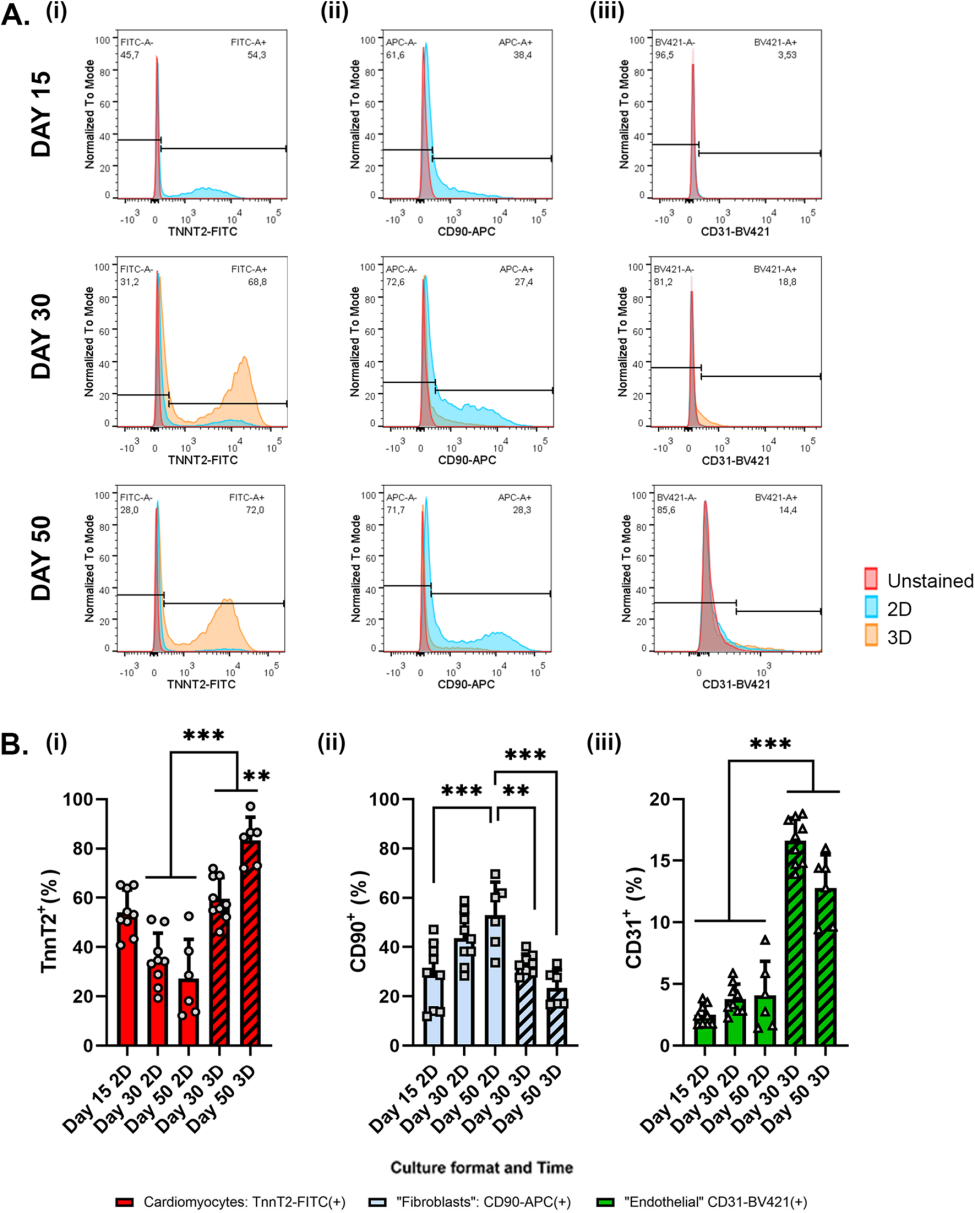
Long-term 3D cultures of hOCMTs contain multiple cardiac cell populations. (**A**) Representative flow cytometry histograms for analysis of cardiac cell types on day 15, day 30 and day 50, with a comparison of 2D and 3D cultures. (i) Cardiomyocytes (TNNT2-FITC), (ii) “Fibroblasts” (CD90-APC), (iii) Endothelial cells (CD31-BV421). Red group represents unstained cells, blue group represents 2D cultures, and orange group represents 3D long-term cultured microtissues, and the gating with the black line depicts the percentage of populations for 3D long-term cultured microtissues. (**B**) Composite average of cardiac cell populations from all flow cytometry experiments: (i) Cardiomyocytes (TNNT2-FITC^+^ %), (ii) “Fibroblasts” (CD90-APC^+^ %), (iii) Endothelial cells (CD31-BV421^+^ %), on day 15, day 30 and day 50, with a comparison of 2D and 3D cultures. The percentage indicates the positive cells versus total cells (mean ± SD obtained in three independent analyses, n = 9 per condition, Tukey's multiple comparisons test).

These results indicate that 2D-to-3D culture switch promotes the generation of heterogeneous microtissues and favours the survival of the cardiomyocyte population in extended culture.

To explore the cellular heterogeneity and the spatial distribution of different cell subsets in our 3D hOCMTs in more detail, cryosections were performed at day 50 of culture and stained to detect the presence of cells expressing markers specific of the different populations in the human heart^73^ (Figs. 3, 4).

**Figure 3:**
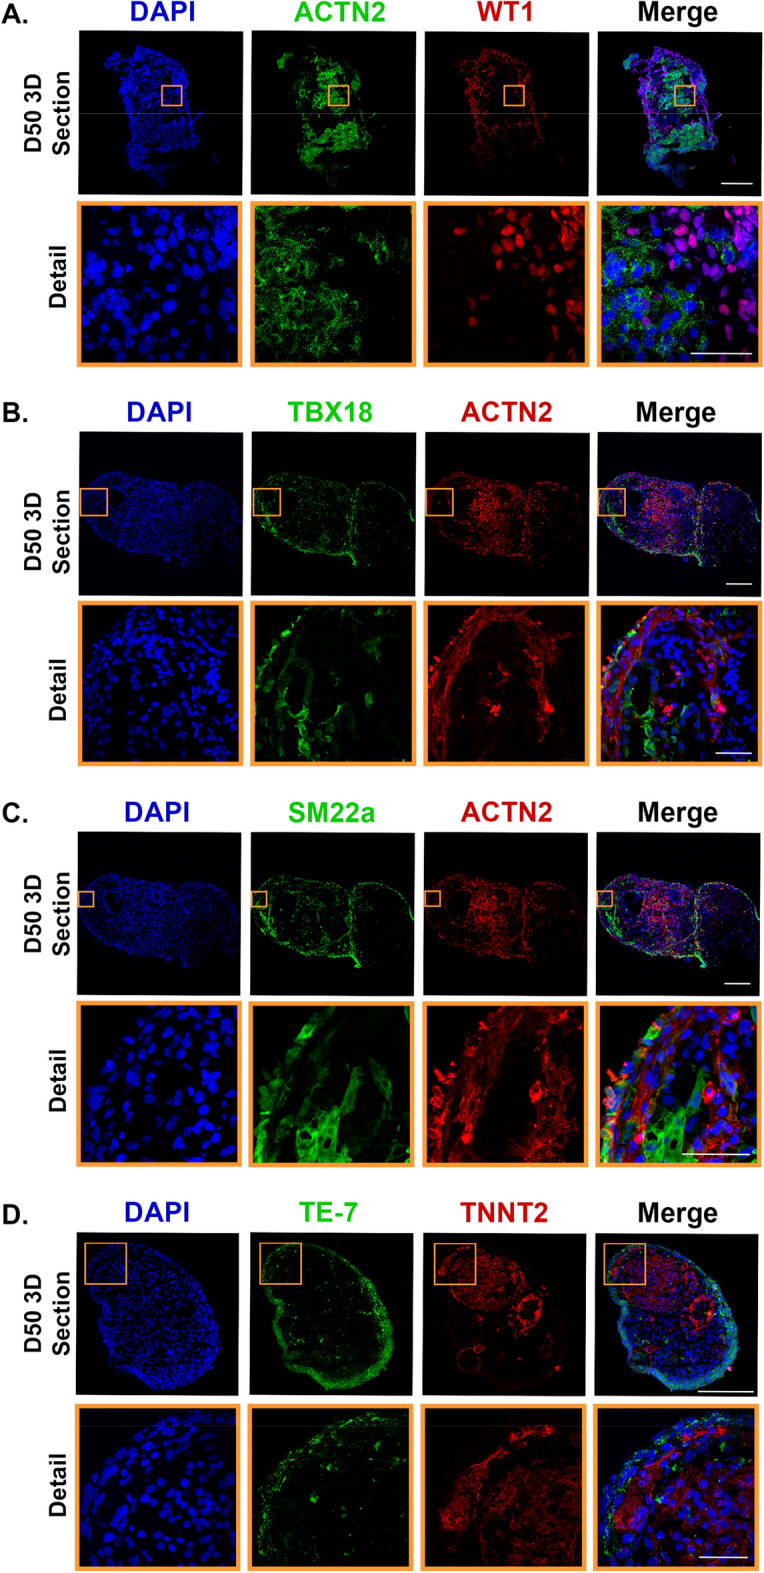
Long-term 3D culture of hOCMTs recapitulates advanced cardiac morphology and cellular heterogeneity in vitro showing markers for cardiomyocyte, epicardial and fibroblast cell types. Immunofluorescence analysis showing the representative co-specification of multiple cell type markers in 3D long-term cultured hOCMT sections on day 50 including cardiomyocytes ([**A**–**D**] ACTN2 in green or red, TNNT2 in red), epicardial cells ([**A**] WT1 in red, [**B**] TBX18 in green, [**C**] SM22a in green), epicardial/fibroblastic and smooth muscle cells ([**C**] SM22a in green), “fibroblasts” ([**D**] TE-7 in green). Nuclei were counterstained with DAPI (blue). Full 3D hOCMTs scale bar = 200 µm, Detail scale bar = 50 µm.

**Figure 4:**
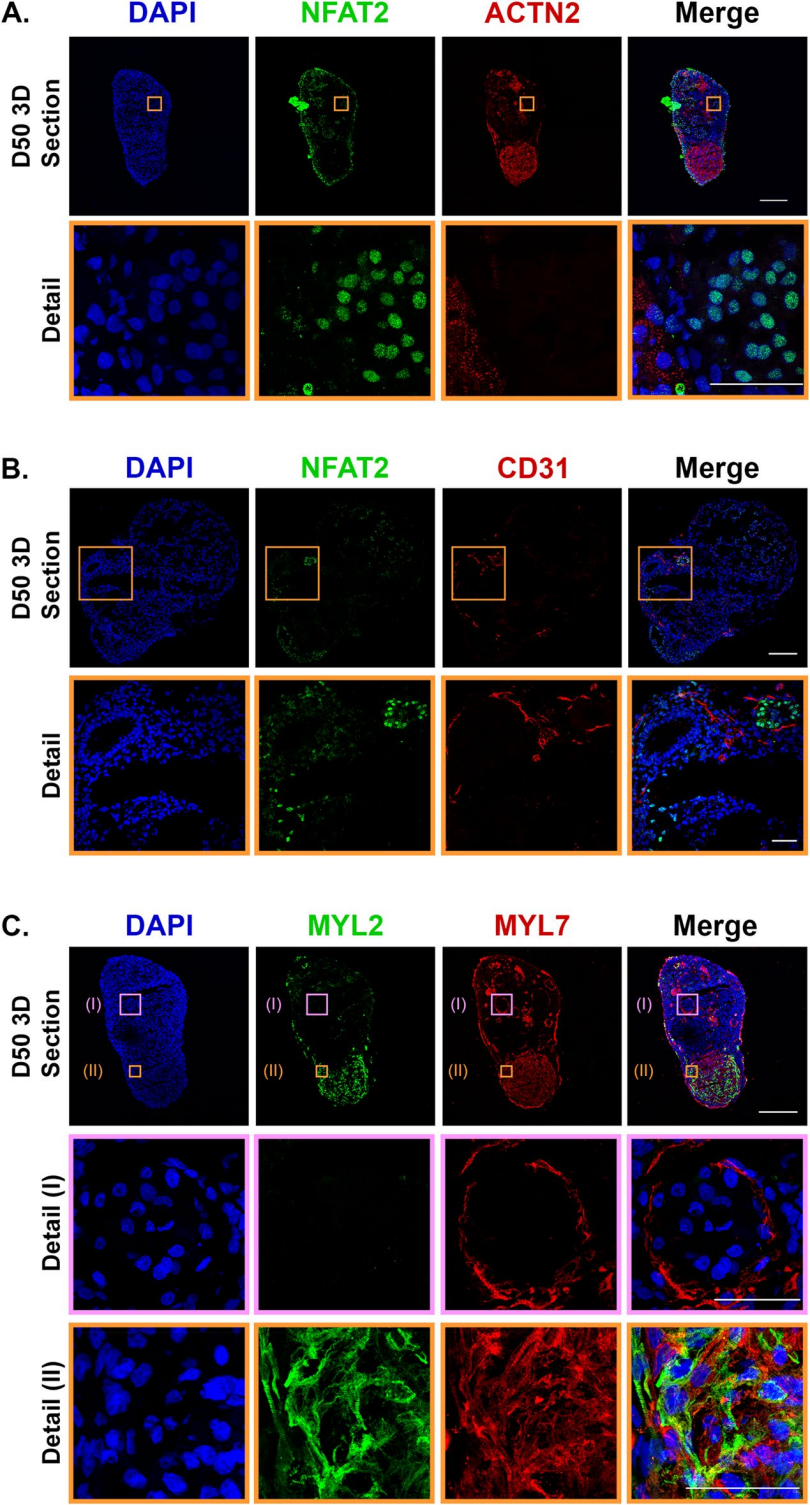
Long-term 3D culture of hOCMTs recapitulates advanced cardiac morphology and cellular heterogeneity in vitro showing markers for endocardial, endothelial, and cardiomyocyte subtypes. Immunofluorescence analysis showing the representative co-specification of multiple cell type markers in 3D hiPSCs-derived cardiac microtissue/hOCMT sections on day 50 including endocardial ([**A**,**B**] NFAT2 in green), endothelial cells ([**B**] CD31 in red), pan-cardiomyocytes ([**A]** ACTN2 in red), atrial ([**C**] MYL7 in green) and ventricular ([**C**] MYL2 in red) cardiomyocyte subtypes. Nuclei were counterstained with DAPI (blue). Full 3D hOCMTs scale bar = 200 µm, Close-up scale bar = 50 µm.

Confocal imaging showed that cells located at the periphery of the construct stained positive for markers of epicardial cells Wilms tumor protein 1 (WT1) and TBX18, in addition to epicardial/fibroblast markers TE-7 and SM22a (Tagln), which suggested the presence of these cells primarily forming an outermost layer (Fig. 3A–D). The center of the construct—instead—stained positive for cardiac troponin T2 (TNNT2) and sarcomeric α-actinin (ACTN2), thus describing the formation of a discrete cluster of cardiomyocytes. This result further confirmed the tendency of contractile cells to re-locate to the core of the construct within time in 3D culture that we noticed by using GFP-tagged cardiac troponin I (TNNI1) reporter hiPSC line (see Fig. 1B). Discrete areas could also be stained with endocardial cell markers NFAT2 and endothelial cell marker CD31 (Fig. 4A,B).

Next, we stained for ventricular (MYL2) or atrial (MYL7) Myosin Light Chain isoforms, as specific markers of atrial and ventricular cardiomyocytes or contractile cells at different stages of maturation^74^. Here we could identify two distinct pools of cardiomyocytes that stained either positive for MYL7 only, or co-stained positive MYL2 and MYL7 (Fig. 4C). This result hinted at the possibility that either differentially specified cardiomyocytes or contractile cells at different stages of maturation co-existed with the contractile core of the 3D constructs.

In recent reports, the formation of 3D cardiac organoids was associated with the developmental co-emergence of elements of endoderm and mesoderm tissues resembling the development of the heart and gut in the embryo^63,65^. We thus stained for markers of embryonic (SOX2) or adult gut tissue (ASCL2) together with markers of undifferentiated cells (MESP1, Brachyury) and detected no such cells in day 50 3D constructs (Supplementary Fig. 2A,B).

Furthermore, for cardiac morphogenesis (GATA4), Sarcoplasmic/Endoplasmic Reticulum Calcium ATPase 2 (SERCA2), smooth muscle/fibroblastic cells (α-SMA), and gap junction proteins (Connexin 43, or Cx43) were also observed within the microstructures (Supplementary Fig. 2C).

Altogether, these results confirmed that iPSC-derived 3D hOCMTs favours the survival of cardiomyocytes and contain multiple cell types of the human heart organized in distinct domains.

### Human iPSC-derived organotypic cardiac microtissues display ultrastructural organization and maturation in long-term culture

A key feature of the adult heart is the existence of a highly recognizable three-dimensional ultrastructure due to the periodical repetition of the functional units of the contractile apparatus, the sarcomere. The length and the alignment of the sarcomeres, together with the interspacing of myosin-actin myofilaments and the abundance and shape of mitochondria, are considered representative of the maturity of the contractile tissue.

We analysed the ultrastructure of the contractile core of hOCMTs and assessed how it developed with time in culture by transmission electron microscopy (TEM). TEM analysis clarified that the prototypical contractile apparatus was hardly recognizable in hOCMTs cultured for 21 days, while highly organized sarcomeres with distinct z-disks and evenly distributed myofilaments could be detected in those cultured for 50 days (Fig. 5A,B).

**Figure 5:**
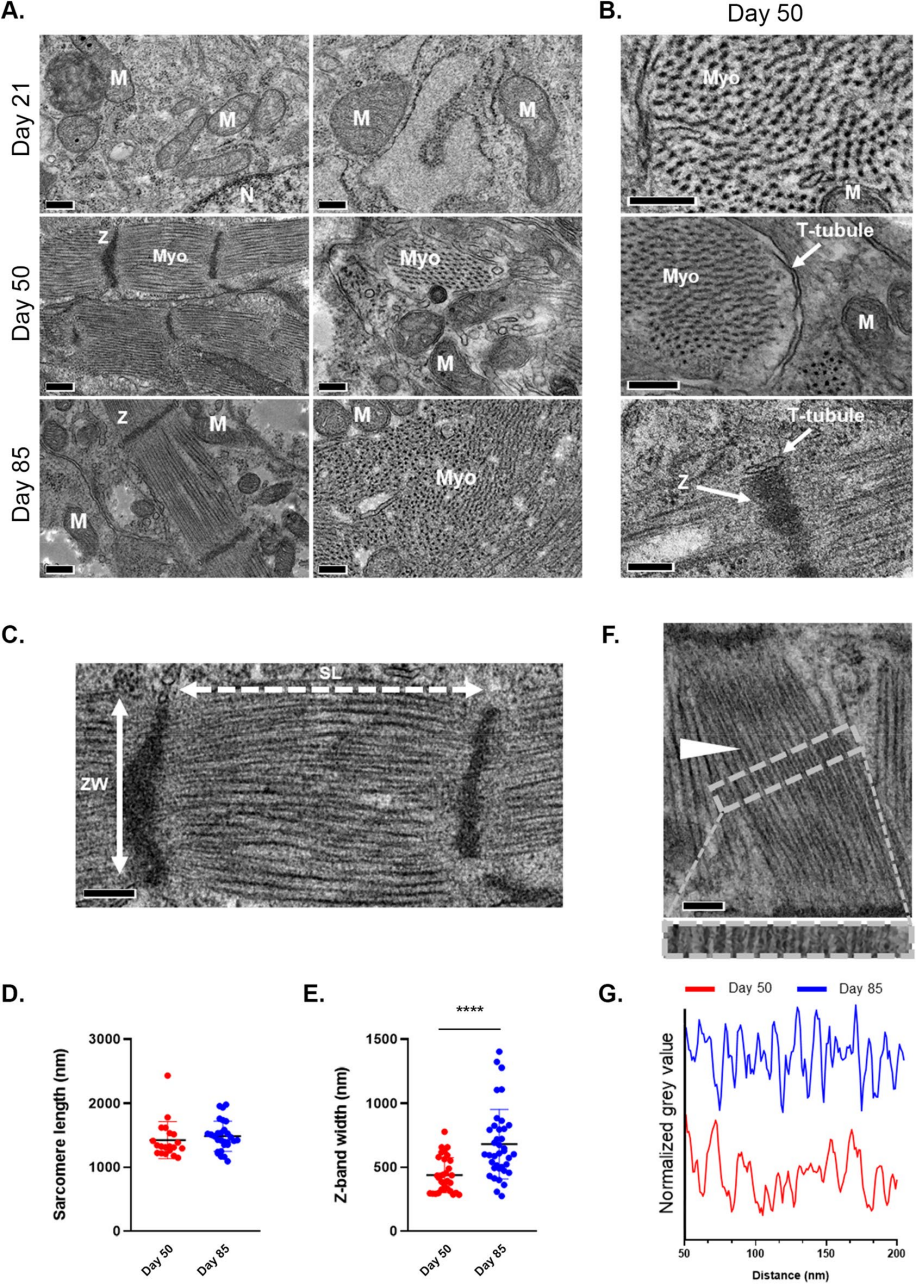
Ultrastructural analysis of 3D hOCMTs indicates enhanced maturation in 3D environment over time. (**A**) TEM images of 3D hOCMTs s showing increasing ultrastructural organization over time, from day 21 to day 85: Cardiomyocyte myofibers (Myo), Mitochondria (M) Z-band (Z), T-tubules. Scale bars = 200 nm. (**B**) Close-up images on day 50. Scale bars = 200 nm. (**C**) Representative micrograph showing sarcomere length (SL; white dotted two-headed arrow) and z-band width (ZW; cross sectional length; white solid two-headed arrow) with the corresponding sarcomere length (**D)**; day 50, 1400 ± 300 nm; day 85, 1500 ± 200 nm; N > 20, Mean ± SD)- and z-band width (**E**); day 50, 450 ± 100 nm; day 85 700 ± 250 nm; N > 30, Mean ± SD). Scale bar = 200 nm. (**F**) Micrograph showing myofiber organization (white arrow) with their relative organization as defined by the plot profile intensity on day 50 vs day 85 (**G**) of the area indicated by the grey dashed box of (**F**). Scale bar = 200 nm.

The same analysis also demonstrated that longer culture times (day 85) led to the assembly of t-tubules close to the regularly spaced myofibrils, together with the appearance of packed and elongated mitochondria (Fig. 5F and Supplementary Fig. 3). The presence of t-tubules, extensions of the sarcolemma interspersed around the contractile apparatus to maximize the efficiency of calcium exchange, is only found in mature cardiac muscle and was not reported for standard 2D monolayer cultures^75^. We found the sarcomere length to be approximately 1.5 µm (Fig. 5C,D). This value did not change at later time-points (day 85) and is consistent with the values described for young mammalian cardiomyocytes^67^. Meanwhile, Z-band was found to increase slightly in width, but not significantly, with time in culture (700 ± 250 nm on day 85 vs. 450 ± 100 nm on day 50, p < 0.0001) as to get closer to the values typical of adult heart^67^ (Fig. 5E–G).

Furthermore, TEM also demonstrated a higher amount of mitochondria and glycogen accumulation at later time-points (day 50 and 85) compared to day 21 (Supplementary Fig. 3), which suggests a metabolic shift to advanced maturation of cardiomyocytes^67^. All these features indicate hOCMTs undergo structural and metabolic maturation^67^ when cultured for long time in 3D.

### 3D long-term culture induces human iPSC-derived organotypic cardiac microtissue maturation

Contractile cell maturation can be monitored by tracking the evolution of the expression of specific genes encoding for contractile proteins. Hence, we set at investigating the transcriptional landscape of hOCMTs in order to assess the impact of time and dimensionality on the maturation of the contractile cells.

To this end, we performed bulk RNA-sequencing and differential expression analysis (DE analysis) on day 30 and 50 of the 3D culture and compared them to 2D monolayer cultures harvested at the same time-points (GEO: GSE209997), adult heart tissues and Engineered Heart Tissues (EHTs) obtained from previously published datasets (NCBI Bioproject accession numbers: PRJNA667310^76^ and PRJNA628736^77^ for adult heart, and PRJNA831794^78^ for EHTs [alias GEO: GSE201437]).

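RNA of 3D hOCMTs and of 2D monolayers derived from human iPSCs was analysed at day 30 and at day 50 of culture, with 3 samples in each of the 4 groups. Cultures of both formats were dissociated with enzymes before the RNA was extracted. Libraries were prepared with the QuantSeq FWD kit, which reads from the 3′ end of polyadenylated transcripts, so that a transcript gives about 1 count whatever its length. Each molecule carried a UMI, a short random tag by which the authors counted copies made by PCR as 1 molecule. The authors trimmed the reads with Trimmomatic, aligned them with STAR to the human genome, removed duplicates with UMI-tools and counted them per gene with featureCounts. The deposited values used here are these raw counts, for 58302 gene identifiers, of which 33863 had at least 1 count in the 12 libraries. Total counts ranged from 3323598 to 5498678 (median 4184282) for 2D monolayers at day 30, from 3423805 to 4898160 (median 3928122) for 3D hOCMTs at day 30, from 3907485 to 7915335 (median 4844148) for 2D monolayers at day 50 and from 3465023 to 4160600 (median 3741241) for 3D hOCMTs at day 50. The paper gives a depth of about 10 M reads per sample, whereas the values given here rest on the deduplicated counts, with a median of 4.04 M per library. Counts were scaled with TMM factors, which correct the library totals for differences in composition, and are given as CPM, the count in relation to the scaled library total (mean ± SD of n = 3 libraries). The factors ranged from 0.787 to 0.964 in 3D hOCMTs at day 50 and from 1.08 to 1.11 in 2D monolayers at day 50. The 13954 genes that passed edgeR's filter on low counts (filterByExpr) were tested with edgeR's quasi-likelihood test on all 12 libraries, and a gene was called higher or lower at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the limits given in the supplementary methods. With 3 counts over a group as the limit of detection, the lowest level that could be seen was 0.214 CPM in 2D and 0.248 CPM in 3D at day 30, and 0.165 CPM in 2D and 0.302 CPM in 3D at day 50. On a principal component analysis, the first component held 56.45% of the variance and separated every 3D library from every 2D library, and the next held 15.32%. The mitochondrial genome gave 20.5% ± 2.08 of the counts in 2D and 27.0% ± 0.689 in 3D at day 30, and 13.2% ± 1.10 in 2D and 29.0% ± 7.00 in 3D at day 50 (SD, n = 3). The sources used here do not state that the samples of a group came from separate differentiations, so the p-values measure the spread between these samples, which may be technical. The adult heart and EHT samples were not analysed here.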

A total of 2975 genes were found to be significantly and differentially regulated in 3D microtissues compared to monolayer cultures at day 30. This number increased to 6437 at day 50 (Fig. 6A and Supplementary Dataset 1, 2), possibly indicating a bigger divergence between 2 and 3D cultures over time.

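At day 30, among transcripts of at least 20 CPM in the higher group and with all 3 libraries of one format above all 3 of the other, *SPINK1*, a trypsin inhibitor, had the largest increase in 3D hOCMTs, from 1.17 ± 0.689 CPM in 2D to 48.8 ± 14.2 CPM in 3D (SD, n = 3). Its log2 fold change was 5.23 (standard error 0.46, adjusted p = 1.6e-06) in edgeR's quasi-likelihood test. Next came *ANGPT2*, encoding the vascular ligand angiopoietin 2, at 3.43 (standard error 0.33, adjusted p = 2.8e-06) in the same test, and *ONECUT2*, a transcription factor known from the liver, at 3.31 (standard error 0.33, adjusted p = 4.9e-06) in the same test. *TRDN-AS1* (3.15), *GPNMB* (3.05), *GPR22* (3.00), *ABCA1* (2.85) and *LRRC39* (2.78) were the other 5 of the 8 largest increases, with log2 fold changes in parentheses. *TRDN-AS1* lies antisense to the triadin gene, *LRRC39* encodes a protein of the sarcomere's M-band and *ABCA1* exports cholesterol from cells. The largest decrease was in *ALDH1A2*, which encodes an enzyme of retinoic acid synthesis and lies on chromosome 15 from 57953424 to 58497866 of GRCh38. It went from 119 ± 36.1 CPM in 2D to 1.31 ± 0.118 CPM in 3D, a log2 fold change of −6.46 (standard error 0.34, adjusted p = 1.1e-08) in the same test. The neuropeptide gene *NPY*, the smooth muscle actin gene *ACTG2* and *OLFML1* fell to low levels in 3D, at 0.80, 2.32 and 1.32 CPM, from 37.8, 66.5 and 38.0 CPM in 2D. *LRP2* (−4.74), *ITLN1* (−4.70), *COL8A1* (−4.44) and *CDKN2A* (−4.40) completed the 8 largest decreases, where *ITLN1* encodes an intelectin of mesothelial cells and *CDKN2A* an inhibitor of the cell cycle. Across all tested genes, 752 were higher and 793 were lower in 3D, 1545 in all. This count rests on a fold limit and is not comparable with the larger number that the paper gives. DESeq2 without a fold limit, a setting tried after the data were seen, gave 2973, near the paper's number. With libraries scaled by their totals only, which moved the median log2 fold change of all genes to −0.12 at this day, 607 were higher and 975 lower, so that the share of higher calls went from 48.67% to 38.37%.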

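By day 50, *IRX4*, a transcription factor of the ventricle, was among the largest increases in 3D hOCMTs and rose from 2.49 ± 0.369 CPM in 2D to 94.9 ± 14.9 CPM in 3D, and *KCNIP2*, a subunit of the cardiac transient outward potassium channel, from 1.49 ± 0.781 to 48.7 ± 13.8 CPM (SD, n = 3). *CD36* encodes a membrane transporter of long-chain fatty acids and rose from 2.69 ± 1.01 to 108 ± 21.8 CPM, a log2 fold change of 5.23 (standard error 0.26, adjusted p = 4.7e-10) in edgeR's quasi-likelihood test. *MARCHF11* (5.44), *TRDN-AS1* (5.35), *C10orf71* (5.15) and *USH1C* (5.06) were 4 further genes of the 8 largest increases (log2 fold change). The eighth, the unnamed gene ENSG00000256222, differed strongly between replicates and is uncertain, since without the third 3D library at day 50 its log2 fold change was 2.21 with an adjusted p of 0.58 in the same test, and without the second or the third 2D library at that day the adjusted p was 0.058 or 0.06 in the same test. *NNMT*, encoding nicotinamide N-methyltransferase, fell from 23.8 ± 5.16 CPM in 2D to a level under the limit of detection of 0.302 CPM in 3D, and *PTGS1*, encoding cyclooxygenase 1, from 37.0 ± 2.16 to 0.533 ± 0.718 CPM. *COL8A1* (−6.55), *ALDH1A2* (−6.43), *ITLN1* (−6.41) and *OLFML1* (−6.35) were again among the 8 largest decreases, as were *ACTG2* and *NPY*, which were at that limit in 3D and are given without a fold. Of all tested genes, 1901 were higher and 1822 lower in 3D at day 50, 3723 in all. DESeq2 without a fold limit, tried after the data were seen, gave 6436 at this day, near the paper's number. Under library totals only the counts were 1276 and 2795, with a shift of the median of all genes to −0.33, and the share of higher calls went from 51.06% to 31.34%. The median absolute log2 fold change of all tested genes was 0.324 at day 30 and 0.541 at day 50, and 9636 genes (69.1%) had a larger absolute value at day 50. Of the genes called at day 30, 580 were higher and 509 lower at both days, against 102 and 104 for independent lists of these sizes, and 24 changed direction (8 higher and then lower, 16 lower and then higher). Across genes, which are not independent replicates, the log2 fold changes of both days had a Pearson's r of 0.664 and a Spearman's rho of 0.574. The difference between formats itself changed between the days for 2056 genes, with a shift towards 3D in 1055 and towards 2D in 1001, as tested with the interaction of format and day in the same model. From the larger number of regulated genes at day 50, the paper proposes that 2D and 3D cultures diverged further over time.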

**Figure 6:**
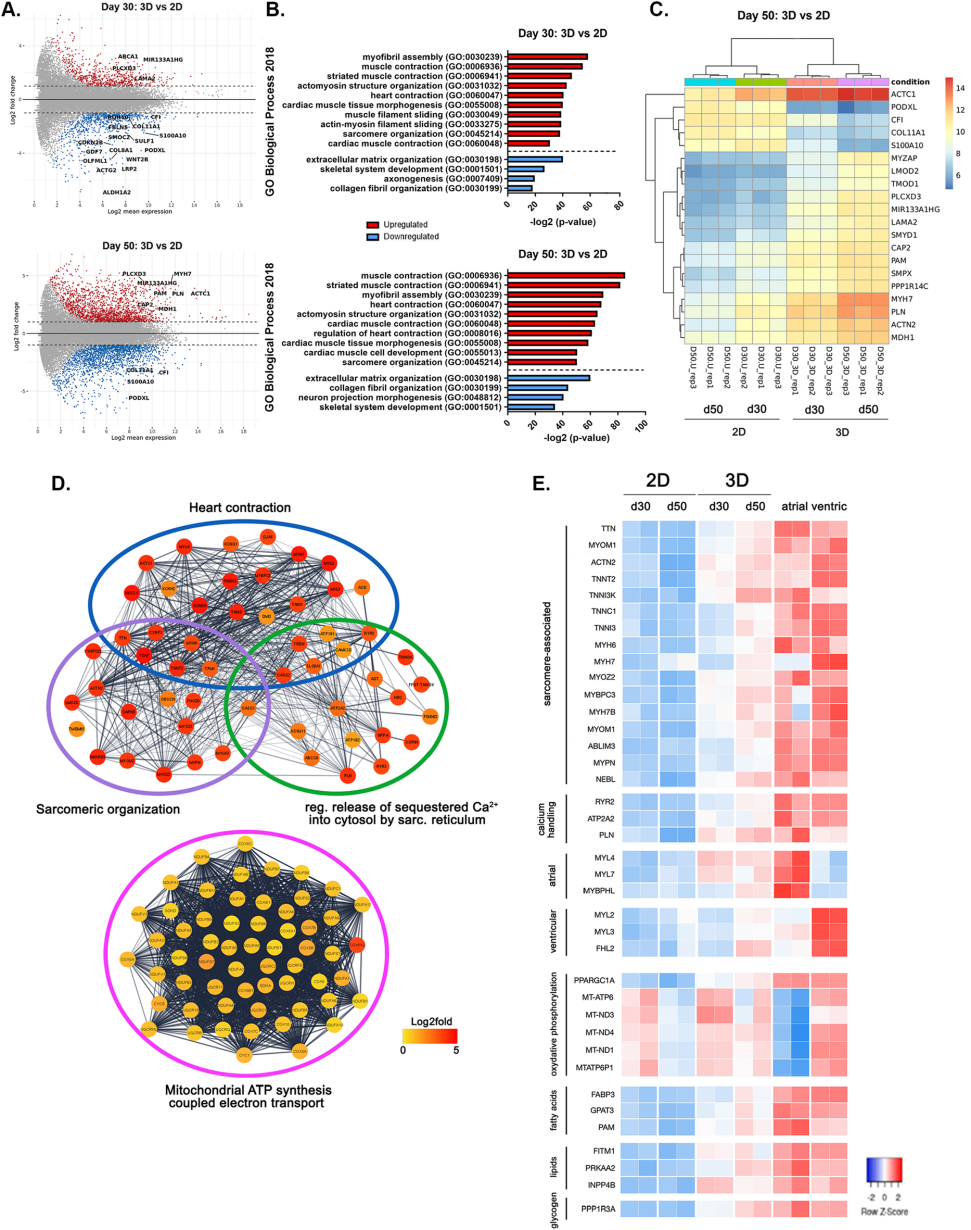
3D long-term cultures induce improved cardiac specification and cardiomyocyte maturation at transcriptional level. (**A**) MA plot of the differentially regulated genes between 2D monolayer and 3D hOCMTs at day 30 (up) and day 50 (down) (log2 mean, p.adj < 0.05). (**B**) Graph representing the − log2value adjusted p-value of significantly upregulated (red) or downregulated (blue) GO Biological process categories when comparing 3D hOCMTs and 2D monolayers at day 30 (up) and day 50 (down) (p.adj < 0.05). (**C**) Heatmap representing the log2fold change for the top 20 differentially regulated genes between 2D monolayer and 3D hOCMTs at day 50 (p.adj < 0.05). (**D**) STRING network of the upregulated genes at day 50 hOCMTs as compared to monolayer cultures for the indicated GO biological processes categories by Cytoscape (Kappa score = 0.3). Log2fold change for the nodes (genes) is represented using a color-coded scale. (**E**) Heatmap encoding for log2fold changes in selected cardiac genes for the 3D hOCMTs and the 2D monolayers at both time-points in comparison with available datasets for adult human atrial and ventricular tissues (p.adj < 0.05).

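Genes of the contractile apparatus were higher in 3D hOCMTs than in 2D monolayers at both days. Of the cardiac transcription factors and ion channels, fewer were higher at day 30 than at day 50. At day 30, 30 of the 36 genes of a sarcomere list were higher in 3D, 1 was lower and 5 did not pass (32 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 1.68. The abundant members *TTN*, encoding titin, and *TPM1*, encoding α-tropomyosin, had log2 fold changes of 1.95 and 1.11 at day 30, whereas *DES*, encoding the intermediate filament desmin, fell by 1.64. Of 11 cardiac transcription factors, 5 were higher and none was lower at day 30 (6 and 0 when adjusted over the list alone), among them *NKX2-5* (1.23), *TBX5* (1.11), *MEF2A* (1.11), *HAND2* (1.10) and *MYOCD* (1.47), or 3 higher without the third 2D library at day 30 or under library totals only. At day 50, 9 of the 11 were higher, none was lower, and *GATA6* (0.38) and *ISL1* (0.91) did not reach the fold limit (9 and 0 when adjusted over the list alone). *NKX2-5*, which specifies cardiac cells early, went from 7.26 ± 2.96 CPM in 2D to 159 ± 42.6 CPM in 3D at day 50, and *GATA4* had a log2 fold change of 2.14 (standard error 0.19, adjusted p = 1.8e-07) in edgeR's quasi-likelihood test. Of 13 genes of cardiac ion channels and connexins, 5 were higher at day 30 and *KCNJ2*, of the inward rectifier channel, was lower, as when adjusted over the list alone, and 10 were higher at day 50 (10 when adjusted over the list alone). The pacemaker channel gene *HCN4* rose by 1.30 and 3.34 (log2) at the 2 days, whereas the connexin gene *GJA1* had log2 fold changes of −0.70 and 0.19, which did not pass. Markers of other cells moved with these genes, since 10 of 12 genes of gut, liver and endoderm were higher in 3D at day 30 with a median of 2.50 (10 when adjusted over the list alone), and 6 were higher and 1 was lower at day 50 (6 and 1 when adjusted over the list alone), or 3 higher without the first or the second 3D library at that day and 2 higher under library totals only. *AFP* and *ALB*, both genes of secreted liver proteins, had log2 fold changes of 2.74 and 2.46 at day 30. Of 14 fibroblast markers, 8 were lower in 3D at day 30, among them *LUM*, which fell by 1.84 (log2). Tested against all other genes with camera at a preset correlation, the sarcomere list was higher at day 30 (adjusted p = 4.4e-36) and the transcription factors at day 30 (adjusted p = 1.8e-05) and day 50 (adjusted p = 3.4e-10). At day 30 the call of *NKX2-5* was lost without the first 2D (0.92), the third 2D (1.09) or the second 3D library (1.18), that of *TBX5* without the third 2D library (0.96), that of *HAND2* without the first 3D library (0.98) and that of *KCNJ2* without the third 2D (−1.06), the first 3D (−1.43) or the third 3D library (−1.36), and *TPM1* (0.995), *MEF2A* (0.99) and *HAND2* (0.98) lay below the fold limit under library totals only. With an estimated correlation, the call of the transcription factors at day 30 was lost (adjusted p = 0.053 with an estimated correlation), and those of the sarcomere list and of the ion channels were not, at adjusted p = 0.022 and 0.024 at day 30. The lists were fixed before the counts were tested, but top values and heatmaps of the paper had been seen when the genes to name were chosen. Members of the sarcomere list such as *ACTC1*, *ACTN2* and *TNNT2* are also named by the paper for these samples. The list is therefore not wholly independent of them. GO categories were not tested.

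**Figure D1:**
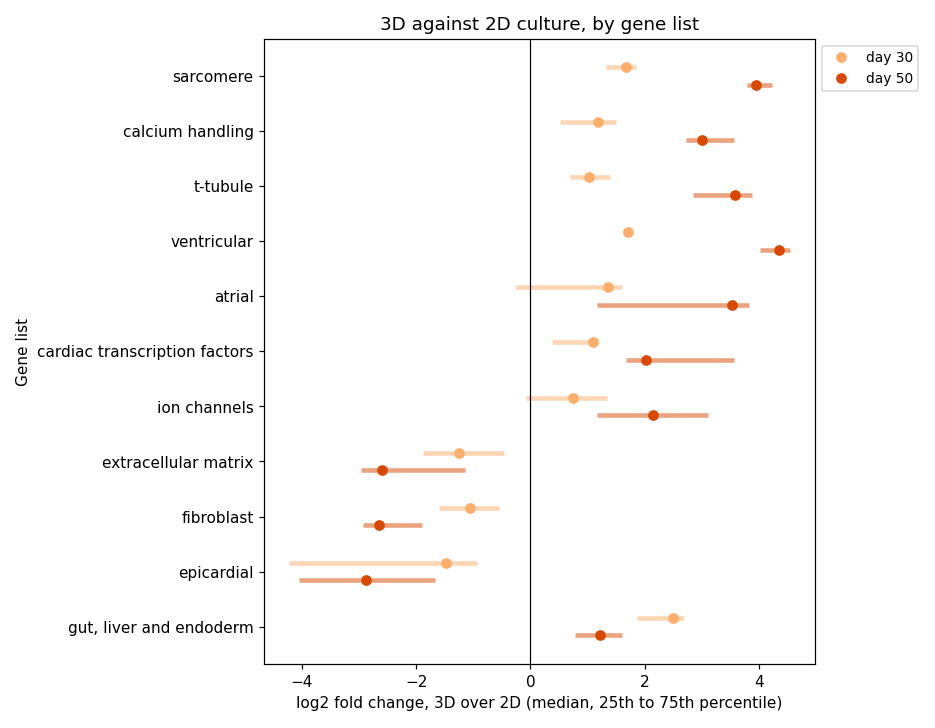
Log2 fold change of 11 gene lists between 3D hOCMTs and 2D monolayers at day 30 (light) and day 50 (dark). The horizontal axis gives the log2 fold change of 3D over 2D, points are the median over the tested genes of a list and bars span the 25th to the 75th percentile; the ventricular list lies at 1.70 at day 30 and at 4.34 at day 50.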

The functional annotation at both time-points revealed that the genes differentially regulated 3D hOCMTs had a fingerprint for cardiogenesis, which included the categories of myofibril assembly and sarcomeric organization, muscle contraction and cardiac tissue morphogenesis (Fig. 6B). As an example, the top 20 deregulated genes at day 50 between 3D and monolayer cultures included genes which are well known to be involved in cardiac muscle maturation and function, namely cardiac muscle α-actin (*ACTC1*), sarcomeric α-actinin (*ACTN2*), phospholamban (*PLN*) and myosin heavy chain 7 (*MYH7*) (Fig. 6C). 

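All 4 genes were higher in 3D hOCMTs than in 2D monolayers at both days, and the difference between the formats was larger at day 50 than at day 30 for each of them in the interaction of format and day, tested with edgeR. *ACTC1* lies on chromosome 15 from 34788096 to 34796139 of GRCh38 and reached 1249.9 ± 241 CPM in 2D and 4211 ± 145 CPM in 3D at day 30, and 439 ± 73.1 CPM in 2D and 6688 ± 1017 CPM in 3D at day 50 (SD, n = 3). At day 50 this was a 15.2-fold difference, a log2 fold change of 3.93 (standard error 0.21, adjusted p = 6.4e-10) in edgeR's quasi-likelihood test. *ACTN2*, which crosslinks actin at the Z-disc and lies on chromosome 1 from 236686454 to 236764631, stood at 187 ± 42.9 CPM in 2D and 601 ± 54.0 CPM in 3D at day 30, and 64.6 ± 4.86 CPM in 2D and 993 ± 146 CPM in 3D at day 50. Its log2 fold change at day 50 was 3.94 (standard error 0.20, adjusted p = 4.7e-10) in the same test, 15.4-fold. *PLN* encodes the inhibitor of the calcium pump of the sarcoplasmic reticulum and lies on chromosome 6 from 118548298 to 118560730, with 308 ± 63.7 CPM in 2D and 874 ± 92.6 CPM in 3D at day 30, and 112 ± 3.45 CPM in 2D and 1686 ± 332 CPM in 3D at day 50. This gave 15.0-fold at day 50, or 3.91 (standard error 0.20, adjusted p = 5.3e-10) on the log2 scale in the same test. *MYH7*, the slow myosin heavy chain of the ventricle, lies on chromosome 14 from 23412738 to 23435718 next to its close paralog *MYH6*, with which it may share reads, and showed 204 ± 50.0 CPM in 2D and 663 ± 86.6 CPM in 3D at day 30, and 93.3 ± 17.5 CPM in 2D and 2052 ± 58.3 CPM in 3D at day 50. It had the largest difference of the 4 genes at day 50, 22.1-fold, with a log2 fold change of 4.46 (standard error 0.22, adjusted p = 4.6e-10) in the same test. The fibroblast marker *POSTN* went the other way at day 50, with 1025 ± 177 CPM in 2D and 130 ± 18.9 CPM in 3D. For each of the 4 genes the lowest 3D library lay above the highest 2D library at both days (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow).

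**Figure D2:**
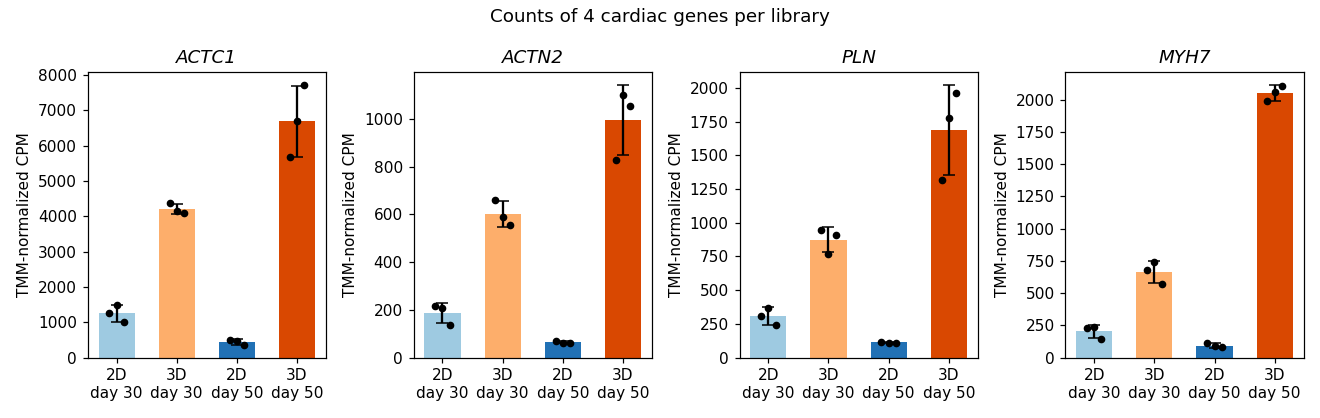
TMM-normalized CPM of *ACTC1*, *ACTN2*, *PLN* and *MYH7* in each library of 2D monolayers (blue) and 3D hOCMTs (orange) at day 30 and day 50. Bars are means, error bars the SD of 3 libraries and points the libraries; the mean of *ACTC1* in 3D at day 50 is 6688 CPM.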

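Collagens and other matrix genes were higher in 2D monolayers than in 3D hOCMTs at both days, and markers of fibroblasts and of the epicardium moved with them. Of 34 genes of the extracellular matrix, 20 were lower in 3D at day 30, *LAMA2* alone was higher and 13 did not pass (20 and 1 when adjusted over the list alone), with a median log2 fold change of −1.26. At day 50, 28 were lower and *COL4A2* (1.04) and *LAMA2* (3.66), both of the basement membrane, were higher (28 and 2 when adjusted over the list alone), with a median of −2.59, where *COL4A2* lay at the fold limit and did not pass without the second 2D (0.99), the third 2D (0.88), the first 3D (0.98) or the third 3D library at day 50 (0.93), nor under library totals only (0.70). *COL1A1*, the major chain of type I collagen on chromosome 17 from 50183289 to 50201632 of GRCh38, had 6419.6 ± 853 CPM in 2D and 2685 ± 112 CPM in 3D at day 30, and 8344 ± 938 and 1396 ± 403 CPM at day 50 (SD, n = 3). Its log2 fold changes were −1.26 (standard error 0.20, adjusted p = 3.3e-04) and −2.58 (standard error 0.21, adjusted p = 6.6e-08) in edgeR's quasi-likelihood test. *COL3A1* (−2.74), *COL1A2* (−3.05) and *SPARC* (−2.97) were the next most abundant members, with their log2 fold changes at day 50. Of 14 fibroblast markers, 8 were lower and none was higher in 3D at day 30, and 12 were lower and none was higher at day 50 (8 and 12 when adjusted over the list alone), where collagen genes belong to both lists. The medians were −1.06 and −2.65. *DCN*, encoding decorin, fell by 1.85 (log2) at day 50 and had −0.04 at day 30, *THY1*, encoding the surface marker CD90, fell by 2.46 and 2.78, and the fibroblast markers *TCF21* (−0.36) and *S100A4* (−0.24) did not pass at day 50. Of 12 epicardial and mesothelial markers, 8 were lower and 1 was higher at day 30, and 9 were lower and 2 were higher at day 50 (9 and 2 when adjusted over the list alone), or 1 higher under library totals only. The matrix list was lower in 3D with camera at a preset correlation at both days (adjusted p = 7.6e-19 and 2.6e-21), and with an estimated correlation (adjusted p = 0.022 and 0.0048), and so was the fibroblast list (adjusted p = 0.022 and 0.0048 with an estimated correlation).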

On the contrary, 2D cultures showed an increased expression in ECM-related genes, most likely as a result of the predominance of cardiac fibroblast population in monolayer culture (Fig. 6B,C and Supplementary Fig. 4).

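Nearly the whole contractile apparatus was higher in 3D hOCMTs at day 50, from the thick and thin filaments to the Z-disc, the M-band and titin. Of the 36 sarcomere genes, 35 were higher, none was lower and *DES*, with a log2 fold change of −0.10, did not pass (35 higher when adjusted over the list alone), and the median was 3.94, or 15.4-fold. The epicardial marker *SEMA3D* was lower in the same libraries, with 186 ± 23.3 CPM in 2D and 20.2 ± 3.83 CPM in 3D (SD, n = 3). Among the troponins, which make contraction depend on calcium, *TNNT2* had 133 ± 43.6 CPM in 2D and 2346 ± 510.0 CPM in 3D (SD, n = 3), a log2 fold change of 4.14 (standard error 0.29, adjusted p = 9.2e-09) in edgeR's quasi-likelihood test. *TNNC1* had 4.48, the fetal isoform gene *TNNI1* 3.62 and the adult isoform gene *TNNI3* 4.27 on the same scale. Of the myosin chains, *MYH6* had 226 ± 23.7 and 2476 ± 774 CPM, *MYL2* 5.92 ± 1.30 and 137 ± 27.7 CPM and *MYL3* 20.8 ± 9.06 and 380.1 ± 58.0 CPM in 2D and 3D. *TTN*, which spans the sarcomere from Z-disc to M-band and lies on chromosome 2 from 178525989 to 178830802 of GRCh38, went from 1092 ± 415 to 14903 ± 2686 CPM, a log2 fold change of 3.77 (standard error 0.33, adjusted p = 1.3e-07) in the same test. *MYOZ2*, encoding a partner of calcineurin at the Z-disc, had 4.14 (standard error 0.20, adjusted p = 4.1e-10) and *DMD*, encoding dystrophin, 1.79 (standard error 0.17, adjusted p = 2.4e-07) in the same test. The largest value of the list was 5.34, and *MYBPC3* (3.97), *CSRP3* (3.93) and *TCAP* (4.84) were among the rest. Of 15 contractile genes that the study names on these samples, which are not independent evidence, 13 were higher at day 30 and 15 at day 50 (14 and 15 when adjusted over the list alone), and *TNNC1* (1.09) and *DMD* (0.40) were those that did not pass at day 30. With camera the sarcomere list stood above all other genes at day 50 (adjusted p = 3.5e-57, and 0.0035 with an estimated correlation).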

Clustering analysis of the genes upregulated in 3D hOCMTs compared to 2D monolayer cultures at day 50 showed a highly interconnected network of genes involved in heart contraction and sarcomeric organization, which included important structural proteins of the contractile apparatus such as *ACTC1*, *ACTN2*, troponins (*TNNT2*, *TNNC1*, *TNNI1*, *TNNI3*), myosin heavy (*MYH6*, *MYH7*) and light (*MYL2*, *MYL3*) chains, dystrophin (*DMD)*, titin (*TTN)*, obscurin (*OBSCN*) and myozenin 2 (*MYOZ2*), among many others (Fig. 6D).

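The genes of calcium release and uptake by the sarcoplasmic reticulum were higher in 3D hOCMTs, 8 of 13 at day 30 and 11 of 13 at day 50. The medians of other cell types in these libraries were −1.06 and −2.65 for fibroblast markers, −1.47 and −2.87 for epicardial and mesothelial markers and 2.50 and 1.21 for genes of gut, liver and endoderm at the 2 days (log2). *ATP2A2*, the calcium pump SERCA2 on chromosome 12 from 110280756 to 110351093 of GRCh38, had 228 ± 19.3 CPM in 2D and 1512 ± 221 CPM in 3D at day 50 (SD, n = 3), a log2 fold change of 2.73 (standard error 0.17, adjusted p = 2.7e-09) in edgeR's quasi-likelihood test. *RYR2*, the release channel of cardiac muscle, went from 87.2 ± 15.3 to 799 ± 28.7 CPM, 3.20 (standard error 0.18, adjusted p = 1.2e-09) on the log2 scale in the same test. *TRDN* and *CASQ2*, whose products hold calcium at that channel, had 3.69 (standard error 0.28, adjusted p = 3.2e-08) and 3.72 (standard error 0.25, adjusted p = 7.8e-09) in the same test. *CASQ2* did not pass at day 30, with 4.78 ± 0.942 CPM in 2D and 5.65 ± 1.92 CPM in 3D, and reached 62.8 ± 15.2 CPM in 3D at day 50. *RYR3* and *CASQ1* were also higher at day 50 at lower counts, with 3.64 ± 0.776 and 40.03 ± 10.1 CPM for *RYR3* and 1.99 ± 0.577 and 12.7 ± 3.47 CPM for *CASQ1*. *FKBP1B*, a regulator of the release channel, was the gene of the list that fell at day 30, by 1.17 (log2), and at day 50 it and *ASPH* did not pass, at −0.10 and 0.24. Adjusted over the list alone, the counts were again 8 higher and 1 lower at day 30 and 11 higher at day 50, and the median log2 fold changes were 1.18 and 3.00. Of 7 genes of t-tubule formation, 3 were higher at day 30, and 6 were higher and 1 was lower at day 50 (4 and 6 higher when adjusted over the list alone). *JPH2*, which ties t-tubules to the reticulum, rose by 3.49 and *NEXN* by 2.19 at day 50, whereas *BIN1*, which bends the t-tubule membrane, fell by 1.70. Both lists were higher with camera at day 50 (adjusted p = 5.9e-17 and 3.7e-06, and 0.0042 and 0.0093 with an estimated correlation). Of 5 genes of natriuretic peptides and cardio-renal hormones, 3 were higher at day 30 and 4 at day 50 (3 and 4 when adjusted over the list alone), and the receptor gene *NPR1* was lower at day 50 (−1.98). *NPPA*, encoding atrial natriuretic peptide, rose from 75.9 ± 4.52 to 1049 ± 218 CPM, *CORIN*, encoding the protease that activates it, from 6.75 ± 3.76 to 79.7 ± 12.3 CPM, and *AGT*, encoding angiotensinogen, from 11.3 ± 1.27 to 72.9 ± 17.3 CPM. A list of 13 genes that the study names for these functions, which is not independent evidence, had 10 higher at day 30 and 13 at day 50 (10 and 13 when adjusted over the list alone).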

In good agreement with the presence of t-tubules in 3D hOCMTs and their drift towards a more mature intracellular Ca^2+^-dependent contraction, we detected the enhanced expression of the SERCA Ca-ATPase 2 (*AT2A2*) and its inhibitor phospholamban (*PLN*), triadin (*TRDN*), ryanodine receptors (*RYR2* and the Purkinje’s cell specific *RYR3*), calsequestrins (*CASQ1*, *CASQ2*), as well as genes related to cardio-renal homeostasis angiotensinogen, atrial natriuretic peptide and corin (*AGT*, *NPPA*, *CORIN*). 

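Subunits of NADH:ubiquinone oxidoreductase (complex I) and of cytochrome c oxidase (complex IV) encoded in the nucleus were higher in 3D hOCMTs at day 50. Of 36 tested subunits of complex I, 25 were higher, none was lower and 11 did not pass (25 higher when adjusted over the list alone), and 33 were higher where no fold limit was set. The median log2 fold change was 1.17, far below that of the sarcomere genes at the same day, among them *NEBL* (3.63), while fibroblast markers such as *LUM* (−2.72) were lower. The core subunit *NDUFS1* and the catalytic subunit *NDUFV1* had log2 fold changes of 1.05 and 1.32. Among the most abundant members, *NDUFA1* went from 152 ± 62.1 CPM in 2D to 355 ± 172 CPM in 3D (SD, n = 3) and *NDUFS6* from 160.4 ± 29.7 to 367 ± 89.4 CPM, whereas *NDUFS5* (0.58) and *NDUFAB1* (0.86) did not pass. Of 12 tested subunits of complex IV, 10 were higher and none was lower (10 when adjusted over the list alone), with a median of 1.45. *NDUFA4*, a subunit of complex IV on chromosome 7 from 10931951 to 10940256 of GRCh38, had 349 ± 12.7 CPM in 2D and 897 ± 189 CPM in 3D, a log2 fold change of 1.36 (standard error 0.17, adjusted p = 4.9e-06) in edgeR's quasi-likelihood test. *COX6A2*, the isoform of heart and skeletal muscle, rose by 3.90 (log2), and *COX7C*, *COX6C* and *COX4I1* by 1.30, 1.02 and 1.16. The mitochondrial genome's share of the counts was also higher in 3D, in all 3 libraries at each day. With camera, complex I was higher than other genes (adjusted p = 4.5e-08, and 0.043 with an estimated correlation), and the call of complex IV (adjusted p = 2.7e-06) was lost at adjusted p = 0.055 with an estimated correlation. Under library totals only, 3 of the 36 subunits of complex I passed both limits and 26 passed without the fold limit, and *NDUFS1* (0.72), *NDUFV1* (0.97), *COX7C* (0.94), *COX6C* (0.68) and *COX4I1* (0.82) were below it. *COX6C* was also below the limit without the first 2D (0.82), the second 2D (0.97) or the second 3D library at day 50 (0.79).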

Interestingly, in accordance with the marked increase in the number of mitochondria observed in the TEM images (see Fig. 5A, Supplementary Fig. 3), day 50 3D hOCMTs showed an upregulation in the network of genes associated with mitochondrial ATP synthesis coupled electron transport, including several NADH:ubiquinone oxidoreductase and Cytochrome c oxidase subunits (Fig. 6D).

Since long-term 3D cultures seemed to be able to promote the maturation of hOCMTs, we set at comparing the transcriptomic landscape of our in vitro constructs with available datasets obtained from adult atrial and ventricular heart tissues^76,77^ (Fig. 6E).

Sample clustering showed that day 50 3D hOCMTs were closer to adult heart at transcriptional level, with the most similar levels being associated with the expression of several sarcomere-associated genes, including *TTN*, *ACTN2*, troponins (*TNNT2*, *TNNI3K*, *TTNC1*, *TNNI3*) and Myosin heavy chains (*MYH6, MYH7, MYH7B*), as well as important components of the calcium handling apparatus (*RYR2, ATP2A2, PLN*). 

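Genes of both atrial and ventricular cardiomyocytes were higher in 3D hOCMTs than in 2D monolayers at day 50, and the atrial light chains were the more abundant. Of 9 tested atrial genes, 8 were higher and *NR2F1*, an atrial transcription factor, was lower (−1.58), as when adjusted over the list alone, with a median log2 fold change of 3.54. Sarcomere genes as a whole had a median of 3.94 at that day, fibroblast markers −2.65 and epicardial and mesothelial markers −2.87. *MYL7*, the atrial regulatory light chain on chromosome 7 from 44138864 to 44141332 of GRCh38, had 145 ± 10.9 CPM in 2D and 2041 ± 440.4 CPM in 3D at day 50 (SD, n = 3), a log2 fold change of 3.82 (standard error 0.22, adjusted p = 1.7e-09) in edgeR's quasi-likelihood test. *MYL4*, the atrial essential light chain, had 60.5 ± 15.6 CPM in 2D and 1056 ± 383 CPM in 3D, a log2 fold change of 4.13 (standard error 0.30, adjusted p = 1.8e-08) in the same test. *MYBPHL*, a myosin-binding protein of the atrium, was at 9.51 ± 1.57 CPM in 3D and 0.407 ± 0.381 CPM in 2D. *NR2F2*, a regulator of atrial identity, rose by 1.11 (log2; 0.76, below the fold limit, under library totals only), and the gene of the atrial potassium channel subunit *KCNJ3* by 1.54. All 6 ventricular genes were higher at day 50, with a median of 4.34 (6 when adjusted over the list alone). The ventricular light chain genes *MYL2* and *MYL3* had log2 fold changes of 4.56 (standard error 0.19, adjusted p = 2.0e-10) and 4.22 (standard error 0.36, adjusted p = 8.9e-08) in the same test. *FHL2* had 47.3 ± 6.00 CPM in 2D and 283 ± 62.1 CPM in 3D and *HEY2*, a ventricular transcription factor, rose by 3.94. At day 30, 4 atrial genes and 6 ventricular genes were higher and none was lower (5 and 6 when adjusted over the list alone). The ventricular list was higher than other genes with camera at both days (adjusted p = 0.02 and 0.0035 with an estimated correlation), and the atrial list at day 50 (adjusted p = 0.0081 with an estimated correlation) but not at day 30 (adjusted p = 0.074 with an estimated correlation). Of 28 genes that the study names in its comparison with adult heart and EHTs, which are not independent evidence, 24 were higher in 3D at day 30 and 28 at day 50 (26 and 28 when adjusted over the list alone).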

Consistent with our immunostaining results, day 50 3D microtissues displayed both atrial (*MYL4*, *MYL7*, *MYBHL*) and ventricular (*MYL2*, *MYL3*, *FHL2*) chamber markers (Fig. 6E). In accordance with the increased number of mitochondria (see Fig. 5A, Supplementary Fig. 4), and the upregulation of mitochondrial ATP-synthesis related transcript (Fig. 6D), the comparison of day 50 hOCMTs also showed similar clusters on metabolic genes to adult heart, such as oxidative phosphorylation (*PPPARGC1A, MT-ATP6*)*,* fatty acid metabolism (*FABP3, GPAT3, PAM*), lipid metabolism (*FITM1, PRKAA2, INPP4B*)*,* and glycogen metabolism (*PPP1R3A*).

Finally, we compared the transcriptome of our 3D hOCMTs to Engineered Heart Tissue (EHT)^31,78^, a well-established model of 3D cardiac tissue obtained from hiPSCs. The analysis demonstrated that 3D long-term culture (day 50) prompted the expression of similar levels of genes encoding for sarcomere-associated proteins, which included *TTN*, *ACTN2*, troponins (*TNNT2*, *TNNI3K*, *TNNI3*), Myosin heavy chain *(MYH7*), calsequestrins (*CASQ2*) among many others (Supplementary Fig. 5).

Overall, transcriptomics analysis confirmed that our long-term 3D protocol induced hiPSCs cardiac specification and cardiomyocyte maturation at a metabolic, calcium handling and sarcomeric level. The maturation of 3D hOCMTs is strongly promoted by time in culture.

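Between day 30 and day 50, part of the sarcomere and of the calcium handling genes rose in 3D hOCMTs, and part of the sarcomere genes fell in 2D monolayers over the same days. In 3D, 18 of 36 sarcomere genes rose, none fell and 18 did not pass (18 when adjusted over the list alone, and 11 under library totals only), with a median log2 fold change of 1.01. Markers of other cells had lower medians in the same 3D libraries, −0.85 for fibroblast markers, −0.81 for epicardial and mesothelial markers and −1.63 for genes of gut, liver and endoderm. Of the 14 fibroblast markers 4 fell and 1 rose (4 and 1 when adjusted over the list alone), or 7 fell under library totals only or without the first 3D library at day 50 and 2 without the third, and the camera calls of the fibroblast and the gut, liver and endoderm lists were lost at adjusted p = 0.091 and 0.12 with an estimated correlation. In 2D the median of the fibroblast markers was 0.64, with a camera call that was lost at adjusted p = 0.12 with an estimated correlation. *TNNI3*, the adult cardiac troponin I on chromosome 19 from 55151767 to 55157773 of GRCh38, went from 79.3 ± 22.3 to 486 ± 117 CPM (SD, n = 3), a log2 fold change of 2.61 (standard error 0.25, adjusted p = 7.1e-06) in edgeR's quasi-likelihood test. *XIRP2*, of the intercalated disc, had 2.85 (standard error 0.27, adjusted p = 5.0e-06) and *MB*, encoding the oxygen carrier myoglobin, 2.64 (standard error 0.38, adjusted p = 1.7e-04) in the same test. *SNX22* (4.42), *NMRK2* (3.59), *CASQ2* (3.51), *LMOD3* (3.05) and *SPOCK2* (2.91) were the others of the 8 largest increases, where *NMRK2* is a muscle kinase of NAD synthesis and *LMOD3* a protein of actin filament assembly. *SPINK1* fell by 4.37, the BMP inhibitors *GREM1* and *BMPER* by 3.66 and 2.89, the phosphodiesterase gene *PDE5A* by 2.88 and the WNT inhibitor *FRZB* by 2.81, together with *ABO* (−4.18), *DOC2B* (−3.08) and *GRIA4* (−2.86). *GREM1* had 204 ± 236 CPM in 3D at day 30, where the third library gave most of the counts, and fell by 2.06 without it. Of 13 calcium handling genes, 5 rose in 3D and none fell (5 when adjusted over the list alone), namely *CASQ2*, *RYR2* (1.23), *JPH2* (1.29), *SLC8A1* (1.43) and *HRC* (1.21). In 2D, 21 sarcomere genes fell and none rose (21 when adjusted over the list alone), with a median of −1.19, among them *TCAP* (−3.19), *ACTC1* (−1.51) and *MYL7* (−1.59). The cardiac gene *FBXL22* and the skeletal actin gene *ACTA1* fell by 3.65 and 2.91, and the epithelial gene *CLDN6* by 4.09, while the unnamed genes ENSG00000256222, ENSG00000232196 and ENSG00000255823 and *MTND1P23*, a pseudogene that may share reads with the mitochondrial genome, also among the 8 largest decreases, varied widely between replicates. ENSG00000256222 lost its call without the third 2D library at day 30 (−7.88) or any 2D library at day 50 (−8.66, −8.74 and −8.66), and ENSG00000255823 without the first 2D library at day 30 (−0.87) or the second (−3.75) or the third (−3.98) at day 50, while ENSG00000232196 had −4.20 without the first 2D library at day 30. The largest increases in 2D were in *FNDC1* (4.14), *EMX2* (3.83), *SPARCL1* (3.70) and *OGN* (2.79), and further in *PTGER3* (2.62), *PDE8B* (2.62), *LAMA4* (2.49) and *EMP1* (2.48), of which *OGN* and *LAMA4* are matrix genes. In 2D, 8 matrix genes rose and 2 fell, against 2 and 8 in 3D (8 and 2 in 2D and 2 and 9 in 3D when adjusted over the list alone). Without the first or the second 3D library at day 50, 14 or 13 fell in 3D, and without the first 2D library at day 50, 4 fell in 2D. In 3D, 1 matrix gene rose and 16 fell under library totals only. The rise of the sarcomere list in 3D stood out from other genes with camera (adjusted p = 0.045 with an estimated correlation), as did that of the calcium handling list (adjusted p = 0.036 with an estimated correlation), and the fall of the sarcomere list in 2D was lost (adjusted p = 0.077 with an estimated correlation). The same held for the matrix list, lost in 3D and in 2D at adjusted p = 0.16 and 0.2 with an estimated correlation. Directly tested, the change over time differed between the formats for 34 of the 36 sarcomere genes (36 when adjusted over the list alone), by a median of 2.24 on the log2 scale. The log2 ratio of *TNNI3* to *TNNI1*, the adult over the fetal troponin I, rose by 1.42 in 3D and by 1.2 in 2D, with no overlap between the days in either format (exact permutation test, two-sided, p = 0.1 in each, the smallest that 3 against 3 allow). That of *MYH7* to *MYH6* changed by 0.63 in 3D and −0.38 in 2D (exact permutation test, p = 0.1 and 0.3), and that of *MYL2* to *MYL7* by 0.63 and 0.09 (exact permutation test, p = 0.1 and 1). Ratios of *CPT1B* to *CPT1A* (−0.02 in 3D and −0.20 in 2D) and of *COX7A1* to *COX7A2* (0.84 and 0.08) rest on low counts. In all, 583 genes rose and 811 fell in 3D, and 417 rose and 868 fell in 2D. Under library totals only, 374 rose and 1166 fell in 3D, where the share of higher calls went from 41.82% to 24.29% and the median of all genes to −0.16.

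**Figure D3:**
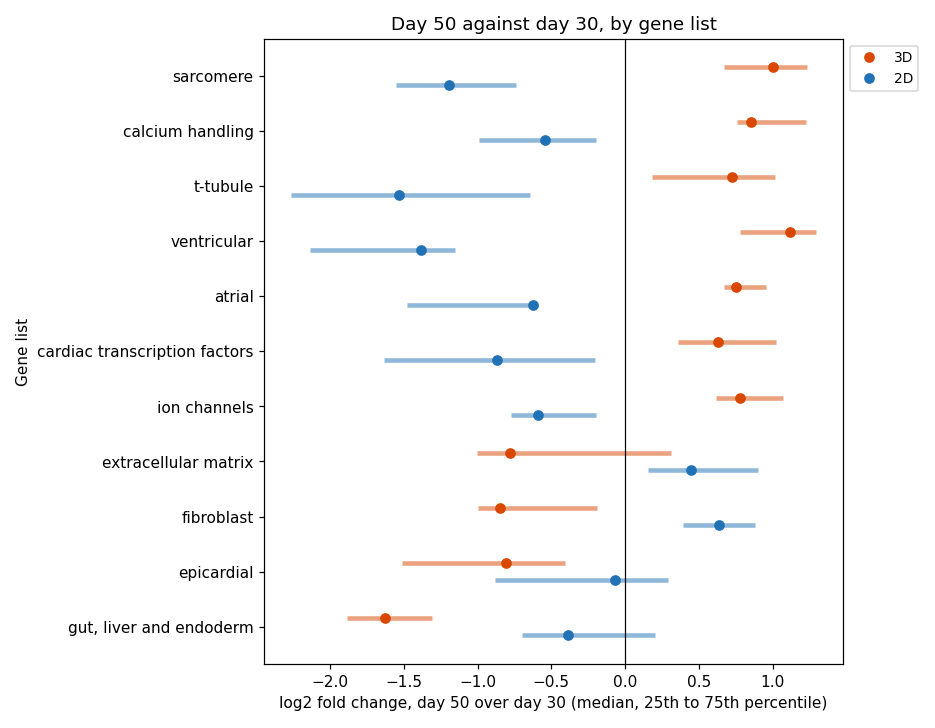
Log2 fold change of 11 gene lists from day 30 to day 50 in 3D hOCMTs (orange) and in 2D monolayers (blue). The horizontal axis gives the log2 fold change of day 50 over day 30, points are the median over the tested genes of a list and bars span the 25th to the 75th percentile; the calcium handling list lies at 0.86 in 3D and at −0.54 in 2D.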

### Long-term human iPSC-derived organotypic cardiac microtissues display enhanced metabolic activity

The transcriptomic analysis of 3D hOCMTs was further exploited to investigate their metabolic maturation as compared to the 2D monolayers.

The heart is characterized by very high and distinct metabolic demands, with adult cardiomyocytes relying on oxidative phosphorylation for ATP production. On the contrary, immature hiPSC-derived cardiomyocytes display continued reliance on glycolysis as the primary source of energy^79^. Although the healthy heart can oxidize several substrates from energy production, classic studies estimate that ATP production comes preferentially from fatty acid (FA) oxidation, accounting for around 70% of the total generation. The rest is provided by alternative substrates, including glucose, lactate and pyruvate^80^.

Our 3D hOCMTs displayed higher expression of genes related to the FA β-oxidation, which has been previously associated with a more mature phenotype in hPSC-CMs (Fig. 7A)^81^. 

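At day 50, 16 of 24 tested genes of fatty acid uptake and β-oxidation were higher in 3D hOCMTs, none was lower and 8 did not pass (16 when adjusted over the list alone). At day 30 the count was 6 higher and none lower (6 when adjusted over the list alone), made up of *FABP3* (1.90), *CD36* (3.09), *LPL* (2.07), *CPT1A* (1.94), *ACAT1* (1.16) and *ETFDH* (1.24). The median log2 fold change went from 0.46 at day 30 to 1.2 at day 50. Markers of cell types moved in the same libraries at day 50, where the median log2 fold change was −2.65 for fibroblast markers, −2.87 for epicardial and mesothelial markers and 3.94 for sarcomere genes. *HADHB* and *HADHA* encode the subunits of the mitochondrial trifunctional protein, which carries out the last steps of the oxidation of long chains. *HADHB*, on chromosome 2 from 26243170 to 26290468 of GRCh38, had 103 ± 30.7 CPM in 2D and 246 ± 97.7 CPM in 3D at day 50 (SD, n = 3), a log2 fold change of 1.24 (standard error 0.27, adjusted p = 0.0013) in edgeR's quasi-likelihood test, and *HADHA* had 0.80 (standard error 0.16, adjusted p = 6.1e-04) in the same test, under the fold limit. *ETFA* and *ETFB*, which pass the electrons on to the respiratory chain, rose by 1.35 and 1.10 (log2). *PNPLA2*, a lipase that frees fatty acids from stored fat, rose by 1.10, and *DECR1* and *ECI1*, needed for unsaturated fatty acids, by 1.81 and 1.33. With no fold limit, 23 of the 24 were higher, the exception being *ECI2* (0.09). Only *FABP3*, *CD36* and *LPL* rose from day 30 to day 50 within 3D (3 when adjusted over the list alone), and the difference between formats widened for 7 of the 24 genes (8 when adjusted over the list alone; interaction of format and day, tested with edgeR), or for 4 without the second 2D library at day 30. The list was higher than other genes with camera at both days (adjusted p = 8.0e-07 and 7.1e-10, and 0.02 and 0.0029 with an estimated correlation). *HADHB* lay below the fold limit without the second 3D library at day 50 (0.97), *ETFB* without the second (0.97) or the third (0.91) and *PNPLA2* without the third 2D library (0.98) or after thinning (0.997), and all 3 genes did so under library totals only (0.89, 0.75 and 0.77). *CPT1B* and *ACADL* were too low in counts to be tested. Of 26 metabolic genes that the study names, which are not independent evidence, 4 were higher at day 30 and 22 at day 50 (4 and 22 when adjusted over the list alone).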

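*PPARA*, a nuclear receptor that turns on genes of fatty acid oxidation, was higher in 3D hOCMTs at day 50. It lies on chromosome 22 from 46150521 to 46243756 of GRCh38 and had 12.6 ± 0.931 CPM in 2D and 41.5 ± 0.985 CPM in 3D (SD, n = 3), a log2 fold change of 1.72 (standard error 0.15, adjusted p = 1.7e-07) in edgeR's quasi-likelihood test. At day 30 its counts were 15.5 ± 2.02 CPM in 2D and 22.2 ± 2.37 CPM in 3D, with a log2 fold change of 0.52 (standard error 0.16, adjusted p = 0.027) in the same test, under the fold limit. *PPARGC1A*, the coactivator of mitochondrial biogenesis, rose from 6.88 ± 1.85 to 89.4 ± 12.4 CPM at day 50, or 3.73 (standard error 0.23, adjusted p = 3.4e-09) on the log2 scale in the same test. *ESRRG*, an orphan receptor of oxidative metabolism, rose by 2.44 and its relatives *ESRRA* and *ESRRB* by 2.44 and 2.67. *PPARG* was higher at day 30 (1.88) and had −0.12 at day 50, and *PPARD*, *RXRA* and *TFAM* did not pass, at −0.35, −0.42 and 0.40 at day 50. The fibroblast marker *POSTN* fell (−2.98) and the sarcomere gene *LDB3* rose (3.95) in the same libraries at day 50. Of the 11 regulators of mitochondrial and fatty acid metabolism, 3 were higher at day 30 and 6 at day 50 and none was lower (4 and 6 when adjusted over the list alone). Against other genes the list was higher at day 50 (camera, adjusted p = 4.3e-05, and 0.0081 with an estimated correlation).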

The expression of key regulator PPARA was—in fact—enhanced in the 3D culture. 

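*FABP3* and *LPL* were higher in 3D hOCMTs than in 2D monolayers at both days. *FABP3* carries fatty acids through the cytosol of muscle cells and lies on chromosome 1 from 31365625 to 31376850 of GRCh38. Its counts were 20.6 ± 5.08 CPM in 2D and 76.4 ± 6.79 CPM in 3D at day 30, and 14.2 ± 4.34 and 222 ± 72.2 CPM at day 50 (SD, n = 3). At day 50 this was a 16.0-fold difference, a log2 fold change of 4.00 (standard error 0.28, adjusted p = 9.0e-09) in edgeR's quasi-likelihood test. *LPL*, which releases fatty acids from lipoproteins and lies on chromosome 8 from 19901717 to 19967258, went from 1.77 ± 1.11 CPM in 2D to 7.11 ± 0.887 CPM in 3D at day 30, and from 2.71 ± 0.662 to 39.3 ± 7.61 CPM at day 50. Its log2 fold change at day 50 was 3.89 (standard error 0.29, adjusted p = 2.3e-08) in the same test, or 14.8-fold. In the same libraries of day 50 the fibroblast marker *LUM* had 238 ± 60.7 CPM in 2D and 36.1 ± 4.11 CPM in 3D. Within 3D, *FABP3* rose by 1.54 and *LPL* by 2.46 (log2) from day 30 to day 50.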

More directly into the lipid metabolism, the heart-type fatty acid binding protein (*FABP3*) and the lipoprotein lipase (*LPL*) displayed 4 times fold upregulation (Fig. 7A). 

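Of the genes that activate long-chain fatty acids and carry them into mitochondria, *CPT1A*, *CPT2* and *CRAT* were higher in 3D hOCMTs at day 50, and *ACSL1* and *SLC25A20* were higher only where no fold limit was set. *CPT1A*, the carnitine palmitoyltransferase of the outer membrane on chromosome 11 from 68754620 to 68844410 of GRCh38, had 19.2 ± 2.48 CPM in 2D and 79.5 ± 16.1 CPM in 3D (SD, n = 3), a log2 fold change of 2.05 (standard error 0.16, adjusted p = 4.2e-08) in edgeR's quasi-likelihood test. *CPT2*, the enzyme of the inner membrane, had 1.47 (standard error 0.26, adjusted p = 1.9e-04) and *CRAT*, carnitine acetyltransferase, 1.15 (standard error 0.24, adjusted p = 8.3e-04) in the same test. *CRAT* lies at the fold limit, with 0.995 when the second 2D library at day 50 was left out, and below it under library totals only (0.82). *ACSL1*, the acyl-CoA synthetase, had 15.6 ± 3.13 CPM in 2D and 28.4 ± 10.7 CPM in 3D, and its log2 fold change was 0.83 (standard error 0.23, adjusted p = 0.0072) in the same test. *SLC25A20*, the carnitine-acylcarnitine carrier, had 0.66 (standard error 0.20, adjusted p = 0.013) in the same test. In the same libraries the fibroblast marker *DDR2* had −2.45 and the sarcomere gene *SMYD1* 3.85. *CPT1B*, the muscle isoform of *CPT1A*, had 24 counts in all 12 libraries and was not tested.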

The cytosolic fatty acyl-CoA synthase (*ACSL1*) catabolizing the long-chain acyl-CoA ester production, and the proteins required for their transfer into mitochondria (*CPT1A, CPT2, CRAT, SLC25A20*) were also found increased in the hOCMTs. Inside the mitochondria, most of the genes related to β-oxidation were found significantly upregulated as well, including the sequential acyl-CoA *dehydrogenases* (*ACDVL, ACDL, ACDM, ACDS*), which are highly expressed in the myocardium. 

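*ACADM* and *ACADS* were higher in 3D hOCMTs at day 50 past the fold limit, and *ACADVL* was higher only without it. *ACADM*, the dehydrogenase of medium chains on chromosome 1 from 75724347 to 75787575 of GRCh38, had 76.3 ± 3.92 CPM in 2D and 162 ± 11.8 CPM in 3D (SD, n = 3), a log2 fold change of 1.09 (standard error 0.12, adjusted p = 2.3e-06) in edgeR's quasi-likelihood test, and lay below the fold limit under library totals only (0.76). *ACADS*, for short chains, had 5.29 ± 2.32 CPM in 2D and 15.9 ± 6.31 CPM in 3D, with 1.69 (standard error 0.35, adjusted p = 7.8e-04) in the same test. *ACADVL*, for very long chains, had 67.7 ± 3.81 CPM in 2D and 117 ± 23.6 CPM in 3D and a log2 fold change of 0.79 (standard error 0.18, adjusted p = 0.0018) in the same test. *ACADL*, for long chains, gave 58 counts over the 12 libraries, with 3.15 ± 1.21 CPM in 3D and 0.411 ± 0.257 CPM in 2D at day 50, and was not tested. Among the enzymes of the later steps, *ACAT1* rose by 1.45 (log2), and *HADH* (0.65), *ECHS1* (0.61) and *ACAA2* (0.44) were below the fold limit. *ETFDH*, which passes electrons from these dehydrogenases to ubiquinone, rose by 1.64. *PDGFRA*, a fibroblast marker, had 432 ± 42.8 CPM in 2D and 103 ± 22.3 CPM in 3D at day 50. At day 30, *ACADM*, *ACADS* and *ACADVL* had 0.45, 0.12 and 0.53, all under the fold limit.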

The expression of several genes associated with peroxisomal FA intake and β-oxidation were also found upregulated.

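Of 13 tested genes of peroxisomal fatty acid intake and oxidation, 6 were higher in 3D hOCMTs at day 50, none was lower and 7 did not pass (6 when adjusted over the list alone). Among the 6 were *ACBD5* (1.04), *PEX7* (1.24), *PHYH* (1.13), *SCP2* (1.90) and *NUDT19* (2.37), with log2 fold changes in parentheses. Fibroblast markers, among them *PDGFRA* (−2.07), were lower and sarcomere genes, among them *MYOM1* (4.21), higher at the same day. *PHYH* begins the oxidation of phytanic acid and *SCP2* is a sterol carrier and thiolase. *SCP2*, the most abundant member, lies on chromosome 1 from 52927229 to 53051703 of GRCh38 and had 116 ± 11.0 CPM in 2D and 434 ± 72.9 CPM in 3D (SD, n = 3), a log2 fold change of 1.90 (standard error 0.16, adjusted p = 7.3e-08) in edgeR's quasi-likelihood test. Among the others, *ALDH3A2* (0.89), *ABCD3* (0.76) and *ACAA1* (0.87) were higher only without a fold limit, while *HSD17B4* (0.18) was not. The median was 0.89, and the list was higher than other genes with camera (adjusted p = 0.0054, and 0.043 with an estimated correlation). At day 30, *SCP2* and *NUDT19* were higher and none was lower (2 when adjusted over the list alone), and neither passed without the third 2D library at day 30 (0.995 and 1.43), nor *SCP2* without the second 2D (0.97) or the first 3D library (0.94). Under library totals only, *SCP2* lay below the fold limit at day 30 (0.93), and 1 gene of the list was higher. At day 50, *ACBD5* did not pass without the second (0.998) or the third 2D library (0.98) and *PHYH* without the second 3D library (0.99), and *ACBD5* (0.70), *PEX7* (0.91) and *PHYH* (0.80) were below the fold limit under library totals only.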

**Figure 7:**
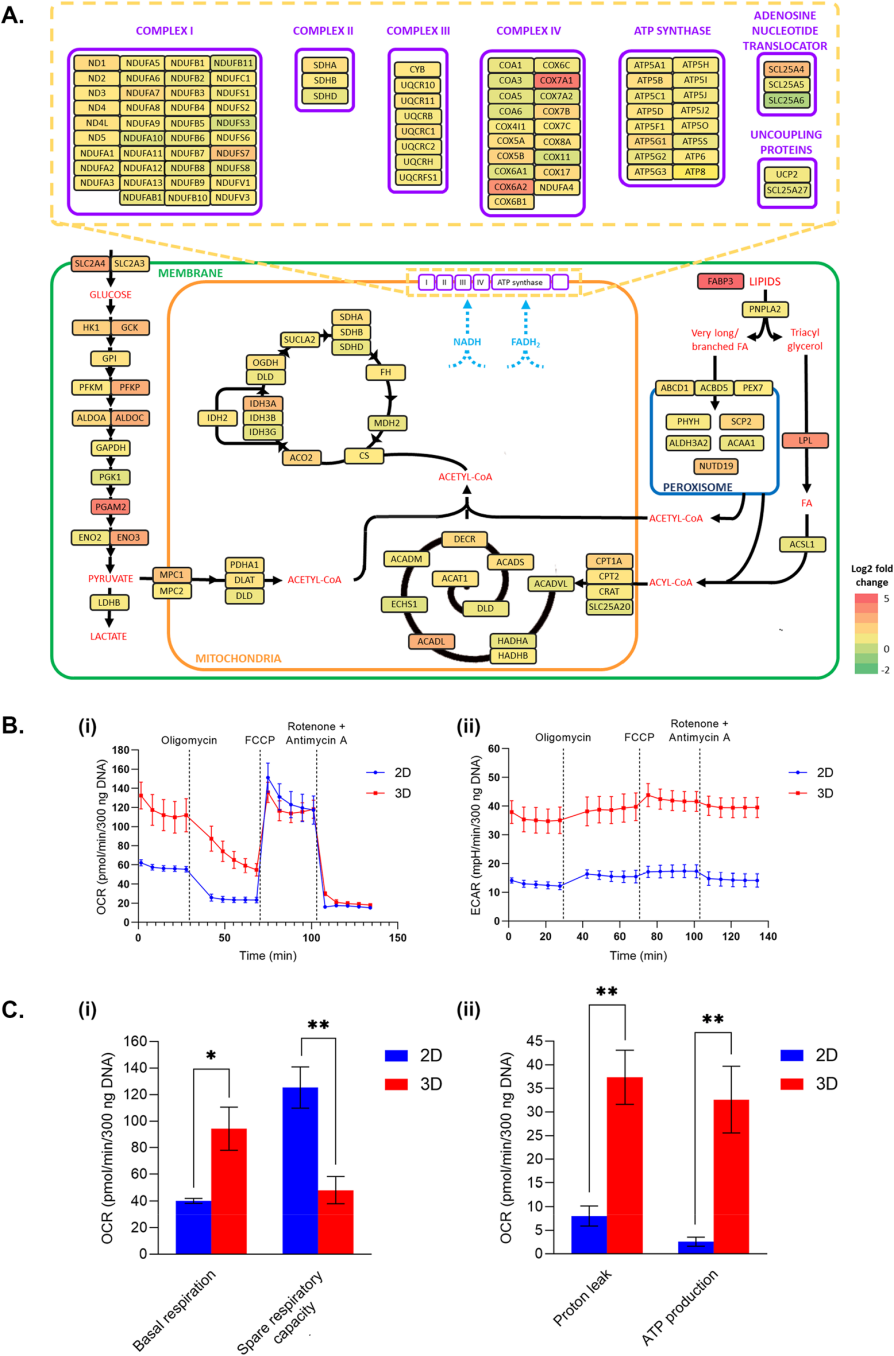
3D long-term cultures promote changes in metabolic activity towards maturation. (**A**) Diagram showing metabolic genes with significantly upregulated (in red) and downregulated (in green) genes between long-term 3D hOCMTs vs 2D monolayer cultures (log2fold change; p.adj < 0.05). (**B**) Graphs for comparing the cellular energy metabolism of long-term 3D hOCMTs vs 2D monolayer cultures after day 50 using Seahorse XFp Analyzer and Seahorse Mito Stress Test Kit: (i) oxidative phosphorylation (oxygen consumption rate, OCR) and (ii) glycolytic flux (extracellular acidification rate, ECAR) (Mean ± SEM obtained in four independent analyses. Total sample size: n_2D_ = 12, n_3D_ = 9). (**C**) Bar graphs providing a detailed analysis of the oxygen consumption rate (OCR) Seahorse XFp Analyzer data presented in (**B**): (i) basal respiration and spare respiratory capacity, (ii) proton leak, ATP production (Mean ± SEM, N = 4, n_2D_ = 12, n_3D_ = 9, unpaired Student’s *t* test—two-tailed).

Nevertheless, crucial genes related to glucose and pyruvate metabolism were also upregulated in the hOCMTs: this list included the glucose transporters *SLCA3* (GLUT3) and *SLCA4* (GLUT4), most of the enzymes associated with glycolysis, the proteins transporting the resulting pyruvate into the mitochondria (*MPC1, MPC2*), and its conversion into Acetyl-CoA (*PDHA1, DLAT, DLD*). Similarly, transcripts encoding for all the catabolic steps of the tricarboxylic acid cycle were more abundant in the 3D hOCMTs (Fig. 7A).

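Genes of glucose uptake and glycolysis were higher in 3D hOCMTs at day 50, 16 of 23 tested, with none lower and 7 that did not pass (16 when adjusted over the list alone). Of the muscle isoforms, *PGAM2* rose by 4.32, *ENO3* by 3.24 and *PFKM* by 1.37 (log2), at a median of 1.37 for the list. Sarcomere genes such as *MYOM2* (3.86) were also higher at day 50, and fibroblast markers such as *VIM* (−1.65) lower. *SLC2A4*, the insulin-regulated transporter GLUT4 on chromosome 17 from 7281667 to 7288257 of GRCh38, had 6.83 ± 0.725 CPM in 2D and 70.8 ± 4.75 CPM in 3D (SD, n = 3), a log2 fold change of 3.36 (standard error 0.17, adjusted p = 5.6e-10) in edgeR's quasi-likelihood test. *SLC2A3*, the transporter GLUT3, had 1.81 (standard error 0.24, adjusted p = 1.4e-05) in the same test, and *SLC2A1*, the transporter GLUT1, 0.26 (standard error 0.16, adjusted p = 0.21) in the same test. *GAPDH* rose from 403 ± 70.8 to 919.5 ± 124 CPM and *LDHB*, the lactate dehydrogenase subunit of the heart, from 252 ± 45.2 to 554 ± 52.6 CPM. *HK2* (−0.58), *PFKL* (−0.28), *ENO1* (0.11), *LDHA* (0.62), *PGAM1* (0.67) and *PGK1* (0.69) did not pass. At day 30, *SLC2A4*, *PGAM2* and *ENO3* were higher and none was lower (3 when adjusted over the list alone). Of 7 genes of pyruvate import and pyruvate dehydrogenase, 4 were higher at day 50 and none was lower (4 when adjusted over the list alone), and 7 were higher without the fold limit. *MPC1* and *MPC2*, the mitochondrial pyruvate carrier, had 2.42 (standard error 0.17, adjusted p = 1.3e-08) and 1.25 (standard error 0.15, adjusted p = 3.8e-06) in the same test, and *MPC2* lay below the fold limit under library totals only (0.92). *PDHA1*, the E1α subunit of the dehydrogenase, had 105 ± 19.4 CPM in 2D and 303 ± 126 CPM in 3D and a log2 fold change of 1.52, *DLAT*, the E2 subunit, 1.53, and *DLD*, the E3 subunit, 0.93, the last below the fold limit. The glycolysis list was higher than other genes with camera (adjusted p = 2.7e-11, and 0.005 with an estimated correlation), while the call of the pyruvate list (adjusted p = 1.1e-04) was lost at adjusted p = 0.1 with an estimated correlation.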

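Of 18 genes of the tricarboxylic acid cycle, 10 were higher in 3D hOCMTs at day 50 and none was lower (10 when adjusted over the list alone), and 14 were higher without a fold limit. Among cell type markers in these libraries, *FAP*, of fibroblasts, had −4.74 and *MYPN*, of the sarcomere, 3.83. *CS*, the citrate synthase that opens the cycle, had a log2 fold change of 1.33 (standard error 0.16, adjusted p = 3.6e-06) in edgeR's quasi-likelihood test. *IDH2*, an isocitrate dehydrogenase, had 79.8 ± 6.97 CPM in 2D and 216 ± 61.8 CPM in 3D (SD, n = 3). Its log2 fold change was 1.44, and *IDH3A*, *IDH3B* and *OGDH*, of the next oxidative steps, rose by 2.69, 1.00 and 1.59. *SUCLA2*, of the succinyl-CoA step, rose by 1.17, *SDHA* and *SDHB*, of succinate dehydrogenase, by 1.65 and 1.32, and *FH*, fumarase, by 1.38. *MDH2*, the malate dehydrogenase that closes the cycle, had 0.82 (standard error 0.15, adjusted p = 3.5e-04) in the same test, under the fold limit, as had *IDH3G* (0.73) and *SDHD* (0.80). *SUCLG1* (0.38), *SUCLG2* (−0.18), *DLST* (0.62) and *SDHC* (0.15) did not pass with or without that limit. The median was 1.09, and the list was higher than other genes with camera (adjusted p = 1.2e-05, and 0.022 with an estimated correlation). *IDH3B* lay at the fold limit, below it without the first 2D library at day 30 (0.997) and without the first 2D (0.92), the second 2D (0.96) or the third 3D library at day 50 (0.84), and under library totals only it (0.66), *CS* (0.98), *SUCLA2* (0.83) and *SDHB* (0.98) were below the limit. At day 30, *SDHA* was the 1 member that was higher (1.54), with none lower (1 when adjusted over the list alone).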

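At day 30, part of the nuclear genes of the respiratory chain were already higher in 3D hOCMTs, nearly all of them by less than 2-fold. Without a fold limit, 10 of 36 subunits of complex I, 4 of 4 of complex II, 4 of 9 of complex III, 4 of 12 of complex IV and 9 of 16 of ATP synthase were higher at that day and none was lower by edgeR, and under library totals the counts were 7, 1, 2, 4 and 7. *SDHA*, of complex II, and *COX7B*, of complex IV (1.2), were the only 2 of the 77 tested subunits of complexes I to IV and ATP synthase that were higher past the fold limit at day 30, and none was lower in edgeR's quasi-likelihood test (2 when adjusted over the list alone, for each complex). No subunit of complex I, complex III or ATP synthase passed both limits at day 30, by edgeR or by DESeq2, although 14 of 36, 7 of 9 and 10 of 16 were higher at an unadjusted p under 0.05. The median log2 fold changes at day 30 were 0.36, 0.54, 0.53 and 0.61 for complexes I, III and IV and ATP synthase. Over the same libraries the medians were −1.06 for fibroblast markers and −1.47 for epicardial and mesothelial markers. With camera, complex I and ATP synthase were higher than other genes at day 30 (adjusted p = 0.0022 and 3.6e-04), calls that were lost at adjusted p = 0.21 and 0.18 with an estimated correlation. Within 3D, *NDUFA4* had a log2 fold change of 0.48 (standard error 0.16, adjusted p = 0.043) and *ATP5F1B* 0.30 (standard error 0.15, adjusted p = 0.18) from day 30 to day 50 in the same test, and within 2D −0.25 (standard error 0.16, adjusted p = 0.28) and −0.59 (standard error 0.16, adjusted p = 0.014) in the same test. The difference between formats widened for 8 of 36 genes of complex I (8 when adjusted over the list alone), *NDUFA2* (1.25), *NDUFA7* (2.03), *NDUFA11* (1.07), *NDUFA13* (1.98), *NDUFB10* (1.03), *NDUFC1* (1.17), *NDUFS7* (1.90) and *NDUFV1* (1.07), in the interaction of format and day. Of the 36, 4 passed when the second 2D library or the first or second 3D library at day 30 was left out, and 5 when the second 2D library at day 50 was. Under library totals only, *NDUFA11* (0.86), *NDUFB10* (0.81), *NDUFC1* (0.95) and *NDUFV1* (0.85) were below the fold limit. *NDUFV1* also lost its call with the replicate number as a term of the model (1.08, adjusted p = 0.057 in edgeR's quasi-likelihood test). For the whole of complex I this interaction was lost (camera, adjusted p = 0.067 with an estimated correlation).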

In accordance with the increased number of mitochondria (see Fig. 5A, Supplementary Fig. 3), this increase in mitochondrial metabolism was combined with an increase in the expression of genes associated to ATP synthesis-coupled electron transport. Most of the genes encoding for the proteins composing the four electron transport protein complexes were found upregulated, as well as the vast majority of the subunits of the adenosine triphosphate (ATP) synthase itself (Fig. 7A, up). 

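Subunits of complex III and of ATP synthase were higher in 3D hOCMTs at day 50 in nearly every case, and those of complex II in 2 of 4. Alongside them, the epicardial and mesothelial marker *KRT19* fell (−2.13) and the sarcomere gene *TMOD1* rose (3.44). Of 9 subunits of complex III, 8 were higher and none was lower (8 when adjusted over the list alone), with a median log2 fold change of 1.15. *UQCRB*, on chromosome 8 from 96225920 to 96235634 of GRCh38, had 246 ± 40.7 CPM in 2D and 531 ± 143 CPM in 3D (SD, n = 3), a log2 fold change of 1.11 (standard error 0.20, adjusted p = 2.2e-04) in edgeR's quasi-likelihood test, and the core subunits *UQCRC1* and *UQCRC2* rose by 1.66 and 1.15 (log2), while *UQCRQ* (0.71) was below the fold limit. Of 16 genes of ATP synthase and its inhibitor, 13 were higher and none was lower (13 when adjusted over the list alone), with a median of 1.19. *ATP5F1B* and *ATP5F1A*, the catalytic core, had 209 ± 19.8 CPM in 2D and 648 ± 123 CPM in 3D and 249 ± 67.1 CPM in 2D and 531 ± 102 CPM in 3D, and *ATP5MC3*, of the membrane ring, rose by 1.42. *ATP5F1E* (0.33), *ATP5MG* (0.53) and *ATP5MC2* (0.92) did not pass. In complex II, *SDHA* and *SDHB* were higher, and the list as a whole was not higher than other genes (camera, adjusted p = 0.077, and 0.17 with an estimated correlation), with 2 higher when adjusted over the list alone. For complex III that test gave adjusted p = 1.8e-04, and 0.048 with an estimated correlation, and for ATP synthase adjusted p = 4.5e-06, which was lost at adjusted p = 0.1 with an estimated correlation. Under library totals only, 4 subunits of complex III, 1 of complex II, 7 of complex IV and 5 of ATP synthase passed both limits, against 8, 2, 10 and 14 without the fold limit. *UQCRB* (0.77), *UQCRC2* (0.81) and *SDHB* (0.98) were below that limit under them, and *UQCRB* also without the second 3D library at day 50 (0.87).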

Several of the mitochondrial genes associated with the electron transport chain were likewise enriched in the hOCMTs, including NADH-ubiquinone oxidoreductase chain subunits (ND1, ND2, ND3, ND4, ND4L, ND5) and ATP synthase subunits (ATP6, ATP8).

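Of the 13 protein genes of the mitochondrial genome, 12 were higher in 3D hOCMTs at day 50 and none was lower (12 when adjusted over the list alone), while *MT-ND6*, transcribed from the other strand, had a log2 fold change of 0.15 (standard error 0.39, adjusted p = 0.78) in edgeR's quasi-likelihood test. *MT-ND4*, the most abundant of the ND genes, lies on the mitochondrial chromosome (MT) from 10760 to 12137 and had 10637 ± 734 CPM in 2D and 29671 ± 11228 CPM in 3D (SD, n = 3), a log2 fold change of 1.48 (standard error 0.24, adjusted p = 8.1e-05) in the same test. For comparison, the fibroblast marker *OGN* had −4.20 and the sarcomere gene *FHOD3* 3.79 at day 50. *MT-ND1*, *MT-ND2*, *MT-ND3*, *MT-ND4L* and *MT-ND5* rose by 1.76, 1.43, 1.38, 1.52 and 1.39 (log2). Of the subunits of ATP synthase, *MT-ATP8* had 1.26 (standard error 0.23, adjusted p = 2.7e-04) and *MT-ATP6* 1.29 (standard error 0.30, adjusted p = 0.002) in the same test. *MT-CYB*, of complex III, and *MT-CO3*, of complex IV, rose by 1.39 and 1.11. *MT-ATP8* (0.91), *MT-ATP6* (0.91) and *MT-CO3* (0.76) lay below the fold limit under library totals only, and *MT-ATP6* (0.92) and *MT-CO3* (0.94) also without the third 3D library at day 50. At day 30 none of the 13 was higher or lower by edgeR or DESeq2, 5 were higher at an unadjusted p under 0.05, and the median was 0.37, against 1.38 at day 50. Taken as a share of all counts, ribosomal RNAs included, the mitochondrial genome was higher in 3D in all 3 libraries at each day (exact permutation test, two-sided, p = 0.1 at both days, the smallest that 3 against 3 allow). From day 30 to day 50 the share changed by 1.99 percentage points in 3D (exact permutation test, p = 0.8), or by −1.87 without the third 3D library at day 50, and fell by 7.35 in 2D (exact permutation test, p = 0.1). The third 3D library at day 50 had the highest share, 36.7%, and the other two 23.1% and 27.2%. With camera the list was higher at day 50 at a preset correlation (adjusted p = 2.4e-04), and the call was lost at adjusted p = 0.26 with an estimated correlation.

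**Figure D4:**
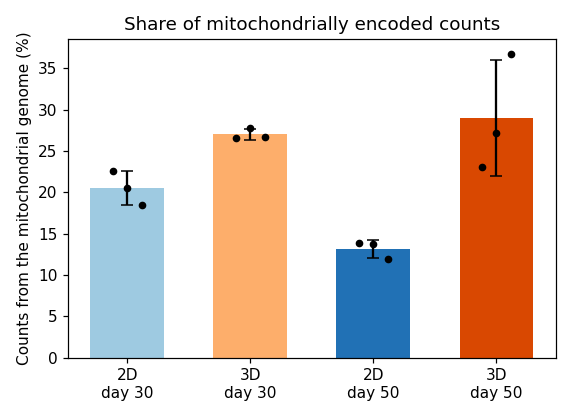
Share of each library's counts from genes of the mitochondrial genome, ribosomal RNAs included, in 2D monolayers (blue) and 3D hOCMTs (orange) at day 30 and day 50. The vertical axis is in percent of all counts, bars are means, error bars the SD of 3 libraries and points the libraries; the 3D libraries at day 50 range from 23.1% to 36.7%.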

In order to confirm that 3D long-term (over 50 days) culture induces hiPSC metabolic maturation, we performed real-time analyses of 2D monolayer and 3D microtissue cultures’ energy metabolism using the Seahorse XFp Analyzer and Seahorse Mito Stress Test Kit. Results presented in Fig. 7B indicate a highly energetic phenotype of 3D hOCMTs compared to the 2D cultures. The 3D cultures not only exhibited a significantly higher oxygen consumption rate (OCR) than the 2D cultures (111.83 ± 17.21 vs 55.43 ± 2.82 pmol/min/300 ng DNA—the last baseline measurement before Oligomycin injection) but also increased extracellular acidification rate (ECAR, 35.09 ± 4.60 vs 12.19 ± 1.24 mpH/min/300 ng DNA—the last baseline measurement before Oligomycin injection).

A detailed analysis of the Mito Stress Test data revealed a significantly higher basal mitochondrial respiration in the 3D cultures (94.38 ± 16.28 vs 40.22 ± 1.89 pmol/min/300 ng DNA, p < 0.05; Fig. 7C). Interestingly, the 2D cultures showed a higher spare respiratory capacity than the 3D cultures (125.35 ± 15.52 vs 48.20 ± 10.18 pmol/min/300 ng DNA, p < 0.01; Fig. 7C). Notably, despite a relatively high dissipation of the mitochondrial proton gradient in hOCMTs (proton leak, 37.37 ± 5.75 vs 8.02 ± 2.13 pmol/min/300 ng DNA, p < 0.01; Fig. 7C), the 3D cultures produced significantly more ATP via mitochondrial respiration than their 2D counterparts (ATP production, 32.62 ± 7.08 vs 2.59 ± 0.95 pmol/min/300 ng DNA, p < 0.01; Fig. 7C).

Our transcriptomics and Seahorse XF metabolic flux data suggest that hOCMTs showed an enhanced metabolic activity, which was associated with increased metabolic signatures related to FA oxidation, mitochondrial respiration and glycolysis.

### Human iPSC-derived organotypic cardiac microtissues functionally respond to drugs in a dose dependent fashion in long-term culture

An essential feature of *bona fide* organoids is to replicate at least one specialized function of the modelled organ^51–53^, which in the case of heart tissue can be assessed by the contractile activity of human cardiac organoids (hCOs). As previously indicated, once our 3D hOCMTs acquired spontaneous contractile activity early in culture (48 h post aggregation), the contractility persisted for more than 100 days (Supplementary Video 2).

In order to test their physiological significance, 3D hOCMTs were exposed to clinically relevant doses of cardioactive drugs^82,83^ in long-term cultures (> day 50). In detail, isoproterenol and verapamil were used as positive and negative inotropes, respectively. Isoproterenol, a beta-adrenergic agonist, increases the contractile force and beating frequency^84^, while verapamil, a calcium channel blocker, decreases the beating rate^85^. The hOCMTs were incubated with increasing drug doses (0.01–1 µM) for 15–20 min and further monitored by live imaging using a confocal microscope.

The response to the treatment was evaluated and quantified based on the contraction (Fig. 8A) and beating rate (Fig. 8B) of the hOCMTs, analysed through the open-source software tool MUSCLEMOTION^86,87^. The acquired data shows that increasing concentrations of isoproterenol resulted in enhanced contraction amplitude and beating rate, with the beating rate peak at 1 µM. As expected, increasing concentrations of verapamil had the opposite effect, with the beating being completely hindered at 1 µM drug dosage (Supplementary Videos 3–8). These observations are in accordance with those reported in previous studies in cardiac microtissues^88^ and confirm that our constructs can functionally respond to cardioactive drugs in a dose dependent manner.

**Figure 8:**
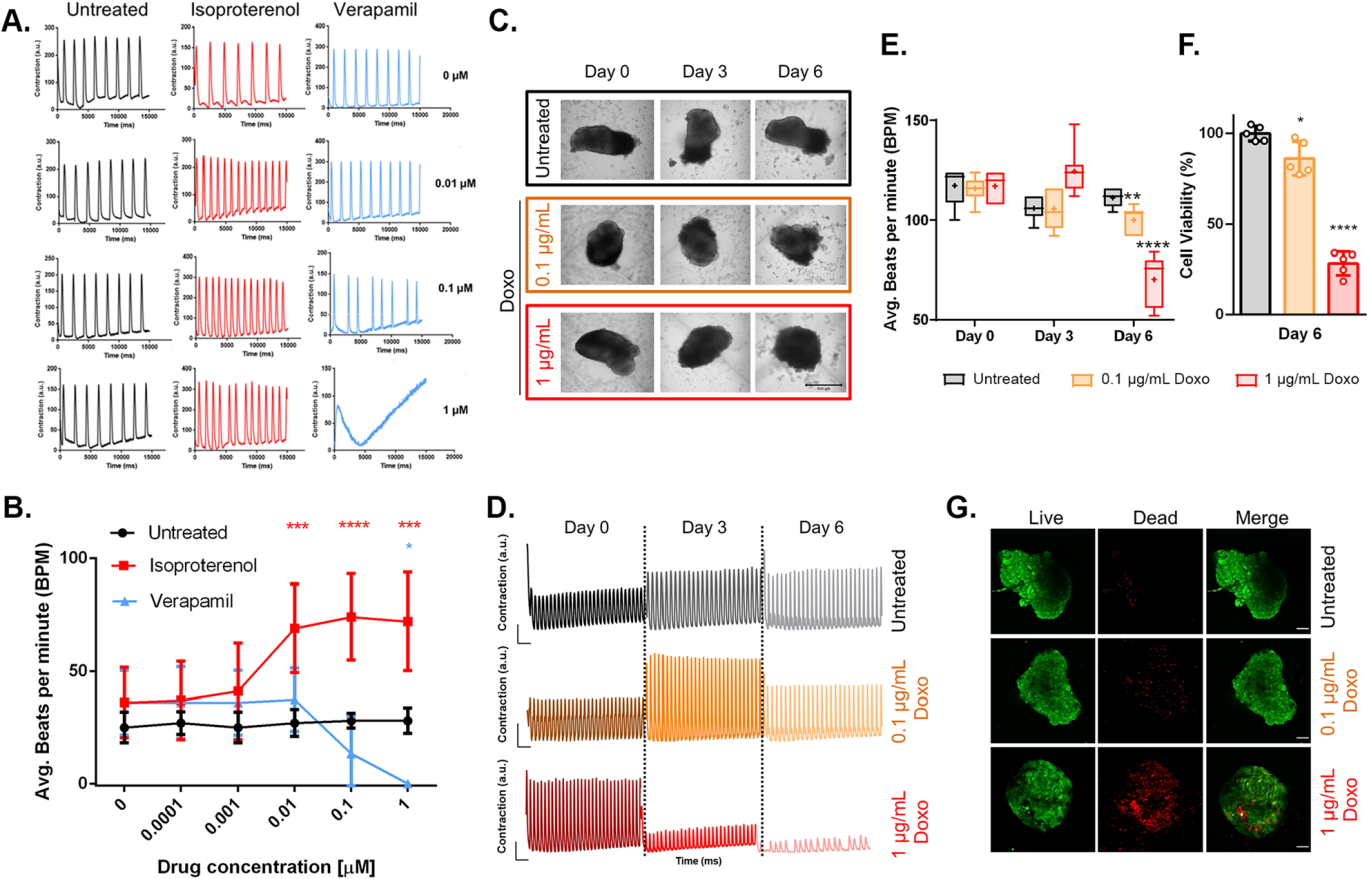
Long-term 3D hOCMTs show functional response to cardioactive and cardiotoxic drugs in a dose and time dependent manner. (**A**) Representative contraction amplitude plots of long-term (> day 50) Long-term 3D hOCMTs in response to untreated vs increasing doses of Isoproterenol and Verapamil. (**B**) Average beating rates of 3D long-term cardiac microtissues hOCMTs in response to increasing doses of Isoproterenol and Verapamil (n = 3, Mean ± SD, Dunnett’s multiple comparisons test). (**C**) Morphology of 3D long-term (> day 50) Long-term 3D hOCMTs in response to untreated vs increasing doses of Doxorubicin (Doxo) over 6 days (scale bar = 500 µm). (**D**) Representative contraction amplitude plots of Long-term 3D hOCMTs in response to untreated vs increasing doses of Doxo over 6 days (t = 15 s). (**E**) Average beating rates of Long-term 3D hOCMTs in response untreated vs increasing doses of Doxo over 6 days (n = 6, Lines = Median ± min/max, Dots = Mean value, Dunnett’s multiple comparisons test). (**F**) Luminescence-based quantification of cell viability Long-term 3D hOCMTs on day 6 of Doxo treatment normalized to untreated samples (untreated vs 0.1 µg/mL vs 1 µg/mL) (n = 6, Mean ± SD, Tukey’s multiple comparisons test). (**G**) Representative cell viability of v on day 6 of Doxo treatment (untreated vs 0.1 µg/mL vs 1 µg/mL) with Calcein/AM staining, green = live, red = dead (Scale bar = 100 µm).

Finally, we investigated the possibility of modelling drug-induced cardiotoxicity on our hiPSC-derived microtissues, by treating them with doxorubicin (Doxo), a well-known chemotherapeutic agent widely used in the treatment of several types of cancers^89^. The drug is—in fact—also known to have cardiotoxic and pro-fibrotic effects, thus able to cause or exacerbate heart failure in vivo^90–95^.

The 3D hOCMTs were exposed to 0.1 µg/mL and 1 µg/mL of Doxo and their morphology and contractile activity was compared with untreated controls (n = 6) for the next 6 following days. The culture medium was exchanged every 3 days and the cultures were monitored on a daily basis. Figure 8C shows that the morphology of the constructs gradually changed over the course of treatment, and with the occurrence of more irregular edges when exposed to higher Doxo doses. In addition, clear changes could also be observed in the beating profiles of the constructs treated with Doxo (Fig. 8D,E, and Supplementary Videos 9–14).

We figured the changes in the morphology of the microtissues treated with the chemotherapeutics might be due to the induction of cell death by the drug. Therefore, after 6 days of Doxo treatment, we assessed the viability of the constructs with a luminescence-based assay. The results in Fig. 8F,G revealed that the 3D hOCMTs treated with 1 µg/mL Doxo were significantly less viable than both the control group and the group treated with lower drug concentration (0.1 µg/mL) (Average viability on day 6: 100 ± 4.1% for ctrl, 86.4 ± 9.3 for 0.1 µg/mL Doxo, 28.3 ± 6.6% for 1 µg/mL Doxo, Mean ± SD, p < 0.0001).

## Discussion

In this study we present a simple method to generate 3D iPSC-derived human cardiac microtissues in the absence of an external scaffold that could be cultured for extended periods.

Our study has demonstrated that long-term cultured 3D cardiac microtissues reveal some characteristics resembling native human heart, such as: (1) spontaneous 3D organization in scaffold-free conditions; (2) presence of multiple cell types of the heart with a tendency to re-organize into distinct and discrete structures; (3) ultrastructural organization and maturation of cardiac muscle sarcomeres and mitochondria; (4) improved survival, cardiac specificity and maturation at transcriptional and metabolic levels; (5) long-term functional beating in the absence of external stimuli; (6) functional response to cardioactive and cardiotoxic drugs in a dose- and time-dependent fashion. Given that long-term cultured 3D cardiac microtissues possess the abovementioned characteristics, we propose that the hOCMTs can be defined as human cardiac organoids (hCOs).

When compared to standard 2D cardiomyocytes culture, 3D hOCMTs showed an enhanced survival rate. More importantly, their cellular composition appeared to be more representative of the physiological conditions in the heart, although their overall phenotype appeared to be close to foetal heart^88,96^.

While the effects of long-term culture in promoting the maturation of PSC-derived cardiomyocytes is well established^69,97^, 2D culture is usually challenging in the long run, as the cardiomyocytes tend to delaminate from the traditional tissue culture plates^69^, leaving non-myocyte cell populations such as fibroblasts to overgrow.

One of the greatest advantages of our model is that there is no need for an external scaffold as the microtissues self-organize and survive for a long time in static culture conditions. Other models have been developed in the absence of an external ECM, however they usually require the differentiation of other stromal cells (such as epicardial or fibroblastic cells) separately, followed by their assembly with cardiac myocytes^35,56^.

On the contrary, by exploiting the limited efficiency of the original 2D cardiac differentiation protocol by Lian et al.^13,14^ and simply switching the dimensionality from 2 to 3D, we have generated long-term 3D hOCMTs in which epicardial cells, fibroblasts, and endocardial cells emerge spontaneously together with cardiomyocytes, without the need to set up separate lineage differentiation protocols and further assembly. In addition, the spontaneous beating of our hOCMTs was observed for more than 100 days as, to this date, only reported by Silva et al. as well. The latter paper, though, reported that the developmental co-emergence of gut also occurred together with the heart tissue^65^.

In our model, a distinct gut tissue was not observed after 50 days of culture through immunofluorescence analysis. Histological analysis of the hOCMTs has shown distinct populations of WT1-, TBX18-positive epicardial cells, TE-7-, SM22α-positive fibroblast-like cells, NFAT2-positive endocardial cells along with a distinct core of cardiomyocytes. CD31-positive endothelial cells could also be detected. The low number of CD31- positive cells might be explained by the fact that in native human heart endothelial cells have different developmental origins^98^, and we did not supplement our culture media with endothelial-lineage favouring factors, like VEGF, during our study.

Another interesting feature of the hOCMTs is the occurrence of cardiomyocytes expressing both atrial and ventricular markers, as identified by confocal imaging of MYL2 and MYL7. Although MYL7 is known to be observed on all cardiomyocyte subtypes during development^74^, we could identify cardiomyocytes that are MYL7 positive, but not MYL2 positive, or vice versa, suggesting there could be a tendency of commitment to formation of different cardiomyocyte subtypes. Despite significant differences, a similar phenomenon of atrial/ventricular cardiomyocyte subtype distinction was also shown by Israeli and colleagues, which appeared to be blunted with long-term culture^64^. Instead, the herein reported hOCMTs revealed higher cardiac-specific cellular heterogeneity and maturation in terms of histological, ultrastructural, and transcriptional-levels in long-term 3D cultures compared to shorter culture times and standard 2D monolayer culture.

The maturity and complexity of our construct could be shown at the ultrastructural level by our TEM analysis over long culture times. On day 50 and 85, our hOCMTs displayed clearly aligned myofibers resulting in well-organized sarcomeres, as compared to earlier time points. These morphological adaptations, which are hallmarks of mature cardiac tissues^67^, were further supported by transcriptomics analysis, where hOCMTs showed an increased expression of genes related to cardiac contraction and sarcomeric structures. The maturity of our long-term 3D hOCMTs could also be demonstrated by comparison with Engineered Heart Tissues (EHTs), a well-recognized 3D model of cardiac tissue in vitro, by showing our 3D constructs share with EHTs a similar transcriptional landscape.

The calcium handling properties of immature cardiomyocytes diverge from their mature counterpart. While immature cardiomyocytes can rely on the calcium released at the cell periphery to initiate sarcomere contraction, mature cardiomyocytes develop plasma membrane invaginations (t-tubules) which are wrapped around the myofibrils as to make the process of calcium release and re-uptake faster and more efficient^99,100^. The first polarization triggers the release of calcium stored in the sarcoplasmic reticulum by RYR2, which is pumped back to the sarcoplasmic reticulum by SERCA2 (sarco/endoplasmic reticulum Ca^2+^-ATPase). The analysis of hOCMTs confirmed the presence of t-tubules at the longer time-points (> day 50), the upregulation of some of the genes involved in their biogenesis (*JPH2*, *ACTN2*, *NEXN*) and sarcomeric calcium management (*RYR2*, *PLN*, *SERCA*), hence demonstrating long-term 3D culture determines functional maturation of hOCMTs.

Furthermore, cardiomyocytes also experience several metabolic adaptations during in vivo maturation in order to generate the required amount of ATP^74,101^. Our ultrastructural results are compatible with this metabolic switch, showing that hOCMTs acquired elongated mitochondria distributed around the contractile apparatus with time in culture. This idea is further reinforced by the upregulation of genes related to electron transport chain-linked phosphorylation and FA β-oxidation in long-term 3D cultured hOCMTs, which has been previously linked to a more mature phenotype in hPSC-CMs^81^. Interestingly, the increase in electron transport chain activity has been linked to the cardiomyocyte differentiation and maturation not only through metabolic support, but also by generating calcium oscillations though complex III activity^102^. Recent protocols have been devised that improve pluripotent stem cell-derived cardiomyocyte metabolic maturation, and push them closer to adult cardiomyocytes, which rely on oxidative phosphorylation for ATP production^79^.

Our analyses of cell energy metabolism using the Seahorse XF technology revealed hOCMTs as highly energetic compared to the 2D cultures. The 3D hOCMTs consumed much more oxygen, a significant proportion of which was used for mitochondrial ATP production. The proton leak in the mitochondria of hOCMTs might serve as a protective mechanism against mitochondrial damage by limiting reactive oxygen species production^103^. The surprisingly similar levels of maximal respiration in the 3D and 2D cultures induced by FCCP stimulation indicated that the mitochondria of 2D culture cells were also metabolically competent and possessed a high respiratory capacity. However, their respiratory capacity was only partially used for mitochondrial ATP production under standard culture conditions. We also observed an increased extracellular acidification rate in the 3D cultures that nicely correlated with the results of transcriptomics analyses showing a general upregulation of metabolic gene expression, including glycolysis genes. This increase in glycolysis might reflect individual metabolic adaptations of various cell types and subpopulations in hOCMTs and could potentially be linked to differential oxygen availability inside hOCMTs. Together, our Seahorse XF analyses showed that cellular energy metabolism strongly differs in the 2D and 3D cultures, and the 3D hOCMTs relied significantly more on mitochondrial respiration to satisfy their energy needs.

Functional analysis of the 3D hOCMTs proved that they were responsive to clinically relevant doses of cardioactive and cardiotoxic drugs. This is the first step required to consider the generation of patient-specific models of disease for drug testing.

As for modelling chemotherapy-induced cardiotoxicity, while doxorubicin is a well-established chemotherapeutic known to cause heart failure as a side effect^90–95^, the in vitro modelling in cardiac microtissues is still not well-established due to the limitations so far encountered in reproducing the physiological cellular heterogeneity, and cardiomyocyte maturity^62^. Furthermore, it is crucial to consider the influence of cell–cell interactions of cardiomyocyte vs non-myocytes—especially fibroblasts—and cell-ECM interactions^104^. Our hOCMT platform offers the advantages of long-term viability, cellular heterogeneity and advanced maturity in vitro, rendering it a physiologically relevant alternative for future studies. For instance, further clinical parameters such as the cardio-fibrotic potential of doxorubicin treatment^93,94,105^, the secretion of cardiac troponins and natriuretic peptides as clinically relevant markers of chemotherapy-induced cardiotoxicity^106^ or simply the potential for personalized medicine could be exploited by using this iPSC-derived hOCMT^107^.

Although promising, our study shows some limitations. Despite the structural and functional maturation in the long-term culture model as compared to traditional monolayers, hOCMTs still display features of the foetal rather than the adult heart. For example, myocytes of our hOCMTs have ~ 1.5 µm length of sarcomeres (as in foetal mammalian hearts), whereas in adult hearts, this length is usually 2 µm^67^. We believe the adoption of additional stimuli (i.e.: dynamic culture, mechanical conditioning and electrical stimulation) might in the future help further improve the model here described^108^. Furthermore, despite showing hints of histological similarities to the heart tissue, cellular heterogeneity of cardiac cell types, and spontaneous re-organization of these multiple cell types at distinct regions, additional cues would be needed to establish true self-organization following the same principles of embryonic human heart development.

In a longer perspective, in vitro cardiotoxicity studies should not underestimate the importance of multi-organ interactions. While drugs in their native chemistries may not always result in direct cardiac damage^109^, their metabolic by-products might cause cardiotoxicity in vivo^109,110^.

In conclusion, we have established a simple procedure to prepare human induced pluripotent stem cell-derived organotypic cardiac microtissues. We propose that hOCMTs could be considered as cardiac organoids, for their ability to recapitulate different key features of the human heart, and display improved maturation and functionality in long-term culture, thus enhancing the potential of in vitro platforms to be used in translational research applications.

## Methods

### Stem cell culture and maintenance

The human iPSC cell line DF 19-9-7 T (iPS, karyotype: 46, XY) was purchased from WiCell (Madison, WI, USA), and the Troponin I1 reporter iPSC line (TNNI1-iPS) was purchased from Coriell Institute (Cat. no. AICS-0037-172, Camden, New Jersey, USA). All iPSC cells were cultured and maintained in feeder-free conditions as previously described^111,112^ on Growth Factor Reduced Matrigel^®^-coated plates, (1:100 in DMEM/F12, Corning) in complete Essential 8™ Medium (E8, Thermo Fisher Scientific) containing penicillin/streptomycin (P/S) (0.5%, VWR), incubated at 37 °C, 5% CO_2_.

### hiPSC-derived monolayer cardiac differentiation and maintenance

Cardiac differentiation from hiPSCs was performed following the Wnt signalling modulation protocol by Lian et al.^13,14^, with slight modifications as previously described^111^. Briefly, prior to cardiovascular differentiation, hiPSCs were dissociated into single cells (TrypLE Select, Thermo Fisher Scientific) and re-seeded onto 12-well Matrigel-coated plates with 2.0 × 10^5^ cells/cm^2^, with complete Essential 8 medium including Y27632 Rock Inhibitor (RI) (1:4000 dilution from 10 μM stock, 2.5 μM final, Selleck chemicals, Houston, TX, USA). The next day, the medium was replaced with complete Essential 8 medium without RI, and the medium exchange was performed daily until the cells reached 100% confluency. On day 0, to start mesoderm differentiation, the medium was changed with RPMI 1640 with L-Glutamine (Biosera) media supplemented with P/S, B-27™ supplement minus insulin (1 ×, Thermo Fisher Scientific) and CHIR99021 (8 µM, Sigma-Aldrich). On day 2, the medium was exchanged with RPMI 1640 + B-27 minus insulin (RPMI + B27-Ins), supplemented with IWP-2 (5 µM, Selleck chemicals). On day 4, the medium was replaced with RPMI + B27-Ins, and medium exchange was performed every 2 days until the cells started beating (usually on day 7, but may depend on the iPSC line). Once beating clusters started to emerge, the medium was replaced with RPMI 1640 + B-27™ supplement (RPMI + B27 + Ins) (1 ×, Thermo Fisher Scientific), and medium exchange was performed every 2–3 days until day 15 of differentiation. From day 15 on, the cells were used either for generation of 3D hOCMTs or were continued to be cultured as 2D monolayers as controls, with medium exchange every 3–4 days until the end of experiments.

### hiPSC-derived 3D organotypic cardiac microtissue (hOCMT) generation and maintenance

On day 15 of monolayer cardiac differentiation, cells were dissociated by putting 0.5 mL StemPro™ Accutase™ (Gibco) per well, and incubating in room temperature or in 37 °C incubator for 10–20 min with occasional mechanical pipetting, until the cells were visually dissociated. After sufficient dissociation, Accutase™ was stopped by putting 3 mL RPMI 1640 with 20% Knockout Serum Replacement (Gibco) per well, and the cells were pelleted by centrifugation at 150×*g* for 3 min. The resulting pellet was resuspended with RPMI/B27 + Ins + P/S + RI (1:2000 dilution from 10 μM stock, 5 μM final), counted by LUNA™ cell counter (Logos), and seeded 150,000 cells/well in 96-well round bottom ultra-low attachment plates (Corning Costar 7007) at a volume of 150 µL/well. The plates were then centrifuged at 200×g for 5 min and incubated at 37 °C, 5% CO_2_. As 2D control, either 200,000 cells per well were seeded in Matrigel-coated 96-well tissue culture plates at a volume of 200 µL/well, or 1.5 × 10^6^ cells were seeded on Matrigel-coated 24-well tissue culture plates in 1 mL volume per well, or left undetached in 12-well plates. After 48 h, medium was replaced with RPMI/B27 + Ins without RI from hOCMTs and 2D-controls that were re-seeded. From this point on, medium was changed partially every 2–3 days with RPMI/B27 + Ins + P/S until day 30, then every 3–4 days at least until day 50, or longer.

### Cell viability with Calcein AM/EthD-1 staining

3D hOCMT viability was assessed with LIVE/DEAD™ Viability/Cytotoxicity Kit, for mammalian cells (Thermo Fisher Scientific), according to manufacturer’s instructions, and confocal imaging was performed with Zeiss LSM 780 confocal microscope.

### Terminal deoxynucleotidyl transferase (TdT) dUTP nick-end labeling (TUNEL) assay

The presence of 3D hOCMT apoptotic/necrotic core was assessed on hOCMT cryosections with Click-iT Plus TUNEL Assay Kit with Alexa Fluor 647 fluorophore (Thermo Fisher Scientific) according to manufacturer’s instructions. Positive control of cell death was performed by DNAse I treatment according to manufacturer’s instructions (Thermo Fisher Scientific, Cat. no. 18068015). Confocal imaging was performed with Zeiss LSM 780 confocal microscope.

### Immunofluorescence (IF)

3D hOCMT fixation, cryosectioning, and immunostaining was modified from Perestrelo et al.^104^. Briefly, 3D hOCMT s were collected with low binding pipette tips, and fixed in 4% PFA (Santa Cruz Biotechnology) supplemented with 0.03% eosin (Sigma Aldrich) for 2 h at room temperature, followed by washing with 1×PBS (Lonza), and embedding in 30% sucrose solution at 4 °C until they sink at the bottom (~ 2 days). The hOCMTs were then embedded in OCT solution (Leica), frozen in cassettes embedded in isopentane (VWR) cooled with dry ice, and were stored in − 80 °C until further processing. The frozen hOCMTs were cryosectioned by cryotome (Leica CM1950) onto Menzel Gläser, SuperFrost^®^ Plus slides (Thermo Fisher Scientific) at 10 µM thickness.

For IF analysis, the hOCMT sections were washed with PBS for 2 × 5 min at RT, followed by permeabilization with 0.2% Triton X-100 (Sigma Aldrich) for 5 min. Blocking was done by 2.5% bovine serum albumin (BSA) (Biowest) in PBS for our at room temperature. Primary antibodies were incubated overnight at 4 °C (SI—Supplementary Table 1). The next day, the samples were washed with PBS, followed by appropriate Alexa-conjugated secondary antibodies (SI—Supplementary Table 1). Counterstaining was done by DAPI (Roche), and hOCMT slides were mounted with Mowiol^®^4-88 (Sigma Aldrich). Confocal imaging was performed with Zeiss LSM 780 confocal microscope.

Further histological procedures can be found in Supplementary Methods.

### Microscopy and image analysis

Confocal imaging was performed with Zeiss LSM 780 confocal microscope. Light microscopy imaging was performed with Leica DM IL LED inverted microscope, and fluorescence images were collected with Leica DMI4000 B inverted fluorescence microscope. Image analysis was performed with ImageJ (v1.53o).

### 3D hOCMT dissociation

For flow cytometry and RNA isolation, hOCMTs were collected in Eppendorf tubes with low binding pipettes on day 30 and 50, and dissociated with MACS Multi Tissue Dissociation Kit 3 (Miltenyi Biotec, Cat. no. 130-110-204) according to manufacturer’s instructions. As controls, 2D monolayer cultures were directly dissociated on the plates with the same kit.

### Flow cytometry

Flow cytometry analyses on 3D hOCMTs and 2D controls were performed on day 15 (for 2D), day 30 (for 2D and 3D) and day 50 (for 2D and 3D) timepoints as described previously^104,112^ with modifications. Briefly, on each timepoint, samples were dissociated with MACS Multi Tissue Dissociation Kit 3, washed with FACS buffer (99.4% PBS + 0.1% UltraPure™ 0.5 M EDTA pH 8.0 by Invitrogen™ + 0.5% FBS by Sigma Aldrich [Cat. no. F9665-500ML]) and surface marker staining with CD90-APC (Exbio; 1:10 dilution in FACS buffer) and CD31-BV421 (Biolegend; 1:10 dilution in FACS buffer) antibodies was performed together with corresponding unstained controls for 30 min on ice. Afterwards, sample fixation and permeabilization was performed with Intracellular Fixation and Permeabilization Buffer Set (eBiosciences) per manufacturer’s instructions, followed by intracellular marker staining with TNNT2-FITC (Miltenyi Biotec; 1:50 dilution in 1 × Permeabilization Buffer) antibody together with corresponding unstained controls for 30 min in room temperature. Sample acquisition was performed by using BD FACSCanto II (Becton, Dickinson and Company, Franklin Lakes, NJ, USA), and cell populations were analysed with FlowJo v.10 (Tree Star) (see SI—Supplementary Table 1 for detailed antibody information).

### Transmission electron microscopy (TEM) sample preparation and analysis

3D hOCMTs were transferred to new well-plates with low binding pipettes, and washed 2 × with PBS. Fixation was done by 1.5% PFA + 1.5% glutaraldehyde (Sigma Aldrich) diluted in RPMI 1640 culture media for 1 h, then washed with 0.1 M cacodylate buffer (pH 7.4) (Sigma Aldrich) for 3 times 5 min each, and incubated overnight at 4 °C in cacodylate with glutaraldehyde. The next day, samples were rewashed 3 times with cacodylate buffer, and incubated at 4 °C in cacodylate buffer until sending the samples, protected from light. The 3D hOCMTs were post-fixed for 1.5 h with 1% osmium tetroxide in 0.1 M cacodylate buffer and washed for 3 times with 0.1 M cacodylate buffer, 10 min each, then stained with 1% uranyl acetate in milli-Q water overnight at 4 °C, followed by washing in milli-Q water. The samples were then dehydrated in an ascending EtOH series using solutions of 70%, 90%, 96% and 3 times 100% for 10 min each, incubated in propylene oxide (PO) 3 times for 20 min before incubation in a mixture of PO and Epon resin overnight, and incubated in pure Epon for 2 h and embedded by polymerizing Epon at 68 °C for 48 h. Ultra-thin sections of 70 nm were cut using a Leica Ultracut EM UC 6 Cryo-ultramicrotome. TEM images were collected with a JEOL JEM 1011 electron microscope and recorded with a 2 Mp charge coupled device camera (Gatan Orius).

### RNA isolation, bulk RNA-sequencing and DE analysis

For RNA isolation, 3D hOCMTs and 2D controls were dissociated by using MACS Multi Tissue Dissociation Kit 3 on day 30 and day 50. After cell dissociation, RNA was extracted with High Pure RNA Isolation Kit (Roche) according to manufacturer’s instructions, and quantified with Nanodrop 2000 Spectrophotometer (Thermo Fisher Scientific). Quality control for RNA integrity number (RIN) was also determined with Agilent 2100 Bioanalyzer.

Bulk RNA-sequencing and DE analysis procedures are further described in Supplementary Methods.

Data were deposited in the NCBI Gene Expression Omnibus repository with the GEO ID GSE209997.

Gene ontology (GO) enrichment analysis for biological processes was performed with EnrichR web-tool^113–115^. Clustering analysis of upregulated genes was done with Cytoscape^116^.

RNA-seq data from this study were also compared to adult human heart RNA-seq data (from BioProjects PRJNA667310^76^ and PRJNA628736^77^), and EHT RNA-seq data (from BioProject PRJNA831794^78^) obtained from the NCBI BioProject database (https://www.ncbi.nlm.nih.gov/bioproject/) (Accession numbers: SRR12771050, SRR12771052, SRR11620685, SRR11620686, SRR18911472, SRR18911473, SRR18911476, SRR18911477) by using Biojupies web-tool^117^.

### Metabolic flux analysis

Mitochondrial respiration of 3D hOCMTs and 2D controls was assessed using Seahorse XFp Analyzer (Agilent) with Seahorse XFp Cell Mito Stress Test Kit (Agilent). On the Day 50 timepoint, 8-well XFp Cell Culture Miniplates (Agilent) were coated with Matrigel (1:20 dilution), and both 3D hOCMTs (one centered 3D hOCMT per well) and 2D controls (dissociated with MACS Multi-tissue dissociation kit 3 and seeded at 200,000 cells/well) were plated. The miniplates were cultured for 48 h in RPMI/B27 + Ins + P/S + RI (1:2000 dilution from 10 μM stock, 5 μM final) media to allow stabilization, and for the next 24 h in RPMI/B27 + Ins + P/S media. For 3D hOCMTs, only beating samples located at the center of the well were included in the subsequent statistical analysis.

One hour before measurement, RPMI/B27 + Ins + P/S media was replaced with Seahorse XF RPMI Medium pH 7.4 (Agilent) supplemented with 10 mM glucose, 2 mM glutamine, and 1 mM pyruvate (Agilent). Metabolic inhibitors were diluted in the supplemented XF Medium, loaded into the injection ports of the hydrated Seahorse XFp Sensor Cartridge (Agilent), and injected at specified time points to the wells as follows: Oligomycin (3 µM), FCCP (4 µM), and Rotenone/Antimycin A (2 µM). The Mito Stress Test was performed according to the manufacturer's instructions and included five measurements for basal consumption and five measurements after every drug injection. An extra five-minute waiting step was included after the Oligomycin injection.

After the measurement, both 3D hOCMTs and 2D controls were dissociated with MACS MultiTissue Dissociation Kit 3 (Miltenyi Biotec), and lysed for 2 h at 60 °C (10 mM Tris, 1 mM EDTA, 50 mM KCl, 2 mM MgCl_2_, 200 µg/mL Proteinase K as described previously by Giacomelli et al.^35^. Metabolic data were normalized by measuring the DNA content of each sample with a Quant-iT™ PicoGreen™ dsDNA Assay Kit (Thermo Fisher Scientific) according to the manufacturer's protocol. Wave software (Agilent), Microsoft Excel, and Prism 9 (GraphPad Software) were used for data analysis.

### Drug treatments

Isoproterenol hydrochloride (Sigma Aldrich) was dissolved in dimethyl sulfoxide (DMSO) (Sigma Aldrich), and Verapamil hydrochloride (Sigma Aldrich) in methanol (VWR) to prepare 1 M stock solutions. Each drug solution was 10- fold serially diluted in RPMI/B27 + Ins media to make final concentrations between 0.0001–1 µM. As untreated controls, complete RPMI/B27 + Ins media supplemented with DMSO or methanol were used. For data collection, the 3D hOCMTs with drug-supplemented media were incubated for 10 min at 37 °C, 5% CO_2_ each time the drug concentration changed, followed by live imaging with video acquisition per condition with Zeiss LSM 780 confocal microscope. Chemotherapy-induced cardiotoxicity was evaluated in 3D hOCMTs treated with RPMI/B27 + Ins supplemented with doxorubicin (Doxo) (Sigma Aldrich), at 0.1 µg/mL and 1 µg/mL concentrations, or plain RPMI/B27 + Ins as control for 6 days. Growth medium was exchanged every 3 days, and 3D hOCMT morphology and beating were monitored daily by live video recording with Zeiss LSM 780 confocal microscope for 6 days. On day 6 of drug treatment, the 3D hOCMTs were collected for evaluating viability.

### Live video acquisition and contraction analysis

To evaluate the contractile function of 3D hOCMTs, live image sequences were acquired with Zeiss LSM 780 Confocal microscope using transmitted light mode (37 °C, 5% CO_2_), as equivalent to 60 fps for 15 s; where the image sequences were later turned into .avi files with ImageJ. The beating rates were counted and calculated manually from the video analysis, and representative contraction graphs were derived with the open-source video analysis software MUSCLEMOTION^86,87^ per providers’ instructions.

### Luminescence-based cell viability assay

3D hOCMTs viability after 6 days of Doxo treatment was assessed by CellTiter-Glo^®^ Luminescent Cell Viability Assay Kit (Promega) according to manufacturer’s instructions. After the 3D hOCMTs were dissociated by the assay treatment, the samples were transferred to a clear-bottom 96-well white assay plate (Corning Costar 3610) and cell viability was quantified with Centro LB 960 Microplate Luminometer (Berthold Technologies).

### Statistics

Data are expressed as mean ± SD or mean ± SEM where applicable, unless otherwise stated. Statistical analyses were performed using Microsoft Excel 2010 and GraphPad Prism 8.0.2 unless otherwise stated, using one-way ANOVA (with Tukey’s multiple comparisons test), two-way ANOVA (with Dunnett’s multiple comparisons test), or unpaired Student’s *t* test (two-tailed) where p < 0.05 was considered to be significantly different as denoted with asterisks [*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001]. Sample sizes of independent experiments, statistical methods used and the significance were described in the figure legends wherever applicable.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Video 1.

Supplementary Video 2.

Supplementary Video 3.

Supplementary Video 4.

Supplementary Video 5.

Supplementary Video 6.

Supplementary Video 7.

Supplementary Video 8.

Supplementary Video 9.

Supplementary Video 10.

Supplementary Video 11.

Supplementary Video 12.

Supplementary Video 13.

Supplementary Video 14.

## Data Availability

The RNA-sequencing data obtained and presented in this study were generated at CF Genomics of CEITEC, and is available in the NCBI GEO public repository with accession no. GSE209997 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE209997). The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Generation and maturation of human iPSC-derived 3D organotypic cardiac microtissues in long-term culture
**Source:** Sci Rep. 2022 Oct 18;12:17409. doi: 10.1038/s41598-022-22225-w
**Supplement:** Supplementary file 1 — Supplementary Information 1.

SUPPLEMENTARY INFORMATION

Generation and Maturation of Human iPSC-derived 3D Organotypic Cardiac Microtissues in Long-Term Culture

Ece Ergir^{1,2}, Jorge Oliver-De La Cruz¹, Soraia Fernandes¹, Marco Cassani¹, Francesco Niro^{1,3}, Daniel Pereira-Sousa^{1,3}, Jan Vrbský¹, Vladimír Vinarský¹, Ana Rubina Perestrelo¹, Doriana Debellis⁴, Natália Vadovičová³, Stjepan Uldrijan³, Francesca Cavalieri^{5,6}, Stefania Pagliari¹, Heinz Redl^{7,8}, Peter Ertl^{2,8}, and Giancarlo Forte^{1,9}

⁶ Dipartimento di Scienze e Tecnologie Chimiche, Università degli Studi di Roma Tor Vergata, via della Ricerca Scientifica 1, 00133, Rome, Italy

Studentska 6, Brno
Czech Republic, 62500

Supplementary Figures

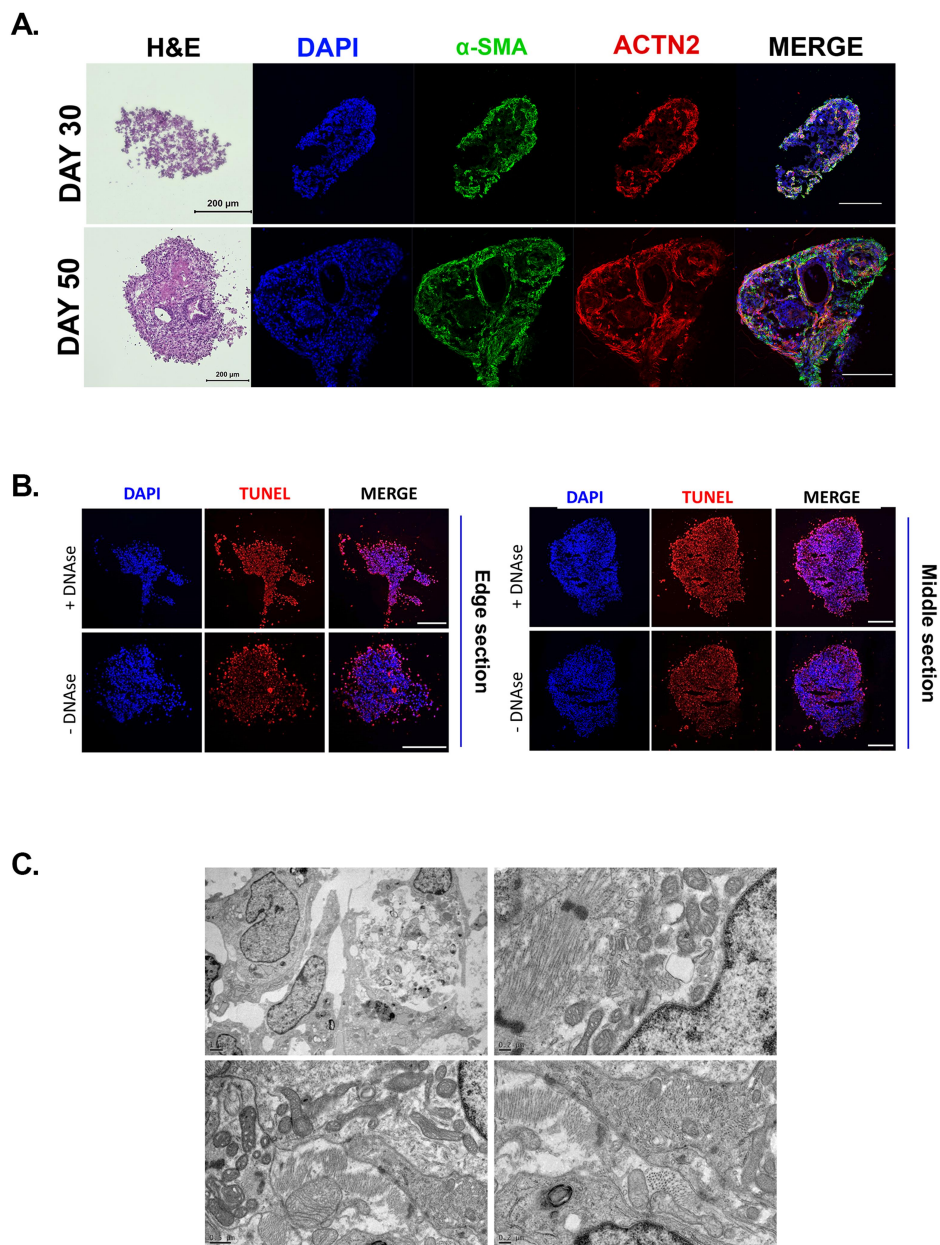

Figure SI-1 - 3D hOCMTs recapitulate advanced morphology and cellular heterogeneity in longer culture times

A. H&E staining and immunofluorescence analysis showing the increasing histological complexity of 3D hOCMT sections on day 30 vs day 50. Markers for cardiomyocytes (ACTN2 - red), smooth muscle/fibroblastic cells (α -SMA - green), shown, counterstained with DAPI (blue). Scale bars = 200 μ m

B. TUNEL staining (red) on day 30 3D hOCMT cryosections, with DAPI counterstain (blue) (edge and center sections) Scale bar = 200 μ m

C. TEM images of day 50 hOCMTs ultrastructural organization, depicting viable and necrotic areas. Scale bars: top left = 1 μ m, top right = 0.2 μ m, bottom left = 0.5 μ m, bottom right = 0.2 μ m.

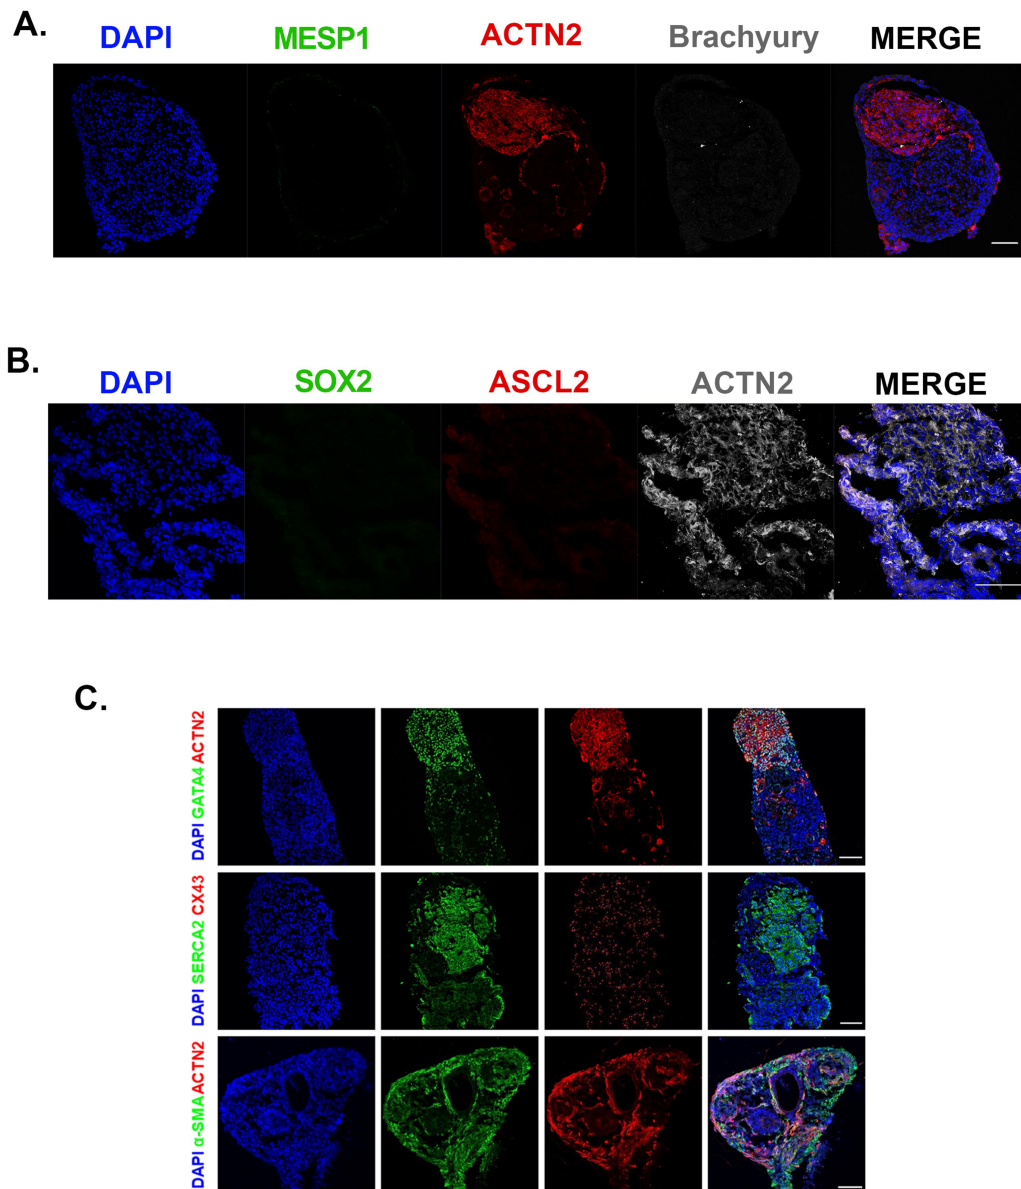

Figure SI-2 – Long-term hOCMTs show cardiovascular cellular heterogeneity and do not show markers for undifferentiated cells or co-emergence of gut tissue

A. IF staining of hOCMT sections for undifferentiated cell markers including MESP1 (green) and Brachyury (grey), compared to differentiated cardiomyocytes (ACTN2 - red) on day 50. Counterstaining with DAPI (blue). Scale bar = 100µm

B. IF staining of hOCMT sections for undifferentiated cell & embryonic gut (SOX2 - green), and adult gut (ASCL2 - red) tissue markers, compared to differentiated cardiomyocytes (ACTN2 - grey) on day 50. Counterstaining with DAPI (blue). Scale bar = 100µm

C. IF staining of hOCMT sections for cardiomyocytes (ACTN2 - red), cardiac morphogenesis (GATA4 -green), calcium ATPase (SERCA2 - green), gap junction proteins (CX43- red), and smooth muscle/fibroblastic cells (α -SMA - green). Counterstaining with DAPI (blue). Scale bar = 100µm

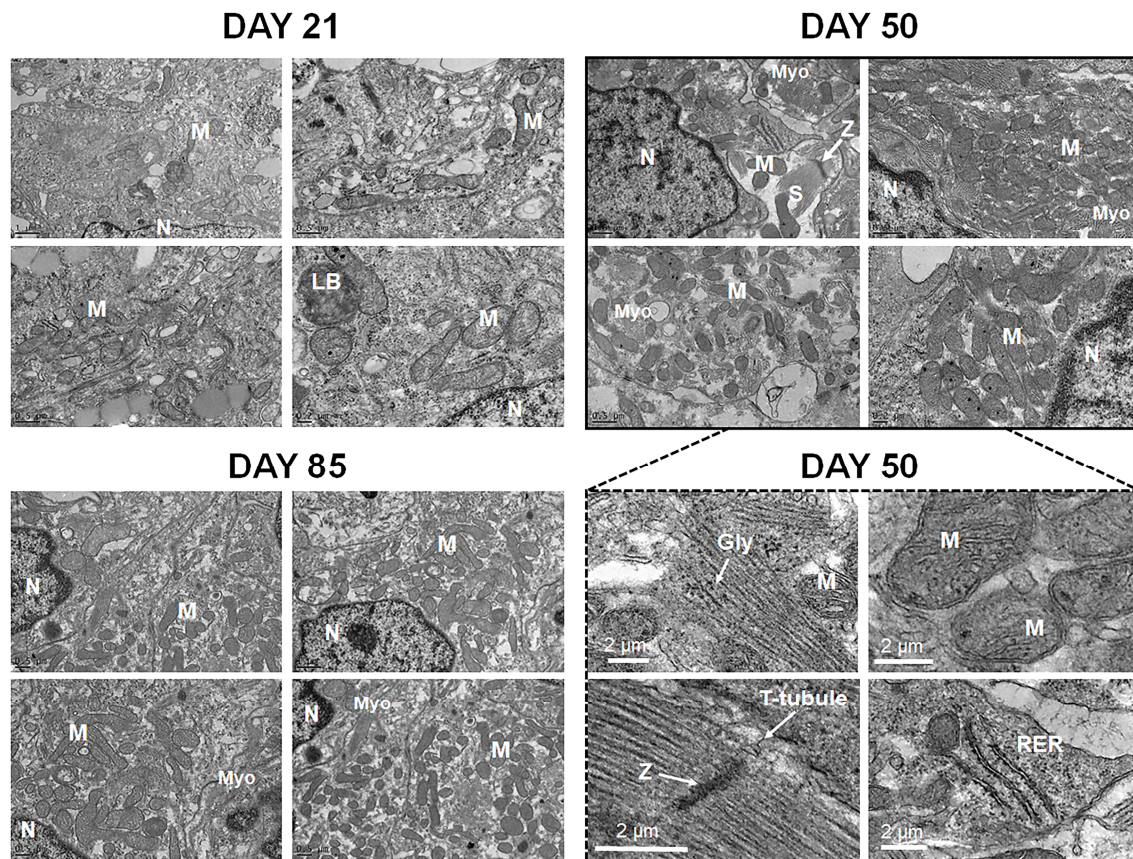

Figure SI-3 – Ultrastructural analysis of long-term hOCMTs indicates enhanced cardiomyocyte and metabolic maturation in 3D environment over time

TEM images of hOCMTs increasing ultrastructural organization and structural & metabolic maturity over time, from day 21 to day 85: Depicted: Cardiomyocyte myofibers (Myo), Sarcomeres (S), Mitochondria (M) Z-band (Z), T-tubules, Nuclei (N), Rough endoplasmic reticulum (RER), Glycogen granules (Gly), Lamellar bodies (LB). Scale bars are 1 μm and 0.5 μm for day 21, 0.5 μm for day 85, 0.5 μm for day 50 and 2 μm for magnified images of day 50.

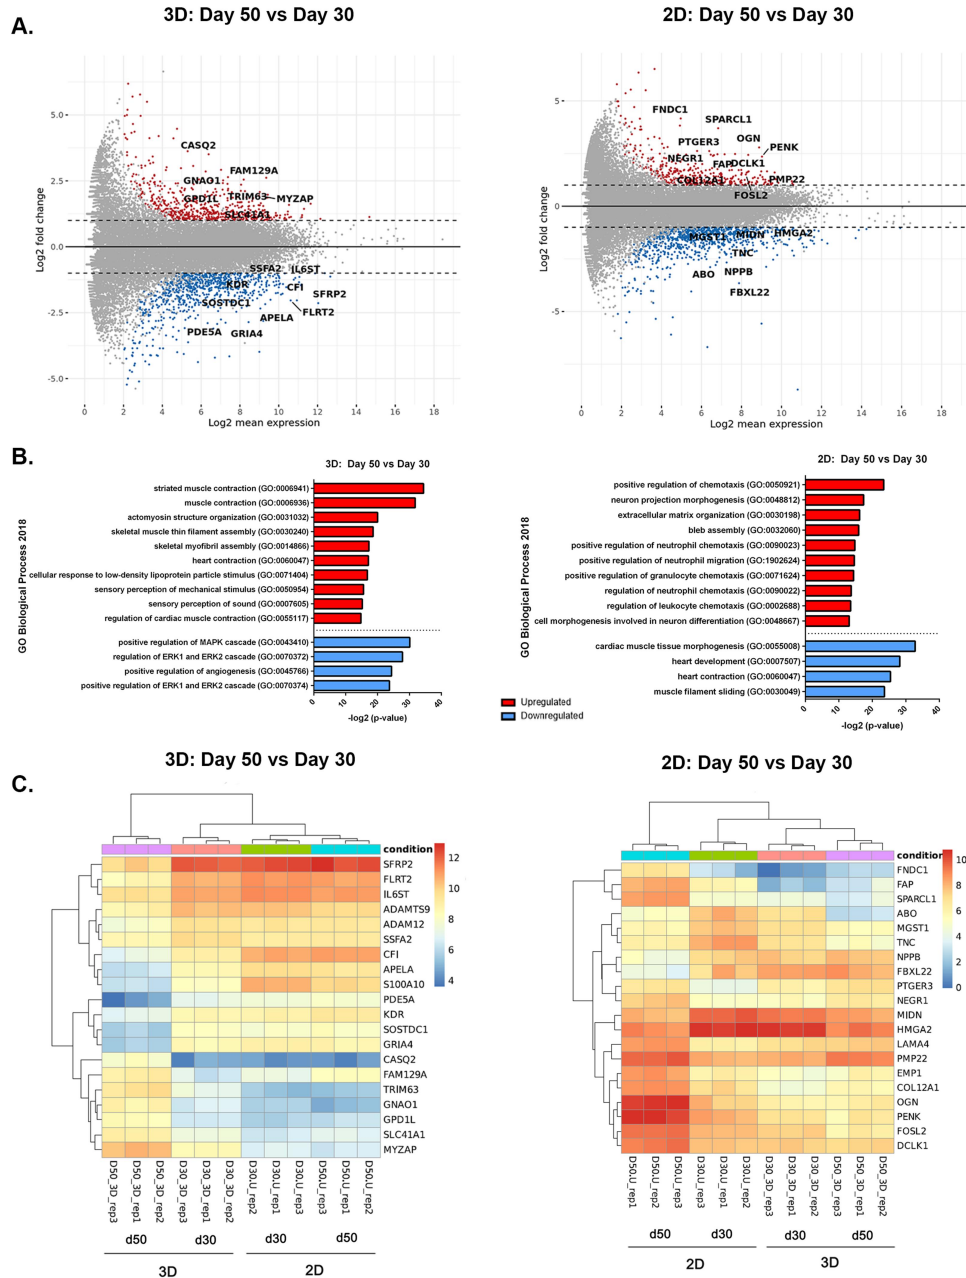

Figure SI-4 – 3D hOCMT cultures induce improved cardiac specification and cardiomyocyte maturation at a transcriptomic level with respect to culture dimensionality and time

A. MA plot of the differentially regulated genes between day 30 and day 50 for 3D hOCMTs (left) and 2D monolayer culture (right) ($\log_2$ mean, $p_{\text{adj}} < 0.05$)

B. Graph representing the $-\log_2$ value adjusted p-value of significantly upregulated (red) or downregulated (blue) GO Biological process categories when comparing between day 30 and day 50 of culture for 3D hOCMTs (left) and 2D monolayer culture (right) ($p_{\text{adj}} < 0.05$)

C. Heatmap representing the $\log_2$ fold change for the top 20 differentially regulated genes between day 30 and day 50 of culture for 3D hOCMTs (left) and 2D monolayer culture (right) ($p_{\text{adj}} < 0.05$)

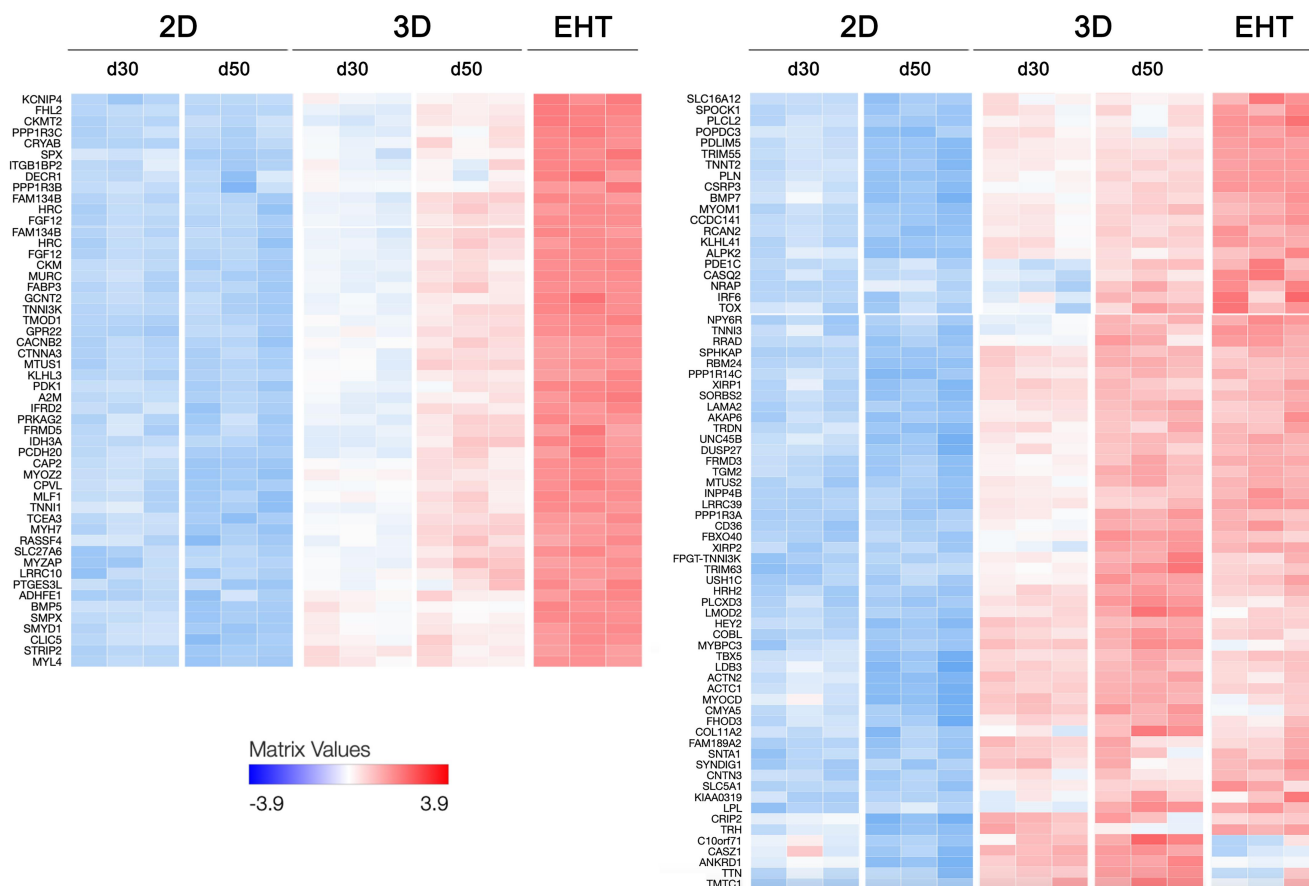

Figure SI-5 – 3D hOCMT cultures show transcriptional similarities to in vitro engineered heart tissues (EHT) with respect to cardiac specification and cardiomyocyte maturation

Heatmap encoding for log2fold changes in selected cardiac genes for the 3D hOCMTs and the 2D monolayers at both time-points in comparison with available datasets for in vitro engineered heart tissues (EHT).

Supplementary Methods

Histology and Immunofluorescence (IF)

After organoid fixation and cryosectioning, to assess the overall histology, the sections were stained with hematoxylin and eosin (H&E) (Sigma Aldrich), and imaged under slide scanner Zeiss Axio Scan Z1 microscope using the bright-field mode.

In addition to 3D hCO cryosections, 2D monolayer cultures were used as controls. As 2D monolayer controls were grown adherently on Matrigel-coated plates, for the IF procedure, the samples were fixed with 4% PFA for 15 minutes, and rest of the IF procedures were performed as previously described in the main text. The resulting samples were stored in PBS with 0.01% Sodium Azide (VWR) at 4°C, and protected from light until confocal image analysis.

See Supplementary table 1 for full list of antibodies used in the study.

RNA-sequencing and Differential Expression analysis (DE analysis)

Sequencing library preparation

500 nanograms of total RNA per sample was used as an input for library preparation using QuantSeq FWD 3'mRNA Library Prep Kit (Lexogen). Briefly, RNA was transcribed into cDNA using oligodT primer (FS1) at half volume compared to the manufacturer's instructions to minimize the off-target products. Following the first strand synthesis, RNA removal and second strand synthesis were performed using the UMI Second Strand Synthesis Mix (USS) containing Unique Molecular Identifiers (UMIs) that allow detection and removal of PCR duplicates. Finally, sequencing libraries were created by PCR with i5 Unique Dual Indexing Add-on Kit for Illumina (Lexogen). The quality and quantity of libraries was determined using Fragment Analyzer by DNF-474 High Sensitivity NGS Fragment Analysis Kit (Agilent Technologies) and QuantiFluor dsDNA System (Promega). Final library pool was sequenced on Illumina NextSeq 500 with 75 bp single-ends, producing about 10 million reads per library.

Data analysis

High-throughput RNA-Seq data were prepared using Lexogen QuantSeq 3' mRNA-Seq Library Prep Kit FWD for Illumina with polyA selection and sequenced on Illumina NextSeq 500 sequencer (run length 1x75 nt). Bcl files were converted to Fastq format using bcl2fastq v. 2.20.0.422 Illumina software for basecalling. 6-nt long UMIs were extracted and subsequently used for deduplication of aligned reads by UMI-tools v. 1.1.1 [1]. As a next step 6-nt long barcode sequence related to Lexogen QuantSeq Library Prep Kit were trimmed using seqtk 1.3-r106 [2]. Quality check of raw single-end fastq reads was carried out by FastQC v0.11.9 [3]. The adapters and quality trimming of raw fastq reads was performed using Trimmomatic v0.36 [4] with settings CROP:250 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:5 MINLEN:35 and adaptor sequence ILLUMINACLIP:AGATCGGAAGAGCACACGTC. Trimmed RNA-Seq reads were mapped against the human genome (hg38) and Ensembl GRCh38 v.94 annotation using STAR v2.7.3a [5] as splice-aware short read aligner and default parameters except --outFilterMismatchNoverLmax 0.1 and --twopassMode Basic. Quality control after alignment concerning the number and percentage of uniquely and multi-mapped reads, rRNA contamination, mapped regions, read coverage distribution, strand specificity, gene biotypes and PCR duplication was performed using several tools namely RSeQC v2.6.2 [6], Picard toolkit v2.18.27 [7] and Qualimap v.2.2.2 [8] and BioBloom tools v 2.3.4-6-g433f [9].

The differential gene expression analysis was calculated based on the gene counts produced using featureCounts tool v1.6.3 [10] with settings -s 2 -T 10 -F GTF -Q 0 -d 1 -D 25000 and using Bioconductor package DESeq2 v1.20.0 [11]. Data generated by DESeq2 with independent filtering were selected for the differential gene expression analysis to avoid potential false positive results. Genes were considered as differentially expressed based on a cut-off of adjusted p-value ≤ 0.05 and $\log_2(\text{fold-change}) \geq 1$ or ≤ -1 . 

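Together, the limit on the adjusted p and the limit on the log2 fold change keep only genes that are separated from the spread between replicates and have an estimated change of at least 2-fold. The test is against no change, so a call does not show that the true change is at least 2-fold. A gene with an estimate under 2-fold can pass the first limit and does not pass the other. Of 1703 genes called in the paper's table for day 30 and held in the re-analysis, 620 did not pass both limits there.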

Clustered heatmaps were generated from selected top differentially regulated genes using R package pheatmap v1.0.10 [12]. Volcano plots were produced using ggplot v3.3.3 package [13] and MA plots were generated using ggpvr v0.4.0 package [14].

See Supplementary dataset 1 for log2changes and p-values for the different comparisons, and Supplementary dataset 2 for GO BP clustering analysis for the differentially regulated genes at the different comparisons.

IMMUNOFLUORESCENCE				
<i>IF- Primary Antibodies</i>				
Name	Host species	Dilution	Company	Catalog no
Anti- α -SMA (ACTA2)	Rabbit	1:500	Abcam	ab5694
Anti-ACTN2 (sarcomeric α -actinin)	Mouse	1:800	Sigma Aldrich	A7811
Anti-ASCL2	Sheep	1:50	Thermo Fisher Scientific	PA5-47852
Anti-Brachyury (T)	Goat	1:50	R&D Systems	967332
Anti-CD31 (PECAM-1)	Mouse	1:100	Biolegend	303102
Anti-CX43 (Connexin 43, GJA1)	Rabbit	1:400	Sigma Aldrich	C6219-100UL
Anti-GATA4	Rabbit	1:400	Cell signalling	36966S
Anti-MESP1	Rabbit	1:200	Abcam	ab129387
Anti-MYL2 (α -MLC2, MLC2v)	Rabbit	1:200	Abcam	ab79935
Anti-MYL7 (MLC2a)	Mouse	1:200	Santa Cruz	sc-365255
Anti-NFAT2 (NFATc1)	Rabbit	1:100	Cell Signalling	8032S
Anti-SERCA2 (ATP2A2)	Mouse	1:100	Novus Biologicals	NB300-581
Anti-SM22a (Transgelin, TAGLN)	Rabbit	1:500	Abcam	ab14106
Anti-SOX2	Rabbit	1:400	Cell Signalling	3579
Anti-TE - 7	Mouse	1:100	Sigma Aldrich	CBL271
Anti-TBX18	Rabbit	1:200	Thermo Fisher Scientific	PA5-101921
Anti-TNNT2	Mouse	1:200	Thermo Fisher Scientific	MA5-12960
Anti-TNNT2	Rabbit	1:3000	Sigma Aldrich	HPA015774
Anti-WT1	Rabbit	1:200	Cell Signalling	83535
<i>IF- Secondary Antibodies</i>				
Name	Dilution	Company	Catalog no	
Alexa Fluor 488 Donkey anti-Rabbit IgG (H+L)	1:500	Thermo Fisher Scientific	A-21206	
Alexa Fluor 488 Donkey anti-Mouse IgG (H+L)	1:500	Thermo Fisher Scientific	A-21202	
Alexa Fluor 555 Donkey anti-Rabbit IgG (H+L)	1:500	Thermo Fisher Scientific	A-31572	
Alexa Fluor 555 Donkey anti- Mouse IgG (H+L)	1:500	Thermo Fisher Scientific	A-31570	
Alexa Fluor 546 Donkey anti-Sheep IgG (H+L)	1:500	Thermo Fisher Scientific	A-21098	
Alexa Fluor 647 Donkey anti-Goat IgG (H+L)	1:500	Thermo Fisher Scientific	A-21447	
Alexa Fluor 647 Goat anti-Mouse IgG (H+L)	1:500	Thermo Fisher Scientific	A-21235	
FLOW CYTOMETRY				
Name	Dilution	Company	Catalog no	
Anti Cardiac Troponin T-FITC Clone REA400 (REAffinity™)	1:50	Miltenyi Biotec	130-119-575	
Anti-Hu CD90 APC	1:10	Exbio	1A-652-T100	
Anti-Hu CD31 BV421	1:10	Biolegend	303123	

Supplementary Table 1. List of antibodies used in the study.

List of Supplementary Videos

Supplementary video 1– Representative spontaneously beating long-term 3D hiPSC-derived organotypic cardiac microtissue (hOCMTs) under light microscope (Day 53). Scale bar = 100 μ m

Supplementary video 2 – Representative spontaneously beating long-term 3D hOCMT under light microscope (Day 107). Scale bar = 100 μ m

Supplementary videos (3-8) – Representative videos of beating long-term hOCMTs before ($t=0$) & after ($t=1$) maximum dose of cardioactive drugs on day 50; taken under transmitted light mode of confocal microscope (Scale bars = 200 μ m):

3. Control hOCMT ($t=0$)
4. Control hOCMT ($t=1$)
5. hOCMT with 0 μ M isoproterenol ($t=0$)
6. hOCMT with 1 μ M isoproterenol ($t=1$)
7. hOCMT with 0 μ M verapamil ($t=0$)
8. hOCMT with 1 μ M verapamil ($t=1$)

Supplementary videos (9-14) – Representative videos of beating long-term hOCMTs (Day 53) before & after Doxorubicin (Doxo) treatment on day 0 and day 6 of the treatments; taken under transmitted light mode of confocal microscope (Scale bars = 200 μ m):

9. Control hOCMT on day 0
10. hOCMT with 0.1 μ g/mL Doxo on day 0
11. hOCMT with 1 μ g/mL Doxo on day 0
12. Control hOCMT on day 6
13. hOCMT with 0.1 μ g/mL Doxo on day 6
14. hOCMT with 1 μ g/mL Doxo on day 6

List of Supplementary Datasets

Supplementary dataset 1 – log2changes and p-values for the different comparisons

Supplementary dataset 2 – GO BP clustering analysis for the differentially regulated genes at the different comparisons

Supplementary References

- [1] T. Smith, A. Heger, and I. Sudbery, “UMI-tools: modeling sequencing errors in Unique Molecular Identifiers to improve quantification accuracy,” *Genome Res.*, vol. 27, no. 3, pp. 491–499, Mar. 2017.
- [2] H. Li, “seqtk: Toolkit for processing sequences in FASTA/Q formats,” *GitHub* 767, 2012. [Online]. Available: <https://github.com/lh3/seqtk/>. [Accessed: 29-Jan-2022].
- [3] S. Andrews, “FastQC A Quality Control tool for High Throughput Sequence Data,” [Online], 2010. [Online]. Available: <https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>. [Accessed: 29-Jan-2022].
- [4] A. M. Bolger, M. Lohse, and B. Usadel, “Trimmomatic: a flexible trimmer for Illumina sequence data,” *Bioinformatics*, vol. 30, no. 15, p. 2114, Aug. 2014.
- [5] A. Dobin *et al.*, “STAR: ultrafast universal RNA-seq aligner,” *Bioinformatics*, vol. 29, no. 1, p. 15, Jan. 2013.
- [6] L. Wang, S. Wang, and W. Li, “RSeQC: quality control of RNA-seq experiments,” *Bioinformatics*, vol. 28, no. 16, pp. 2184–2185, Aug. 2012.
- [7] “Picard Toolkit.” 2018. Broad Institute, GitHub Repository. 2018. [Online]. Available: <https://broadinstitute.github.io/picard/>. [Accessed: 29-Jan-2022].
- [8] K. Okonechnikov, A. Conesa, and F. García-Alcalde, “Qualimap 2: advanced multi-sample quality control for high-throughput sequencing data,” *Bioinformatics*, vol. 32, no. 2, p. 292, Jan. 2016.
- [9] J. Chu *et al.*, “BioBloom tools: fast, accurate and memory-efficient host species sequence screening using bloom filters,” *Bioinformatics*, vol. 30, no. 23, p. 3402, Dec. 2014.
- [10] Y. Liao, G. K. Smyth, and W. Shi, “featureCounts: an efficient general purpose program for assigning sequence reads to genomic features,” *Bioinformatics*, vol. 30, no. 7, pp. 923–930, Apr. 2014.
- [11] M. I. Love, W. Huber, and S. Anders, “Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2,” *Genome Biol.*, vol. 15, no. 12, pp. 1–21, Dec. 2014.
- [12] R. Kolde, “Package ‘pheatmap,’” *R Package* 1.7, 2015. [Online]. Available: <https://cran.r-project.org/web/packages/pheatmap/index.html>. [Accessed: 29-Jan-2022].
- [13] H. Wickham, “ggplot2,” *Wiley Interdiscip. Rev. Comput. Stat.*, vol. 3, no. 2, pp. 180–185, Mar. 2011.
- [14] A. Kassambara, “ggpubr: ‘ggplot2’ based publication ready plots,” *R package version 0.1 7*, 2018. [Online]. Available: <https://rpkgs.datanovia.com/ggpubr/>. [Accessed: 29-Jan-2022].

How the deposited data were processed for this re-analysis (not part of the article)

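Gene expression was measured in 12 libraries from human iPSC-derived cardiac cultures of the line that the sample labels name DF 19-9-7 and the paper DF 19-9-7 T, with 3 samples each of 3D hOCMTs and of 2D monolayers at day 30 and at day 50. The sample labels gave the format, the day and the replicate number of every library, the paper's results compare the same formats and days, and all 12 were mapped. The authors dissociated both kinds of culture with enzymes, extracted the RNA, prepared libraries with the QuantSeq FWD 3′ mRNA kit and tagged each molecule with a UMI. The submitters' processing notes name bcl2fastq 2.20.0.422, Trimmomatic 0.36, STAR 2.7.3a, UMI-tools 1.1.1, featureCounts 1.6.3 and DESeq2 1.20.0. The header of the count files names featureCounts 1.6.4 with forward-stranded counting on GRCh38, while the supplementary methods describe reverse-stranded counting, and the kit reads the forward strand. The deposited values are raw counts per Ensembl gene after the authors had removed duplicates by UMI, with no normalization, and all values of this re-analysis start from these counts. Counts per gene do not tell isoforms apart, and genes with close copies, such as *MYH6* and *MYH7* or the mitochondrial pseudogenes, may share reads.

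Each file held 58302 gene identifiers, of which 57532 had a symbol in the table of gene names supplied with the data, and 8 further symbols came from Supplementary Dataset 1. Replicates were first compared by a chi-square test of their counts, and no pair was as close as sampling noise would make it, which argues against copies of 1 library. Technical replicates of the same culture could also differ by more than this noise, so the comparison cannot tell whether the samples are independent. Each library was taken as 1 sample. With 3 counts over a group as the limit of detection, the limit was 0.165 to 0.302 CPM in the 4 groups. UMIs were counted, so that a count stands for a molecule, and the limits cover counting error only.

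Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr by group (minimum count 10, minimum total count 15), libraries were scaled with TMM, and glmQLFit and glmQLFTest were fitted to all 12 libraries with the 4 groups as the only term, at a common biological coefficient of variation of 0.1636. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The supplementary methods give both limits, whereas the legend of Fig. 6 gives the adjusted p alone, which was run as an alternative. The 5 comparisons were 3D against 2D at day 30 and at day 50, day 50 against day 30 in 3D and in 2D, and the interaction of format and day.

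Lists of genes, 36 fixed beforehand from textbook knowledge and 4 made of genes that the paper names, covered the sarcomere, calcium handling and t-tubules, ion channels, chamber identity, cardiac transcription factors, the respiratory chain and mitochondrial genome, fatty acid, glucose and TCA cycle metabolism and its regulators, the matrix, natriuretic peptides, other cell types and stress responses. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, again with the correlation estimated, and with fry, adjusted over all lists of a comparison, and the count of each list was also adjusted over the list alone. Log2 ratios of isoform pairs were formed with 0.5 CPM added to each gene and compared, as were mitochondrial shares, with exact permutation tests, which at 3 libraries against 3 cannot go below 0.1. Principal components were taken from log2 CPM with a prior count of 2. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

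The genes named in the text were chosen by a rule. It took the 8 largest increases and the 8 largest decreases of each comparison among called genes of at least 20 CPM in the higher group, with no overlap between the groups compared. For the interaction it took 5 each, with at least 20 CPM in any of the 4 groups and no condition on overlap. Added to these were every gene the paper names for these data, up to 4 most abundant members of each list, and the genes of the proteins measured by flow cytometry or staining. When the rule was written, the top values of Supplementary Dataset 1 and the heatmaps of Fig. 6C and Figure SI-4 had been seen. Other members of the lists named in the text were chosen after their values were seen.

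The alternatives were DESeq2 1.42.0, its size factors within edgeR, library totals only, no filter on low counts, a filter of at least 20 counts in 3 libraries, a fit of only the groups compared, the replicate number as a term of the model, counts thinned to the smallest library, mitochondrially encoded genes left out, no fold limit, other priors and the removal of each library in turn. DESeq2 without a fold limit and with its default filtering level of 0.1, and library totals without a fold limit, were added after the data were seen. The test was tried on simulated data drawn from the means and library sizes of the 13954 tested genes, of which 13609 passed the filter again. The genes to change were drawn from those with more than 20 expected counts per library. The shares found therefore do not hold for genes of lower counts. At the contrast of 3D with 2D at day 50, with 50 genes changed at each size, it found 12% of 1.5-fold, 82% of 2-fold, 96% of 3-fold and 98% of 4-fold changes at an adjusted p of at most 0.05, and 4%, 50%, 96% and 98% past both limits. Of 165 genes at an adjusted p of at most 0.05 there, whatever their fold, 13 had not been changed. At day 30, where no gene had been changed, edgeR found none at that limit.

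The values of some members of the lists are not reported here. GO categories were not tested, since no GO annotation was used here, and the data of adult heart and EHTs were not analysed here. Supplementary Dataset 1 was held in part, as 1703 of the 33863 genes with counts in its sheet on 3D against 2D at day 30, and no enrichment test was run on it. Imaging, flow cytometry, calcium, contractility and electrophysiology data were not used here.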

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

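The tests of a larger share of cardiomyocytes and of a larger share of every other kind of cell were chosen only after the result was seen.

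The difference between 3D hOCMTs and 2D monolayers was itself not constant over time, as the interaction of format and day showed in edgeR's quasi-likelihood test. From day 30 to day 50 it moved towards 3D in 1055 genes and towards 2D in 1001, and under library totals only in 699 and 1383, so that the share moving towards 3D went from 51.31% to 33.57%. The largest shifts towards 3D were in *XIRP2* (3.79 on the log2 scale), of the intercalated disc, *PLPP7* (3.70), *TCAP* (3.64), the cap protein of titin, *CASQ2* (3.53) and *FBXL22* (3.53). Those towards 2D were in *SPARCL1* (−4.36), *SPINK1* (−3.96), *LHX9* (−3.76), *C1QTNF7* (−3.72) and *ONECUT2* (−3.50). *SPINK1* rests on few libraries, with −3.23 and no call after thinning and −1.08 and no call without the third 2D library at day 50. The epicardial transcription factor gene *TBX18* went from −0.76 at day 30, not a call, to 1.17 at day 50, higher in 3D, a shift of 1.93 (adjusted p = 3.7e-05 in the same test), where the value of day 50 was 0.83, below the fold limit, under library totals only.

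Whole lists moved with the interaction, in camera tests that also held with an estimated correlation. The median shift on the log2 scale was 2.24 for the sarcomere, 1.71 for calcium handling, 2.25 for t-tubules, 1.34 for ion channels, 1.54 and 2.66 for atrial and ventricular genes, 1.74 for cardiac transcription factors, 0.62 for fatty acid oxidation, 1.41 for glycolysis and −1.46 for fibroblast markers. In 100 splits, which exchanged days within each format, the real one included, 2 gave at least 2056 genes. The other of these, with 2342 genes, exchanged both days in 2D only and so still parts the libraries by day, which is a structure of the samples. The next highest gave 800. All splits but these 2 mixed the days within a group, so that the change over time entered the spread. They therefore cannot tell whether so many genes could arise by chance, and no conclusion is drawn from them.

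Several lists for which the paper's text gives no values from these data stood apart from other genes in camera tests of 3D against 2D. At day 30 their median log2 fold changes were 0.74 for ion channels, 1.10 for cardiac transcription factors, −1.47 for epicardial and mesothelial markers, −0.54 for smooth muscle, 2.50 for gut, liver and endoderm, −0.71 for hypoxia, 1.01 for genes of dissociation stress and −0.98 for cholesterol synthesis. At day 50 they were 2.14 for ion channels, 2.02 for cardiac transcription factors, −2.87 for epicardial markers and −0.98 for the unfolded protein response. Of these, the cardiac transcription factors and dissociation stress at day 30 did not hold with an estimated correlation.

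More genes differed between the formats at day 50 (3723) than at day 30 (1545). If depth or a single library had set this, the ratio of both counts would have come near 1. It was 2.44 with all libraries thinned to the smallest total and at least 2.22 with any library left out (lowest without the third 3D library at day 50), which argues against each of them as the whole cause. With the mitochondrially encoded genes left out the ratio was 2.39. TMM corrects for the share of such counts in both fits, so this ratio cannot test them as a cause. Of the 10 splits of the 6 libraries of a day, 1, the real one, reached the real count, against 1 and 0 genes at the highest other split of day 30 and day 50, and 10 splits are too few for a share under 0.05. All other splits mixed the formats within a group, so that their difference entered the spread, and no conclusion is drawn from them. By flow cytometry of such cultures the paper reports more TNNT2-positive and fewer CD90-positive cells in 3D than in 2D at day 50. The cell makeup of the formats thus differed. How far this makeup, or a divergence of the cultures with time, which the design names, set the larger count was not tested and stays open.

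In 3D hOCMTs, 18 of 36 sarcomere genes rose from day 30 to day 50 (11 under library totals only), and a larger share of cardiomyocytes could raise them all by 1 factor. Of the 36 tested genes, 12 (33.33%) lay more than 2 standard errors from the list's median of 1.01, 8 above it and 4 below, so that 1 common factor does not account for all of the change. With the mitochondrially encoded genes left out the median was again 1.01. TMM corrects for the share of such counts in both fits, so this value cannot test a shift made by them, and no conclusion is drawn from it. A larger share of cardiomyocytes as part of the change stays open, as does maturation of these cells, which is the paper's reading and here a hypothesis. Over time, 1394 genes changed in 3D and 1285 in 2D, against 0 at the highest of the other splits in each, where 1 of 10 splits, the real one, reached the count, too few splits for a share under 0.05. Those other splits mixed the days within a group, so that the change over time entered the spread, and no conclusion is drawn from them.

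Genes of gut, liver and endoderm were higher in 3D hOCMTs than in 2D monolayers at day 30, among them *AFP* (26.3 ± 15.7 CPM in 2D and 180.4 ± 39.5 CPM in 3D), *APOA1* (5.13 ± 3.26 and 20.3 ± 6.27 CPM) and *TTR* (0.819 ± 0.199 and 5.04 ± 0.633 CPM; SD, n = 3). All 3 libraries of 3D lay above all 3 of 2D for 11 of 12 genes (91.67%), which argues against a single library. Chance gives 5% in this direction for a gene taken alone. Of the 12, however, 10 had been called higher in the same libraries, and the genes are correlated (0.348 in camera). The order is thus no separate support for the difference. Low members such as *TTR* can pass the filter on low counts through the group where they are higher. The fibroblast, epicardial and smooth muscle lists had medians of −1.06, −1.47 and −0.54 at day 30, and the neural list 0.54. These values argue against a larger share of every kind of cell other than cardiomyocytes. They do not exclude it, since marker RNA does not measure cell shares and the test was chosen after the result was seen. Liver-like cells in the 3D cultures at day 30 are a candidate source, a hypothesis for which a second list of liver genes, which shares none with the first, gave a median of 1.88, with 6 of 9 tested genes higher and none lower, among them *FGA* (2.59, and no call without the second 2D, the second 3D or the third 3D library at 2.21, 2.49 and 2.25), *FGG* (1.88, and no call without the third 3D library at 1.53), *HNF4A* (2.85, and 4.37 without the third 2D library) and *FABP1* (3.16). The filter on low counts kept 9 of the 14 members of this second list. Some, such as *HNF4A* (0.345 CPM in 2D and 3.19 CPM in 3D at day 30), passed it mainly through the 3D libraries of day 30. The median and the count thus lean towards 3D and are a weak check of this hypothesis. The tested liver genes also had counts in 2D, and whether few liver-like cells or a low level in many cells gave the signal stays open. Some members of the first list were too low to test. At day 30, *CDX2* had 0 counts in 2D and 40 in 3D, *FOXA1* 4 and 45 and *SOX17* 2 and 20. *ASCL2* had fewer in 3D (9 and 3), and *FOXA2* had 6 in each. A gut or other endoderm source is thus not told apart from a liver-like one.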

How the results depend on the processing

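DESeq2 without a fold limit at a filtering level of 0.1 and library totals without a fold limit were chosen only after the result was seen. For 386 values of named genes, 8188 of the 8425 values under the alternatives lay on the same side of the limits, 183 no longer passed, 54 newly passed and 0 calls changed their sign. Of the values that were not calls, 29 changed sign, where the reported value was at most 0.33 in size (log2), 9 of them at day 50 under library totals only, those of *ASPH*, *ATP5F1E*, *ECI2*, *ENO1*, *GJA1*, *HSD17B4*, *MT-ND6*, *SDHC* and *SLC2A1*. Counts of called genes stayed within 1.5 times of those reported for 135 values under the alternatives and left that range for 27, and stayed within it for all 180 with a library left out. The counts in gene lists stayed within it for 2037 values and left it for 192, and for 2369 and 115 with a library left out. Mitochondrial shares moved by less than the spread between replicates, and no isoform ratio that was larger than this spread changed its sign.

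With no limit on the fold change, which by construction adds genes under 2-fold, edgeR called 3151 genes at day 30 (1581 higher and 1570 lower in 3D), 6603 at day 50 (3350 and 3253), 3261 over time in 3D (1716 and 1545) and 3074 over time in 2D (1422 and 1652), and all 7 genes of pyruvate import, also under library totals (7). DESeq2 without a fold limit gave 2973 (1367 and 1606), 6436 (3215 and 3221), 3122 (1675 and 1447) and 2898 (1321 and 1577). With the fold limit, DESeq2 called 1499 genes at day 30 and 3986 at day 50. Library totals only lowered the values of 3D libraries, whose counts hold more mitochondrial transcripts, relative to TMM. They gave 2795 genes lower at day 50, 374 higher over time in 3D and 699 whose difference shifted towards 3D, and at day 50 they left 3 genes of complex I, 1 of complex II, 4 of complex III, 5 of ATP synthase, 3 of peroxisomal oxidation and 6 of the TCA cycle, and 11 sarcomere genes over time in 3D. With an estimated correlation the camera calls at day 50 of complex IV (p = 0.0548), ATP synthase (p = 0.101), the mitochondrial genome (p = 0.257) and pyruvate import (p = 0.101) were lost, all adjusted. For complex II, fry, which tests a list on its own and not against other genes, gave an adjusted p of 1.6e-04. Against other genes, camera gave complex II an adjusted p of 0.077. Beyond what a setting's construction shows, the cause was not tested.

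With a library left out, the count of genes ranged from 1364 to 1613 at day 30, from 3576 to 3953 at day 50, from 1247 to 1495 over time in 3D, from 954 (without the third 2D library at day 50) to 1473 over time in 2D and from 1652 to 2266 for the interaction. The median absolute log2 fold change ranged from 0.328 to 0.349 at day 30 and from 0.529 to 0.581 at day 50, and the correlation of both days across genes from 0.612 to 0.682. Where a group was left with 2 libraries, the spread was shared with the other groups. Thinning to the smallest library gave 1470 and 3582 genes at day 30 and day 50, so that the differences in depth between these libraries moved the counts little. Whether a greater depth would call more genes cannot be told from thinning. Genes under the filter, such as *ACADL* with 58 counts, could not be tested.

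Over both days, the replicate numbers did not clearly pair the libraries. Of 18 same-numbered pairs, 3 had deviations with a correlation over 0.1 (range −0.267 to 0.339), and 5 of 12 libraries correlated best with their own number. Those 3 pairs joined 2D and 3D of the same day, with 0.194 and 0.148 at day 30 and 0.339 at day 50. The other same-day pairs had 0.037, 0.096 and 0.017. A pairing within a day thus stays open, and a block that gives a number the same effect at both days does not model it. With the number as a replicate block, 1489 genes were called at day 30 and 3702 at day 50.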

Differences from the paper's values

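DESeq2 without a fold limit at a filtering level of 0.1 was chosen only after the values were seen. For 3D against 2D at day 30, the paper gives 2975 genes differentially regulated, and 1545 passed both limits here. Of the alternatives set before the data were examined, an adjusted p without a fold limit, as in the legend of Fig. 6, gave 3151, within 1.5 times of the paper's value. The others, all with the fold limit, did not, among them DESeq2 (1499), its size factors (1543), library totals only (1582), no filter on low counts (1836), at least 20 counts in 3 libraries (1329), only the groups compared (1446), the replicate block (1489), thinned counts (1470), mitochondrially encoded genes left out (1563) and each library left out (1364 to 1613). For day 50 the paper gives 6437, and 3723 passed here. Without a fold limit 6603 passed and with no filter on low counts 4443, both within 1.5 times, while DESeq2 (3986), its size factors (3723), library totals only (4071), at least 20 counts (3262), only the groups compared (3503), the block (3702), thinned counts (3582), mitochondrially encoded genes left out (3739) and each library left out (3576 to 3953) did not come that near. DESeq2 without a fold limit and with filtering at 0.1, chosen after seeing the values, gave 2973 and 6436. Of the 1703 called genes held from the paper's table for day 30 it dropped 0, while edgeR without a fold limit dropped 5 and edgeR with both limits dropped 620.

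The paper states about 10 M reads per library, and the deposited counts have a median of 4.04 M after removal of duplicates, or 3.32 M when thinned to the smallest library, which differs likewise. These are different quantities, reads and deduplicated counts.

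The paper gives the increase of *FABP3* and *LPL* as a multiple. Its value, 4, lies on the log2 scale here, where *FABP3* had 4.00 and *LPL* 3.89, or 16.0-fold and 14.8-fold on the linear scale. The paper lists *ACADL* among the acyl-CoA dehydrogenases upregulated in 3D. Its 58 counts in 12 libraries were too few for the test, with more CPM in 3D than in 2D. It also lists *ACSL1*, *SLC25A20*, *ACADVL* and *DLD* as increased in the hOCMTs. At day 50 they had 0.83, 0.66, 0.79 and 0.93, and passed in edgeR without a fold limit and not with it. For the TCA cycle the paper states a rise at every step, and 14 of 18 genes were higher without a fold limit, with *SUCLG1*, *SUCLG2*, *DLST* and *SDHC* the other 4, while at least 1 gene of each step was among the 14.

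For day 30, the log2 fold changes of 1698 genes held from Supplementary Dataset 1 had the same sign here in all 1698, with a median absolute difference of 0.0313.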

Other observations

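Mesothelial and epicardial genes were lower in 3D hOCMTs. Of 12 tested markers, 8 were lower and 1 was higher at day 30 (8 and 1 when adjusted over the list alone), at a median log2 fold change that held with an estimated correlation (camera, adjusted p = 0.0015), as at day 50 (adjusted p = 0.004 with an estimated correlation). *BNC1*, encoding basonuclin 1, fell by 1.38 and 3.27 (log2) at both days, *LRRN4* by 3.17 and 2.97 and *CALB2*, encoding calretinin, by 4.06 and 2.11. *UPK3B*, of the mesothelium, had no count in 3D at day 50 and 6.74 CPM in 2D, at least 22.3-fold lower against a limit of 3 counts over the group, and with it at that bound the median of the list is again −2.87. *WT1* had −0.995 at day 30, just under the fold limit, and fell by 2.77 at day 50, whereas *ALDH1A1*, encoding another enzyme of retinoic acid synthesis, rose by 1.67 and 1.43. Within 3D, *WT1*, *BNC1* and *SEMA3D* fell further from day 30 to day 50, by 1.07, 1.75 and 1.70, in edgeR's quasi-likelihood test (3 when adjusted over the list alone), or 5 genes without the first 3D library at day 50. *WT1* did not pass over time without the third 3D library at day 50 (−0.80). At day 50 *CALB2* was −3.24 without the first 3D library and did not pass without the second 2D (−1.95), the second 3D (−1.63) or the third 3D library (−2.03), nor after thinning (−1.75).

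Genes of cholesterol synthesis and uptake were lower in 3D at day 30, 6 of 12, with none higher (6 when adjusted over the list alone; camera, adjusted p = 2.5e-08, and 0.022 with an estimated correlation). Among them were *SQLE* (−1.52), *DHCR7* (−1.58), *INSIG1* (−1.21) and *MVD* (−1.29). At day 50, 2 genes were lower, among them *SQLE* (−1.28; 2 when adjusted over the list alone), and within 3D 3 genes rose from day 30 to day 50, among them *HMGCS1* (1.02) and *INSIG1* (1.68; 3 when adjusted over the list alone), a call of the list that was lost at adjusted p = 0.088 with an estimated correlation. Immediate early genes of the dissociation stress list were higher in 3D at day 30, *FOS* (1.43), *FOSB* (2.54), *JUNB* (1.11), *EGR1* (1.10) and *ATF3* (1.42), 5 of 10 with none lower (5 when adjusted over the list alone), and the list's call was lost at adjusted p = 0.098 with an estimated correlation. At day 50, *HSPA1A* (1.15) was higher and *DNAJB1* (−1.04) lower (1 and 1 when adjusted over the list alone), or 3 higher without the third 3D library at day 50. Of 8 genes of the unfolded protein response, *CHAC1* (−1.54) was lower at day 30, and *HSPA5* (−1.18), *TRIB3* (−2.37), *CHAC1* (−1.06) and *XBP1* (−1.44) were lower at day 50 with none higher (1 and 4 when adjusted over the list alone; camera, adjusted p = 0.039 with an estimated correlation at day 50). Of 12 hypoxia genes, *PFKFB4* (−1.75) and *LOX* (−2.03) were lower at day 30 (2 when adjusted over the list alone; camera, adjusted p = 0.045 with an estimated correlation), or 1 without the second 2D or the second 3D library at that day. The call of *PFKFB4* was lost without the second 2D (−1.333), the first 3D (−1.725) or the second 3D library (−1.407). At day 50 *ADM* (1.19), *EGLN3* (1.80), *PDK1* (2.28) and *BNIP3* (1.46) were higher and *NDRG1* (−2.55), *P4HA1* (−2.16) and *LOX* (−4.10) lower (4 and 3 when adjusted over the list alone). Left-out libraries also ended other calls of these lists. Those were *JUNB* without the third 3D (0.91) and *EGR1* without the second 2D library (0.97) at day 30, and at day 50 *HSPA1A* without the first 3D (0.90), *DNAJB1* without the third 2D (−0.93) or the first 3D (−0.95), *HSPA5* without the third 3D (−0.99), *CHAC1* without the first 2D (−0.89), the second 2D (−0.999) or the second 3D (−0.88) and *ADM* without the first 2D (0.997) or the second 3D library (0.84). *HMGCS1* did not pass over time in 3D without the third 3D library at day 30 (0.97) or the second at day 50 (0.75). Under library totals only, *EGR1* (0.98), *JUNB* (0.99), *HSPA1A* (0.84), *ADM* (0.84) and *HMGCS1* (0.83) were below the fold limit. No gene of a proliferation list of 14 passed in any of the 5 comparisons by edgeR or by DESeq2, where an unadjusted p under 0.05 was found for 2 genes at day 30, 5 at day 50, 4 over time in 3D, 1 over time in 2D and 1 in the interaction.

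Vascular markers did not move as 1 group. Of 11 endothelial genes, *PECAM1* (2.71), *CDH5* (1.78), *ESAM* (at the limit of detection of 0.214 CPM in 2D, no fold given) and *FLT1* (1.01) were higher in 3D at day 30 and *TEK* (−1.31) and *NPR3* (−2.75) lower (5 and 2 when adjusted over the list alone), or 1 higher without the third 2D library or the second 3D library and 2 without the third 3D library at that day. *CDH5* also did not pass without the second 2D library (2.08), by DESeq2 or under library totals only (1.66), and *FLT1* lay at the fold limit, with 0.90 without the first 3D library and 0.89 under library totals only. At day 50 the same 4 genes were higher, with *PECAM1* at 3.87, and *KDR* (−2.29), *TEK* (−3.87), *ERG* (−2.29) and *NPR3* (−2.45) lower (4 and 4 when adjusted over the list alone). Of 11 smooth muscle genes, *TAGLN* (−2.37) and *ACTG2* (−4.82) were lower at day 30 with none higher (2 when adjusted over the list alone; camera, adjusted p = 0.037 with an estimated correlation). At day 50 *MYH11* (2.74) and *LMOD1* (1.04) were higher and *TAGLN* (−2.16), *ACTG2* (at the limit of detection of 0.302 CPM in 3D, no fold given), *PDGFRB* (−1.56) and *NOTCH3* (−2.02) lower (2 and 4 when adjusted over the list alone), or 1 higher without the third 2D or the second 3D library at day 50. Of 6 neural genes tested, *NEFL* (1.97) and *SNAP25* (1.05) were higher and *STMN2* (−1.28) lower at day 30, and *NEFL* (1.47) higher and *DCX* (−1.99) lower at day 50 (2 and 1, and 1 and 1, when adjusted over the list alone), with 1 higher at day 30 without the second 2D or the first 3D library. The counts under library totals only were 1 smooth muscle gene higher at day 50, 1 neural gene higher at day 30 and 2 neural genes lower at day 50. Over time in 3D, 9 of the 12 gut, liver and endoderm genes fell and none rose (11 when adjusted over the list alone), at a median of −1.63, and the call of the list was lost at adjusted p = 0.12 with an estimated correlation. A second list of liver genes had none of 9 past the limits at day 50 by edgeR, at a median of 0.60. Other lists had a single tested member each, namely *DPPA4* of pluripotent cells and early mesoderm (−1.79 at day 30; no count in 3D at day 50, at least 7.18-fold lower), *ACTA1* of skeletal muscle (−0.06 at day 30, not a call, and 2.30 at day 50), *LYZ* of blood cells (higher in 3D at day 30, where 2D lay under the limit of detection of 0.214 CPM and no fold is given, and 2.37 at day 50) and *CCL2* of the chemokines (−1.47 and −1.88). At day 30 *DPPA4* did not pass without the third 2D (−1.33) or the first 3D library (−1.58) nor *CCL2* without the first 2D (−1.06), the second 3D (−1.28) or the third 3D library (−1.50), and *DCX* at day 50 had −3.00 without the first 3D library.

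The genes of proteins that the paper measured by flow cytometry or staining had these RNA values, which come from other samples than those measurements. *TNNT2* had log2 fold changes of 1.99 at day 30 and, as given above, a higher level in 3D at day 50, *THY1* was lower at both days, *TAGLN* had −2.16 at day 50 and *NFATC1*, of the endocardium, −0.41 and −0.96 at the 2 days, the latter under the fold limit (adjusted p = 0.013 in edgeR's quasi-likelihood test). *SOX2*, *ASCL2* and *MESP1* had 10, 18 and 39 counts over the 12 libraries and *TBXT* had 0, and none was tested.

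The log2 ratio of *TNNI3* to *TNNI1* was 0.62 higher in 3D than in 2D at day 50 (exact permutation test, two-sided, p = 0.2), that of *MYH7* to *MYH6* 1.07 higher (exact permutation test, p = 0.1) and that of *MYL2* to *MYL7* 0.62 higher (exact permutation test, p = 0.2), where 0.1 is the smallest p that 3 libraries against 3 allow. At day 30 these differences were 0.40, 0.06 and 0.09 (exact permutation test, p = 0.3, 0.6 and 0.7). The ratio of *CPT1B* to *CPT1A* was lower in 3D, by 1.34 at day 30 and 1.16 at day 50, and that of *COX7A1* to *COX7A2* higher, by 1.25 and 2.01 (exact permutation test, p = 0.1 in each). *CPT1B* and *COX7A1* had only 24 and 53 counts over the 12 libraries, so these ratios are uncertain.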
